# Tissue-specific expression of histone H3 variants diversified after species separation

**DOI:** 10.1186/s13072-015-0027-3

**Published:** 2015-09-17

**Authors:** Kazumitsu Maehara, Akihito Harada, Yuko Sato, Masaki Matsumoto, Keiichi I. Nakayama, Hiroshi Kimura, Yasuyuki Ohkawa

## Abstract

**Background:**

The selective incorporation of appropriate histone variants into chromatin is critical for the regulation of genome function. Although many histone variants have been identified, a complete list has not been compiled.

**Results:**

We screened mouse, rat and human genomes by in silico hybridization using canonical histone sequences. In the mouse genome, we identified 14 uncharacterized H3 genes, among which 13 are similar to H3.3 and do not have human or rat counterparts, and one is similar to human testis-specific H3 variant, H3T/H3.4, and had a rat paralog. Although some of these genes were previously annotated as pseudogenes, their tissue-specific expression was confirmed by sequencing the 3′-UTR regions of the transcripts. Certain new variants were also detected at the protein level by mass spectrometry. When expressed as GFP-tagged versions in mouse C2C12 cells, some variants were stably incorporated into chromatin and the genome-wide distributions of most variants were similar to that of H3.3. Moreover, forced expression of H3 variants in chromatin resulted in alternate gene expression patterns after cell differentiation.

**Conclusions:**

We comprehensively identified and characterized novel mouse H3 variant genes that encoded highly conserved amino acid sequences compared to known histone H3. We speculated that the diversity of H3 variants acquired after species separation played a role in regulating tissue-specific gene expression in individual species. Their biological relevance and evolutionary aspect involving pseudogene diversification will be addressed by further functional analysis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-015-0027-3) contains supplementary material, which is available to authorized users.

## Background

Genomic DNA in eukaryotes is stored in nuclei as a highly packed structure called chromatin. The basic unit of chromatin is the nucleosome, in which DNA is wrapped around combinations of the core histone proteins H2A, H2B, H3 and H4. Each histone protein has several variants based on amino acid substitutions. In mice, canonical histone H3.1 and H3.2 are encoded by multiple genes gathered in three histone cluster*s* on chromosome 3, 11 and 13 [1]. In addition, some open reading frames (ORFs) similar to histone H3 have been annotated as pseudogenes because expression from these genes has not been determined. H3.1 coding genes produce RNA with a stem-loop in the 3′-end of the RNA structure instead of a poly-A tail and express no introns. In contrast, H3.3 is encoded by two genes, *H3f3a* on chromosome 1 and *H3f3b* on chromosome 11. These genes have a poly-A tail (signal), are located away from the histone cluster and expressed throughout the cell cycle in a replication-independent manner [2]. Specific histone variant incorporation into chromatin has been shown to play important roles in gene regulation during development and differentiation [3, 4].

The differential functions of individual histone variants are characteristic of various processes, such as nucleosome stability, protein binding, and chromatin modification. For example, H3.3 is generally distributed on transcriptionally active genes and harbors modifications associated with activation, such as H3K4me3, while H3.1 and H3.2 are distributed throughout the rest of the genome and are associated with inactivation modifications [5–8]. H3.3 is also known to be incorporated into promoter regions prior to transcriptional activation in cell differentiation by histone chaperone complexes, including HIRA and Chd1 [4, 9, 10]. Interestingly, H3.3 is also involved in genome silencing by being incorporated into pericentromeric heterochromatin and telomeric regions, in association with DAXX/ATRX [9, 11, 12]. In these cases, the selective incorporation of histone variants could be a molecular platform for downstream modifications and chromatin remodeling to acquire differentiation potential.

The discovery of new histone variants has been ongoing in numerous species [13, 14], and many histone-like sequences have been annotated as pseudogenes in genome databases [15]. Here, we report the identification and characterization of previously unknown histone genes in the mouse genome. By cross-hybridization analysis in silico (in silico hybridization), we have identified 14 uncharacterized histone H3 genes and 1 uncharacterized histone H2A gene that potentially encode histone proteins with core domains. Most of the new variants were not conserved in human, suggesting that these minor variants diverged after species separation. The expression of some of the new variants at the mRNA level was confirmed by 3′-seq analysis. When expressed as GFP-tagged forms in mouse C2C12 skeletal myoblasts, some variants were incorporated into chromatin and others were not. Whole transcriptome analysis revealed that the forced expression of any variant did not affect global transcription in undifferentiated myoblasts, but did upon myoblast differentiation. These diverse histone variants might play a role in regulating tissue-specific gene expression.

## Results

### Fourteen novel H3 genes identified by in silico hybridization

To identify all genes encoding histone variants, we searched the mouse genome database for histone genes by in silico cross-hybridization screening (Fig. 1a). From the H3.2 amino acid sequence (CAA56577.1), eight amino acid sequence blocks (129 in total) were generated by shifting the sequence one amino acid (Fig. 1a). Each amino peptide sequence was reverse-translated based on mammalian codon usage, and 4,162,752 DNA sequences 24 nucleotides (nt) long were determined. Each DNA sequence was mapped onto the mouse genome (mm9) using Bowtie (with options: −a), and a total of 168,299 sequences (4.04 %) were successfully mapped, including multi-hit sequences. The mapped reads were considered concatenated sequences that encode histone proteins when two or more different sequences were mapped within 90 nt of each other. The connected sequences were filtered by eliminating sequences encoding peptides of less than 10 amino acids. This resulted in 87 genomic sequences that potentially represent histone H3 coding genes. These sequences contained known H3.1, H3.2 and H3.3 coding genes, 17 computationally predicted genes and 26 unannotated histone H3 pseudogenes and disrupted open reading frames (ORFs) (Additional file 1: Table S1). All previously identified histone H3 genes, regardless of the presence or absence of introns, were included. Because the core domain is essential for forming the nucleosome, we excluded ORFs that had out-of-frame core domains. This analysis resulted in the identification of 14 genes that potentially encode histone H3-like proteins (Fig. 1b; see Additional file 2: Figure S1 for DNA sequences). To assess whether these histone H3 sequences are conserved between mouse and human, we repeated the screen on the human genome (hg19). We extracted 24 ORFs that potentially encode a total of 11 histone H3 or H3-like proteins, but all 24 ORFs were previously known or predicted genes [16] and none were identical to the new mouse genes (Additional file 3: Table S2 for human genome screening results). We also examined the screen on the rat genome (rn5), which is taxonomically close to that of mouse. We extracted ORFs that potentially encode histone H3 or H3-like proteins (Additional file 4: Table S3). Only *Hist3h3*, which is deposited as provisional gene on rat genome, was extracted as the homolog of mouse H3:00036 (prediction ID), while other rat homologs of mouse H3 variants were not identified. Since the identical homologs at amino acid level among species, we further performed phylogenic analysis to evaluate conservation of histone H3 variants amino acid sequences, including those newly identified mouse H3 sequences. The phylogenetic tree showed that the 14 novel mouse histone H3 variants are categorized into two well-delineated clades (H3.1/H3.2 clade and H3.3 clade) (Additional file 2: Figure S2A). Thirteen novel H3 variants were categorized into the H3.3 clade (Additional file 2: Figure S2B) and only H3:00036 was placed in the H3.1/H3.2 clade (Additional file 2: Figure S2C). The 13 H3.3-related variants were not identical to any known histone genes in other species, including newly determined sequences in human and rat. Phylogenetic analysis also indicated that there is no obvious human ortholog of any of the mouse variants (Additional file 2: Figure S2B). These results suggested that the novel histone genes might be mouse specific; therefore, we named them H3mm (H3 *Mus musculus*) with a numbered suffix (i.e., H3mm6–H3mm18) to avoid future confusion, as the phylogeny-based nomenclature system [17] cannot be applied. Mouse H3:00036 and rat *Hist3h3*, however, might be counterparts of human H3T/H3.4 (see Additional file 2: Figure S3A for the sequence alignment of H3.1, H3T and H3t). We named this gene *H3t*, as both the genome structure and the characteristics of the encoded protein were similar to human H3T (as indicated below), in addition to the relevance in phylogeny [17]. While H3mm6–H3mm18 were similar to H3.3 and their genes were scattered outside the histone gene clusters, H3t was similar to H3.1 and its gene was located in histone cluster 2. *H3t* also had a stem-loop sequence in its 3′-UTR (see summary in Table 1).

**Fig. 1:**
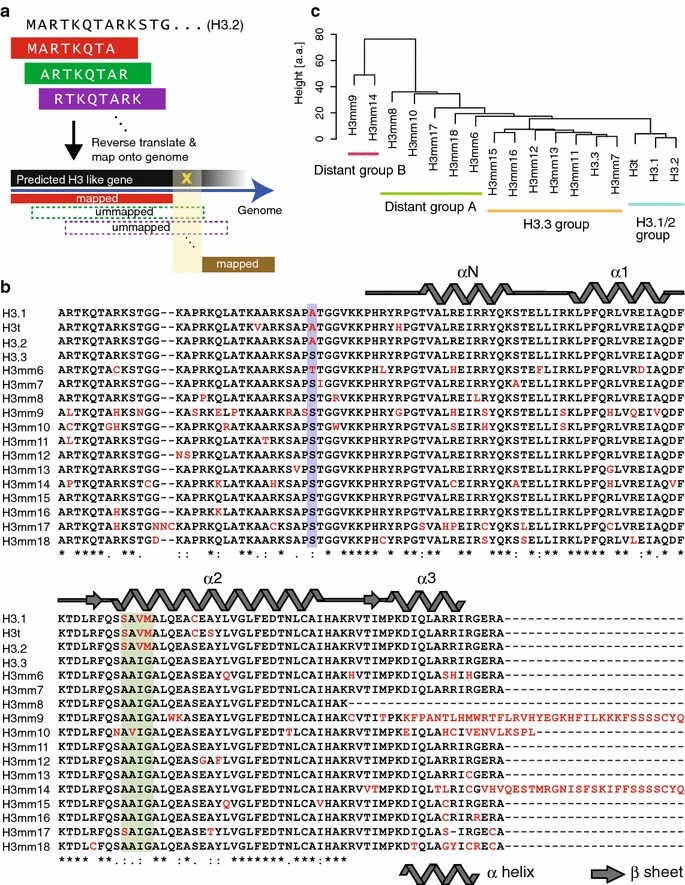
Identification of novel mouse H3 variants. **a** Schematic drawing of the H3 variant gene screening by in silico hybridization. We first split known H3 (H3.2) amino acid sequences into short fragments of eight amino acids and listed all possible combinations of fragments with respect to the codon table. Next, DNA sequences were mapped onto the mouse genome. Adjacently mapped sequences (<90 bp) were concatenated, and the concatenated regions were considered H3 variant coding genes. **b** Protein sequences of novel H3 variants. The protein sequences were translated from predicted H3 variant genes. Characteristic amino acids are in *red* type. The *blue* highlighted region indicates position 31 and the *green* highlighted region indicates amino acids at the N-terminal tail and the motif that discriminate H3.1 and H3.3. **c** Clusters of similar mouse H3 variant proteins. The cluster dendrogram was constructed by hierarchical clustering of H3 variant amino acid sequences. The edit distance (Levenshtein distance) was used as a similarity measure. Height (*y*-axis) indicates the edit distance between cluster pairs. Clusters containing H3.1 or H3.3 were defined as H3.1 and H3.3 groups, respectively. Other clusters distant from the H3.3 sequence were defined as distant groups A or B

**Table 1:** Genomic locations of novel H3 variants

Prediction ID	H3 variant name	Provisional gene name	Most similar protein	Locus (strand)	3’-end structure
H3:00003	H3mm8	*Gm8029*	histone H3.3	chr1:180229526-180230057 (+)	Poly-A
H3:00007	H3mm11	*H3f3c*	PREDICTED: histone H3.3-like	chr2:119491361-119491763 (−)	Poly-A
H3:00014	H3mm12	*Gm12657*	predicted gene 12657	chr4:94266075-94266486 (+)	Poly-A
H3:00033	H3mm10	*Gm3835*	histone H3.3	chr8:74953426-74953822 (−)	Poly-A
H3:00036	H3t	*Gm12260*	histone H3.1	chr11:58775313-58775724 (+)	Stem-loop
H3:00037	H3mm17	*Gm12271*	PREDICTED: histone H3.3-like	chr11:61229903-61230317 (−)	Poly-A
H3:00061	H3mm18	*Gm6132*	histone H3.3	chr13:70146081-70146492 (−)	(Not detected)
H3:00063	H3mm13	*Gm10257*	PREDICTED: histone H3.3-like	chr13:101716359-101716770 (−)	Poly-A
H3:00064	H3mm14	*Gm4938*	PREDICTED: histone H3.3-like	chr13:105708858-105709338(+)	Poly-A
H3:00065	H3mm7	*Gm6421*	histone H3.3	chr13:118147018-118147429 (−)	Poly-A
H3:00066	H3mm6	*Gm6128*	histone H3.3	chr14:21675232-21675643 (−)	Poly-A
H3:00074	H3mm15	*H3f3a*-*ps2*	histone H3.3	chr16:91114433-91114844 (−)	Poly-A
H3:00078	H3mm9	*Gm14529*	PREDICTED: histone H3.3-like	chrX:19916425-19916905 (+)	Poly-A
H3:00085	H3mm16	*H3f3a*-*ps1*	histone H3.3	chrX:99019853-99020264 (+)	Poly-A

The putative histone H3 proteins were categorized into four groups based on the edit distance (Levenshtein distance), which is a similarity measure defined for two sequences (words) that requires a minimum number of operations (delete, insert or substitute) to transform one into the other. All proteins showed high homology with H3.3 (percent identity ranged from 76 to 98.5 %; see also Additional file 5: Table S4 for amino acid sequences and DNA sequences similarities), but could be separated into four groups. One group, the H3.1/2 group, included H3.1, H3.2 and H3t and contained the SAVM (87–90) motif in the histone core domain. The other three groups (H3.3, distant A, and distant B) all had the AAIG (87–90) motif, which is recognized by ASF1/HIRA or Daxx [18–20], except for H3mm10 and H3mm17, which instead have AVIG and SAIG sequences, respectively. Compared with H3.3, the number of different amino acids was less than five in the H3.3 group, but was 11–23 or 37–51 amino acids in the distant A or B groups, respectively. (Figure 1c; see also Additional file 5: Table S4).

Lysine residues in the histone H3N-terminal tail region are known to be post-translationally modified as part of the mechanism for chromatin regulation [21]. The important lysines that are subjected to acetylation and methylation, including K4, K9, K27 and K36, were conserved among all histone H3 genes. Similarly, phosphorylatable serine residues (S10 and S28) were conserved among all genes, except H3mm9, where amino acid 28 was arginine. Variations in the N-terminal tail region were found around these critical lysine and serine residues and may regulate the modification levels in specific variants. On the other hand, variation in the core domain may alter the nucleosome structure and/or stability.

The edit distance at the nucleotide level unveiled extremely high homology between *H3f3a* and some of the newly identified genes (73.7–99.3 %; Additional file 5: Table S4). For example, the edit distance was 3 nt for *H3mm7*, 4 nt for *H3mm11* and *H3mm13*, and 5 nt for *H3mm15*. Such high similarity may have hindered previous attempts to identify such genes. The edit distance from *H3f3b* demonstrated that *H3mm8* is more similar to *H3f3b* (68 nt) than *H3f3a* (141 nt). These similarities indicate that the novel H3 genes are potentially derived from either *H3f3a* or *H3f3b*. The genomic structure of the novel genes predicted a polyadenylation signal and no stem-loop structure, except for *H3t*.

We also applied the same strategy to the other core histones, H2A, H2B and H4. H2A genes were screened with H2A type1B protein (NP_835489.1). The screening revealed one uncharacterized gene that encodes a protein similar to *H2A.J* (Additional file 2: Figure S3B; Table S5). H2B genes were screened with H2B type1P (NP_835509.2) and H4 genes with H4 (NP_78583.1), but neither screen resulted in the identification of a previously unknown ORF. These results suggest that histone H3 genes are more diverse than the other histone genes in the mouse genome.

### The expression of novel H3 genes in mouse tissues

To evaluate the expression level of each H3 gene, we first analyzed the standard mRNA-Seq data obtained from either public data sets, including those from ENCODE, and local data sets. However, those data sets were not adequate for quantification because the coding regions of the H3 variants were very similar and the number of uniquely mapped reads was very low (Additional file 2: Figure S4, 5). Such high similarities prevented us from performing reliable RT-PCR. ChIP-seq data for active histone marks and RNA polymerase II could have been useful to evaluate the transcription level of each variant; however, this was also difficult because the promoter regions were also very similar among the different variants, and the depths of uniquely mapped sequences were not sufficient for quantification (Additional file 2: Figure S5A–P). Consequently, we performed 3′-seq to identify their 3′-UTRs [22] (Fig. 2a), because 3′-UTRs showed relatively greater difference in nucleotide sequence compared with coding sequence (Additional file 2: Figure S6). 

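3′-seq counts polyadenylated transcripts by reads from their 3′ ends. Libraries of mouse brain, liver, skeletal muscle and testis were made in duplicate, and C2C12 cells, a mouse myoblast line, had 1 library of growing and 1 of differentiated cells. The authors mapped the reads to mm9 with STAR, discarding every read that fits more than 1 place, and counted reads in the 3′-UTR, which for the new H3 genes was taken as the 3000 bases after the coding sequence. The deposited values are in RPM and come as 2 replicate tables that list the same 76 histone genes. Replicate 1 and replicate 2 below stand for these tables, whose columns name the tissue but not the animal. In each column the RPM values were whole multiples of a single step (within 0.01 reads for every value above 0), and the size of that step gave the number of uniquely mapped reads. These were 5859126 and 5814156 in brain, 4438920 and 6317149 in liver, 14060394 and 7689562 in skeletal muscle, and 3602579 and 7345588 in testis for replicates 1 and 2. Growing C2C12 cells had 539990 and differentiated C2C12 cells 3952088. A gene without a read could still have had up to 3 reads, which is 0.213 to 0.833 RPM in the tissue libraries and 5.56 RPM in growing C2C12 cells. This limit is the one-sided 95% value, and intervals given for genes with reads are exact and two-sided (95%). Both cover counting error only. Because only reads with a single place were kept, sequence shared between genes lowers their values unequally. In the reference genome, the share of 31-base words that occur once was 78.2% in the H3f3a 3′-UTR (2248 bases) and 67.2% in the H3f3b 3′-UTR (1498 bases), and from 41.3% (H3mm16) to 99.8% (H3t) in the windows of the new H3 genes.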

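H3mm7, H3mm8, H3mm13 and H3mm15 had reads in 8 of 8 tissue libraries. H3mm15 (H3f3a-ps2, an annotated pseudogene on chromosome 16 of mm9, 91114434 to 91114844) was the highest of the 4 in every library. Its values in replicates 1 and 2 were 25.6 and 35.4 RPM in brain, 32.2 and 9.81 RPM in liver, 16.0 and 70.0 RPM in skeletal muscle, and 109 and 55.4 RPM in testis. H3mm13 (Gm10257, annotated as protein coding, chromosome 13, 101716360 to 101716770) had 7.85 and 12.7 RPM in brain, 12.4 and 3.48 RPM in liver, 6.33 and 21.8 RPM in skeletal muscle, and 33.6 and 15.1 RPM in testis. H3mm7 (Gm6421, a pseudogene in the annotation, chromosome 13, 118147019 to 118147429) had 4.78 and 5.68 RPM in brain, 11.5 and 1.58 RPM in liver, 2.06 and 7.80 RPM in skeletal muscle, and 57.2 and 39.5 RPM in testis. The lowest of the 4 was H3mm8 (Gm8029, chromosome 1, 180229527 to 180230057, where the annotation has no gene), with 0.782 RPM in skeletal muscle of replicate 1 and 15.8 RPM in testis of replicate 1 as its extremes. The duplicates of a tissue differed by more than counting error in 14 of the 16 comparisons of these 4 genes (exact binomial test, Benjamini-Hochberg adjustment over 40 comparisons).
H3mm6, H3mm11, H3mm12, H3mm14 and H3mm18 had few or no reads in most tissue libraries. Of their 20 combinations of gene and tissue, 2 had a read in both replicates, 11 in only 1 and 7 in neither. H3mm14 (Gm4938, chromosome 13, 105708859 to 105709338) had 12 and 0 reads in brain and 31 and 1 reads in skeletal muscle in replicates 1 and 2. In liver it had 1 and 4 reads and in testis 0 and 2, so these tissues were higher in replicate 2. H3mm11 (H3f3c, chromosome 2, 119491362 to 119491763) had 12 and 0 reads in brain, 13 and 0 in skeletal muscle, and 0 and 6 in liver. Its window overlaps the start of Ndufaf1, on the same strand. H3mm18 (Gm6132, chromosome 13, 70146082 to 70146492) had 2 reads in brain and 6 in skeletal muscle, all in replicate 1. H3mm6 (Gm6128, chromosome 14, 21675233 to 21675643) had 2 reads in each of these tissues in replicate 1 and 1 in testis in replicate 2. A single read in brain of replicate 1 was all that H3mm12 (Gm12657, chromosome 4, 94266076 to 94266486) had, and its window lies inside Plaa, which is on the other strand. With at least 0.5 RPM required, H3mm6, H3mm12 and H3mm18 were present in 0 tissue libraries, and H3mm14 in 3 instead of 6.
Tissues were compared gene by gene on log2(RPM + 0.1), with the tissue names permuted within each replicate (exact permutation test, 24 arrangements). Over the 14 genes with a read in any tissue, adjusted p lay between 0.817 and 1. The smallest p that the design can give is 0.0417, so these duplicates cannot rank the tissues for a single gene once 14 genes are tested.

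**Figure D1:**
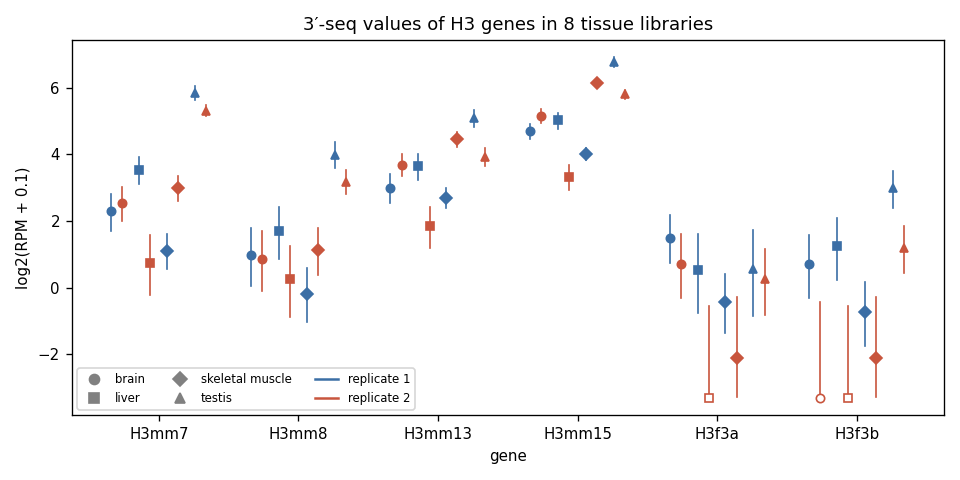
Values of H3mm7, H3mm8, H3mm13, H3mm15, H3f3a and H3f3b on the log2(RPM + 0.1) scale (y axis) in the 8 tissue libraries. Points are libraries, lines are exact 95% Poisson intervals, open points are libraries without a read, and H3mm15 reaches its highest value, 109 RPM, in testis of replicate 1.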

3′-seq expression profiles in mouse tissues (testis, liver, skeletal muscle and brain) showed that *H3mm7*, *H3mm8*, *H3mm13* and *H3mm15* were expressed in all four tissues, whereas the expression of *H3mm6*, *H3mm11*, *H3mm12*, *H3mm14* and *H3mm18* was biased for specific tissues (Fig. 2b; see also Additional file 2: Table S6). The expression level of *H3t* was low, but specifically detected in the testis. 

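H3t is the gene Gm12260 on the plus strand of chromosome 11 of mm9, 58775314 to 58775724. It lies inside Trim17, a protein-coding gene on the same strand (58768187 to 58786600), so the window in which its reads were counted is also part of Trim17. In testis, H3t had 2 reads in replicate 1 (0.555 RPM, 95% interval 0.0672 to 2.01) and 3 reads in replicate 2 (0.408 RPM, 95% interval 0.0842 to 1.19). No read was counted in the 6 libraries of brain, liver and skeletal muscle, which allows up to 0.213 to 0.676 RPM there. The paper gives the H3t transcript a stem-loop 3′ end in place of a poly-A tail, whereas 3′-seq counts polyadenylated transcripts. These reads and limits therefore do not measure H3t RNA as a whole. At the protein level, the paper reports H3t peptides found by mass spectrometry. The permutation of tissue names gives p = 0.25 for any gene with reads in testis alone in both replicates (exact permutation test), so it does not bear on the difference between testis and the other tissues.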

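H3f3a (chromosome 1, 182730963 to 182744074) and H3f3b (chromosome 11, 115883226 to 115889276) encode H3.3 and were each at or below 7.77 RPM in the tissue libraries. H3f3a had no read in liver of replicate 2, and H3f3b had none in brain or liver of replicate 2. The ratio of a variant to the sum of both genes could be formed in 28 of 32 combinations of variant and library. It ran from 0.44 (exact binomial 95% interval 0.195 to 0.927), for H3mm8 in brain of replicate 1, to 269, for H3mm15 in skeletal muscle of replicate 2. The sum in the latter rests on 2 reads, and the exact 95% interval of the ratio is 74.1 to 2227. The median was 5.09, and 25 of the 28 ratios were above 1. On the log2(RPM + 0.1) scale the differences from the sum were 4.46 ± 1.76 for H3mm15, 2.89 ± 1.76 for H3mm13 and 2.39 ± 1.55 for H3mm7 (SD, n = 8 libraries). In liver of replicate 2 the sum is 0, so the difference there is set by the pseudocount. With a pseudocount of 0.01 RPM the means were 4.96, 3.38 and 2.87, and with 1 RPM they were 3.55, 2.07 and 1.68. Each of these 3 was higher than the sum in 8 of 8 libraries (p = 0.0078, the smallest of 256 arrangements, adjusted p = 0.0104, two-sided exact sign-flip permutation test). H3mm8 was higher in 5 of 8 libraries, with a difference of 0.84 ± 1.62 that was not larger than the spread between libraries (p = 0.211, adjusted p = 0.211, the same exact permutation test). In replicate 1 alone the H3mm8 difference turned to -0.26. Against H3f3b alone, H3mm8 was 1.92 higher and past the threshold (p = 0.0078, n = 8, exact permutation test). In the first 1000 bases of the H3f3a and H3f3b 3′-UTRs, 50.4% and 51.0% of the 31-base words occur once in the genome, and in the last 300 bases 99.3% and 100% do. Where along these 3′-UTRs the reads lie is not given in the values used here.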

The expression levels of *H3mm7*, *H3mm8*, *H3mm13* and *H3mm15* were in fact similar or higher (1.2- to 16-fold) compared with those of *H3f3a* and *H3f3b* (Additional file 2: Figure S7).

**Fig. 2:**
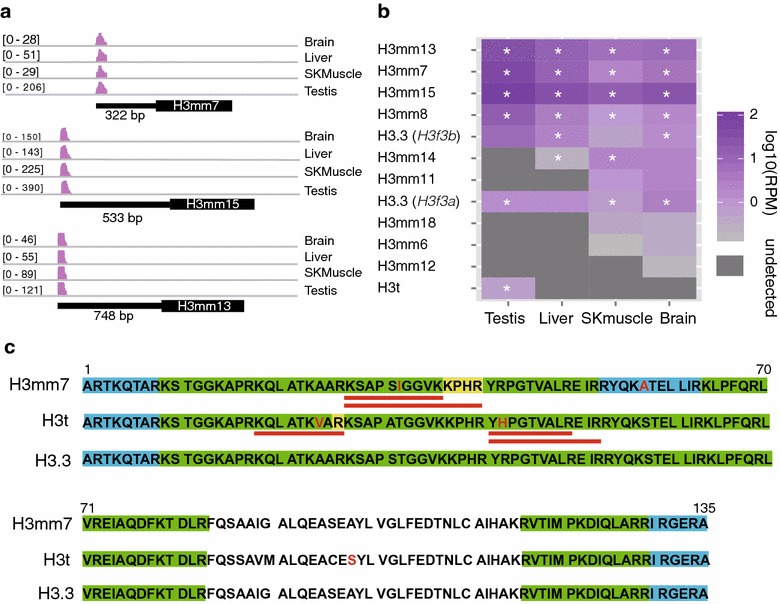
H3 variant genes are expressed in mouse tissues. **a** Representative IGV screenshots of 3′-seq data of the four tissues. The mRNA sequences mapped in four tissues (brain, liver, skeletal muscle and testis) are shown in *four lanes* at each locus of the H3 variants. The *black thick bars* indicate exons, and *black thin bars* indicate the predicted 3′-UTR of each H3 variant gene. The predicted lengths of the 3′-UTRs are shown below the genes. Piled-up depths are shown as (min–max) to the *left* of each *lane*. **b** The gene expression levels of novel H3 variants in four tissues. The expression levels of H3 variants (log_10_ RPM) are indicated by the *color bar* to the *right*. Tiles marked with *white asterisks* confirm H3 variant expression (RPM > 0) in the replicated data. **c** Identified peptides and their positions in histone sequences. LC–MS/MS analysis was performed using acid extracts from adult male mouse tissues (8 week old), as shown in Additional file 2: Figure S8A. *Red letters* mark amino acids specific to H3t and H3mm7. *Red underline* indicates unique peptide sequences. *Green*, *yellow* and *light blue* indicate peptides in the peptide sequence with high confidence, medium confidence and low confidence, respectively

We next used liquid chromatography tandem mass spectrometry (LC–MS/MS) to investigate the expression of new H3 variants at the protein level. Histones were acid-extracted from mouse adult tissues and separated by SDS-PAGE, before in-gel digestion and LC–MS/MS analysis (Additional file 2: Figure S8A). 72 peptides were identified to be derived from histone H3. Although most were shared among multiple variants, 14 peptides were specific to one of the novel H3 variants (H3mm6, H3mm7, H3mm9, H3mm13, H3mm17 or H3t). We then quantified the variant specific peptides corresponding to H3t and H3mm7, which were detected with high confidence (false discovery rate <0.05), as the area of the precursor ion chromatogram normalized to the area of a common histone peptide (Fig. 2c; Additional file 2: Figure S8A–D). These data suggested that the novel variants were significantly expressed both at mRNA and protein levels.

### Some novel H3 variants are stably incorporated in chromatin

To elucidate the functions of the novel histone H3 proteins described above, we forced all H3 variants in Fig. 1b in mouse C2C12 myoblast cells that endogenously express *H3mm7*, *H3mm8*, *H3mm13* and *H3mm15* (Fig. 2a, b; Additional file 2: Table S6). 

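C2C12 cells had 1 3′-seq library of growing and 1 of differentiated cells, without a replicate. H3mm15 had 37.0 RPM (20 reads, 95% interval 22.6 to 57.2) in growing cells and 43.5 RPM (172 reads, 95% interval 37.3 to 50.5) in differentiated cells. For H3mm7 the values were 9.26 RPM (5 reads) and 9.36 RPM (37 reads). H3mm8 had 7.41 RPM (4 reads, 95% interval 2.02 to 19.0) in growing cells and 2.28 RPM (9 reads, 95% interval 1.04 to 4.32) in differentiated cells. H3mm13 had 1.85 RPM from a single read and 6.33 RPM from 25 reads. The intervals of the 2 states overlap for each of the 4 genes. Overlap is not a test of a difference, and none was made between the states, so a change is neither shown nor excluded. H3f3a had 7.41 RPM in growing and 2.53 RPM in differentiated cells, and H3f3b had no read in growing cells and 3.80 RPM in differentiated cells. None of the other 10 H3 genes had a read in either library. From the 3′-seq reads and the peptides found by mass spectrometry, the paper proposes that the variants are expressed as mRNA and as protein, and it then expresses them in these cells.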

We established stable cell lines in which the expression of each N-terminal GFP-tagged histone H3 protein can be induced by doxycycline (Dox).

We first investigated the distribution of GFP-H3 variants. H3.1, H3.2, and H3t exhibited typical chromatin patterns with obvious heterochromatic foci (Fig. 3a). H3.3 and four H3.3-type variants (H3mm7, H3mm11, H3mm13 and H3mm16) exhibited euchromatic distributions. H3mm12 was also distributed like H3.3, but with higher diffusible background staining. Others (H3mm6, H3mm8, H3mm9, H3mm10, H3mm14, H3mm15, H3mm17 and H3mm18) showed nearly homogenous distribution throughout nuclei, suggesting that these variants diffuse freely. We next examined chromatin incorporation of H3 variants using fluorescence recovery after photobleaching (FRAP) (Fig. 3b). As expected, most variants showing chromatin distribution did not recover within 40 s after bleaching (H3.1, H3.2, H3.3, H3t, H3mm7, H3mm11, H3mm13 and H3mm16; Fig. 3c), consistent with stable chromatin incorporation. H3mm12 showed partial recovery because of two fractions: half diffused rapidly and the other half was stable. H3 variants that exhibited nearly homogenous distributions showed rapid recovery, indicating they diffuse rapidly. A chromatin-incorporated fraction of H3mm15 may also exist, as it did not recover to the original level. GFP-tagged H3 variants that showed stable association with DNA (i.e., H3t, H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16) were also concentrated on condensed chromosomes in mitotic cells, as were H3.1, H3.2 and H3.3 (Additional file 2: Figure S9). H3mm15, which showed an incomplete recovery by FRAP, was also enriched in mitotic chromosomes over the cytoplasmic diffuse background. These results suggested that H3t, H3mm7, H3mm11, H3mm13 and H3mm16 are stably incorporated into chromatin. To evaluate the chromatin incorporation biochemically, we prepared mononucleosomes from cells expressing the GFP-H3 variants using micrococcal nuclease (MNase) digestion and hydroxyl apatite (HAP) purification, before immunoprecipitating GFP-H3-containing nucleosomes. Both GFP-H3t and GFP-H3mm7 were found in mono-nucleosome fractions together with other core histones, as were GFP-H3.1 and GFP-H3.3. Besides, H3mm14, which is chromatin non-incorporable variant (Fig. 3c), was not found in the fraction as expected (Additional file 2: Figure S10). These results supported the view that the H3 variants are stably bound to chromatin and that mitotic chromosomes are incorporated into nucleosomes.

**Fig. 3:**
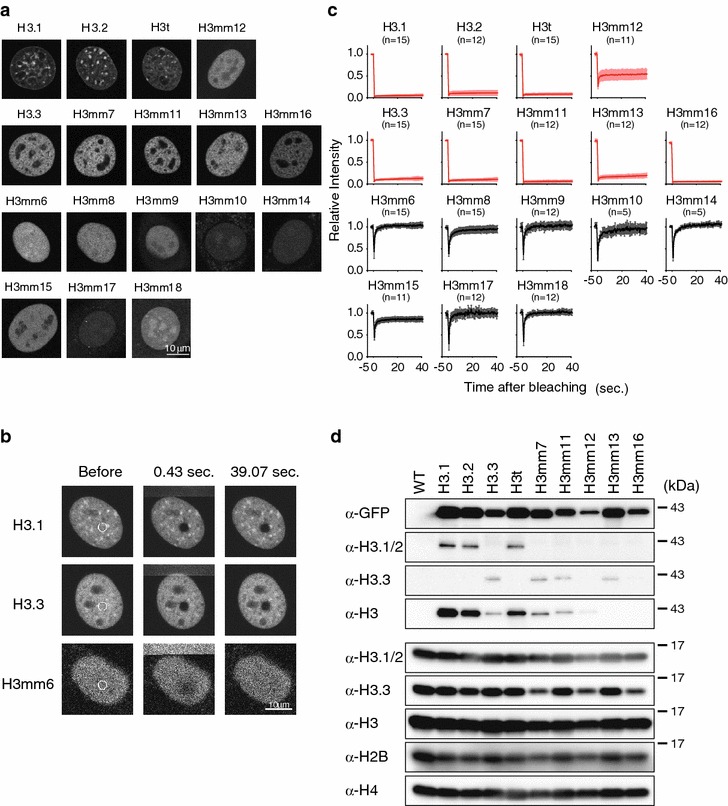
Six of 14 novel H3 variants incorporate into chromatin. **a** Images of GFP-tagged histone H3 variants show localizations in nuclei that were categorized into three groups. Variant expression was induced by tetracycline. *Scale bar* 10 μm. **b** Fluorescence recovery after photobleaching experiments to evaluate the nucleosomal stability of H3 variants. The areas marked with *white circles* were photobleached, and the recovery of the respective fluorescent signals was monitored (selected time points are shown). **c** GFP-tagged histone H3 variants were categorized into two groups: those that were stably incorporated into nuclei and those that were not. The mobility of the GFP-fused histone H3 variants was analyzed based on fluorescence recovery after photobleaching. Recovery curves of GFP-fused histone H3 variants are shown. Relative fluorescence intensities are mean ± standard deviation (*n* represents the number of trials). The rate of fluorescence recovery indicates the stability of the chromatin incorporation. *Red lines* show stable incorporation for GFP-H3.1, H3.2, H3.3, H3t, H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16. *Black lines* show diffusion in the nucleus for GFP-H3mm6, H3mm8, H3mm9, H3mm10, H3mm14, H3mm15, and H3mm18. *Scale bars* 10 μm. **d** Exogenously expressed GFP-tagged histone H3 variants did not interfere with the endogenous expression of core histones. Immunoblots were performed using acid extract from GFP-tagged histone H3 variant-expressing C2C12 cells in the undifferentiated state. The *top four panels* show exogenously expressed GFP-tagged histone H3 variants; the *lower five panels* show the endogenous level of each core histone. Wild-type C2C12 cells (WT) were used as a control (no expression of GFP-tagged histones)

To examine whether H3 variants are incorporated into chromatin in a replication-dependent or -independent manner, we performed cell fusion assays [23]. C2C12 cells expressing GFP-H3 were fused with HeLa cells expressing mCherry-PCNA. One hour later, cells were fixed, and the distribution of GFP-H3 was analyzed by confocal microscopy. If the GFP-H3 that entered into recipient HeLa nuclei in heterokaryons was incorporated into replicated chromatin, the distribution should be associated with mCherry-PCNA-positive replication foci [24]. In contrast, if chromatin incorporation of GFP-H3 was replication-independent, the distribution should not be associated with replication foci. As shown in Additional file 2: Figure S11, GFP-H3.1 and GFP-H3t were concentrated in mCherry-PCNA foci in recipient nuclei, whereas GFP-H3.3 and -GFP-H3mm7 were not. These results are consistent with the similarity of H3t and H3mm7 with H3.1 and H3.3, respectively, indicating that H3t is incorporated into chromatin in a replication-dependent manner, like H3.1, and that H3mm7 incorporation is replication-independent, like H3.3.

Interestingly, these results were consistent with the edit distance analysis. H3 variants classified into the H3.1/2 group (i.e., H3.1, H3.2, and H3t) were incorporated into chromatin, including heterochromatin. H3 variants classified into the H3.3 group were incorporated into euchromatin, except H3mm15, which is mostly mobile. In contrast to these variants, which are close to the major H3 variants (H3.1, H3.2 and H3.3), those classified into the distant A and B groups (Fig. 1c) were not stably incorporated into chromatin.

During the above microscopy analyses, we noticed that fluorescence intensities varied among different variants: those variants incorporated into chromatin generally gave bright fluorescence signals. Immunoblotting with anti-GFP confirmed this observation (Additional file 2: Figure S12A). H3 variants that were incorporated into chromatin were readily detected, but nucleosome-free variants were not, whereas their transcript levels were similar or higher when evaluated by RT-qPCR using a primer set that amplified the shared GFP region (Additional file 2: Figure S12B). These data suggested that nucleosome-free histones undergo rapid turnover [25–28]. This notion was confirmed by proteasome inhibitor treatment. When cells were incubated with a proteasome inhibitor, MG132, for 6 h, the levels of nucleosome-free H3 variants, such as GFP-H3mm14 and GFP-H3mm18, were massively increased (Additional file 2: Figure S13). Compared with GFP-H3.3, the levels of GFP-H3.1 and GFP-H3t were also increased. This could be because the cell cycle-independent expressions of these GFP-H3 proteins, unlike the endogenous H3.1; GFP-H3.1 and GFP-H3t expressed in non-S-phase cells, perhaps undergo degradation, as their chromatin incorporation is limited without DNA replication.

### The novel H3.3-type histones were preferentially enriched at active genes

To gain insight into the function of novel H3 variants, we analyzed the genome-wide distribution of the histone variants that are incorporated into chromatin (H3t, H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16) by ChIP-Seq using GFP antibody and then compared these distributions with those of H3.1, H3.2 and H3.3. The genome-wide distributions of the GFP-tagged histone H3 were evaluated by calculating the proportion of peaks detected on each category (promoter, gene body and inter-gene in Fig. 4a) by MACS software [29] with the relaxed threshold and with the broad-calling option as previously utilized by Hussein et al. [30] to call dispersed histone modification peaks. In the mouse genome, the effective mappable genome size of mm9 is 1,865,500,000 bp defined in MACS, with promoter regions (within 2 kb of a transcription start site; TSS) occupying 2.52 % and gene body regions occupying 51.60 % (962,779,619 bp; 23,460 genes defined in refFlat) (Fig. 4a, top lane). Peak call data obtained from ChIP-Seq revealed that H3t was distributed uniformly, much like the distribution of H3.1 and H3.2, because the proportions of peaks in the promoter regions (2.52–3.80 %) and gene bodies (45.99–50.67 %) of these three variants were similar to the proportions in randomly chosen genomic regions (Fig. 4a, top lane). The uniform distributions of H3.1, H3.2 and H3t probably represent the replication-coupled chromatin assembly. In contrast, H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16 were specifically localized in gene loci with peaks in promoter regions (5.94–9.64 %) and gene bodies (57.13–61.35 %). This property is similar to that of H3.3, which is specifically localized in gene loci [9, 31].

**Fig. 4:**
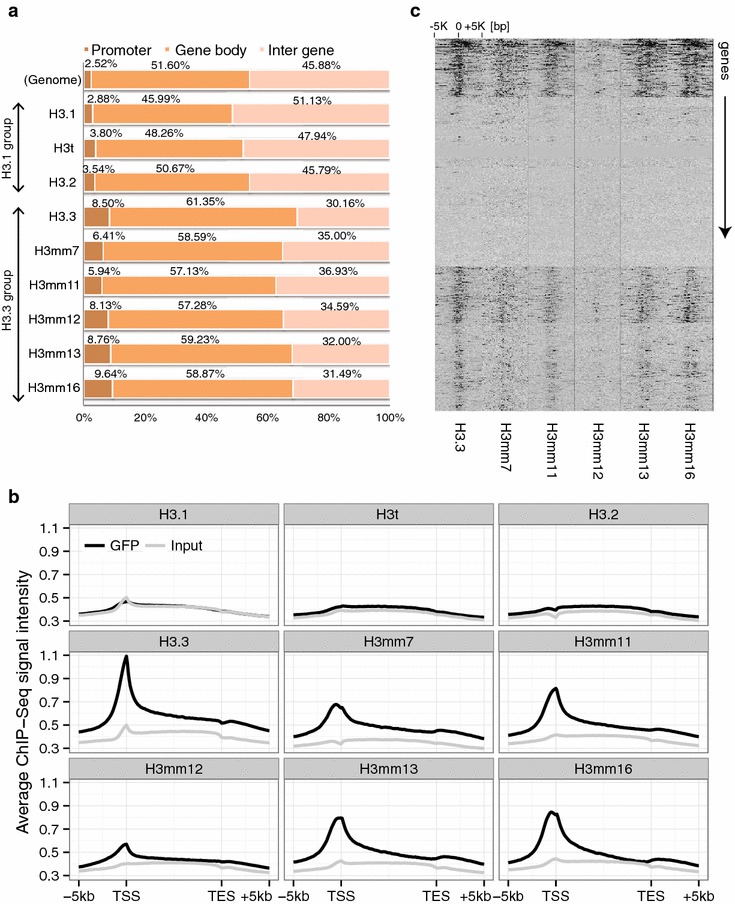
Genome-wide distributions of novel H3 variants are classified into H3.1-like or H3.3-like patterns. **a** Proportion of each incorporated H3 variant localized in three gene regions (promoter, gene body or inter-gene). The proportions were calculated from the ratio of ChIP-Seq peaks detected in the categories. The *top lane* (Genome) indicates the proportion (%) of each category with random (uniform) distribution on the genome to enable comparison. The other *lanes* are proportions of detected peaks for the H3.1 and H3.3 groups. **b** The distribution of H3 variants focused on gene loci. Data for the H3.1-type variant is shown as a control. The *x*-axis shows the relative coordinate of the gene from the TSS to the TES (transcription end site). The *y*-axis shows the average ChIP-Seq and the input signal intensity over all mouse genes. **c** Distribution of H3.3-type variants around the TSSs of all genes. The order of genes (*rows*) was determined by hierarchical clustering using total log_2_FCs within 5 kb from the TSSs. Higher fold-change (FC) is indicated by *thicker black shading*

To evaluate the local distribution of the novel H3 variants in gene loci, aggregation plots were created (Fig. 4b). Compared to input control data, none of H3.1, H3t or H3.2 accumulated around TSSs. H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16 were enriched near TSSs, similar to H3.3. These results suggest that these H3.3-type variants may have a similar role to H3.3 in selective gene expression. To investigate this possibility, we assessed the biased localization of the ChIP-Seq signal within ±5000 bp at all gene TSSs in the growth states by hierarchical clustering (Fig. 4c). None of H3mm7, H3mm11, H3mm13 or H3mm16 showed any remarkable exclusivity in signal localization compared with H3.3. H3mm12 was less concentrated in gene loci, but still had an incorporation pattern similar to that of H3.3.

### Overexpression of novel histone H3 variants modulates gene expression patterns during differentiation

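mRNA-Seq was available for C2C12 cells without a transgene (WT) and for 9 lines that each carry a doxycycline-inducible GFP-tagged H3: H3.1, H3.2, H3t, H3.3, H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16. The H3t values come from columns labelled H3mmT, which were taken to be this line because no other line name fits. Each of the 10 lines had 1 growth and 1 differentiated library, 20 in all, so a single line and state has no replicate and the lines are the units of every test. The authors mapped the reads of the GFP-H3 lines to mm9 with TopHat 2.0.8 and estimated FPKM with the cuffdiff program of Cufflinks 2.0.1 at its default settings. The paper's text does not name the mapping of the WT reads. The deposited table gives FPKM for 22489 genes, each symbol once, and of these 10954 have a mean of at least 1 FPKM. FPKM does not keep the number of reads, so the depth of each library is unknown. The number of genes above 0 FPKM ran from 13858 (WT, growth) to 16865 (H3.3, growth). Some zeros are doubtful, because 44 genes with a median over 20 FPKM in the libraries where they are above 0 are listed at 0 in at least 1 library. Profiles were compared as log10(FPKM + 1), and tests of single genes were made on log2(FPKM + 1), which understates the change of low genes. For principal components, each library was scaled to mean 0 and SD 1 over genes, genes were centred over the 18 GFP-H3 libraries and WT was projected onto the result, after the paper's methods. The methods name neither a pseudocount nor centring, so both were chosen here. Both WT libraries differ from all lines in 130 genes that lie at least 8-fold below the lowest line, 51 of them ribosomal protein genes. These 130 are named genes near 0 in WT below, although their median in growing WT was 3.57 FPKM, against 576 FPKM in the lines. Gapdh is among them, with 0.361 and 0.263 FPKM in WT against 783 to 2094 FPKM in the lines. In the other direction, 16 genes were higher in WT.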

To evaluate the function of chromatin-incorporated H3 variants with respect to gene expression during differentiation, we performed mRNA-Seq analysis before and after the differentiation of C2C12 cells that stably express the variants. During the growth state, gene expression profiles were similar, with correlation coefficients 0.88–0.99 (Additional file 2: Table S7). In contrast, when cells were differentiated, the profiles were more diverse, depending on the variant (correlation coefficient 0.79–0.98; Additional file 2: Table S7), indicating that the overexpressed specific variants have the potential to alter gene regulation during differentiation, as do H3.1 and H3.3 [10].

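Pearson's r across genes was computed for the 36 pairs of the 9 GFP-H3 lines in growth. It lay between 0.981 (H3t and H3mm7) and 0.997 (H3mm13 and H3mm16), with a mean of 0.991 ± 0.0037 (SD, n = 36 pairs). The genes are not independent replicates, and the pairs share lines. The lowest value was moved most by FPKM on the linear scale, which gave 0.922 to 0.996, and the highest by Spearman's rho, which ran from 0.958 to 0.976. With WT added, the lowest of the 45 coefficients fell to 0.944.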

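In the 36 pairs of differentiated GFP-H3 lines, r lay between 0.963 (H3mm7 and H3mm12) and 0.995 (H3mm13 and H3mm16), with a mean of 0.980 ± 0.0076 (SD, n = 36 pairs). The mean r of a line with the other 8 was lower after differentiation in 9 of 9 lines, by 0.011 on average (p = 0.0039, the smallest of 512 arrangements, two-sided exact sign-flip permutation test). These 9 means are not fully independent, since each pair enters 2 of them. The direction held on every other scale and with each line left out, with differences from -0.049 on the linear scale to -0.0045 for Spearman's rho. On the linear scale the differentiated coefficients ran from 0.821 to 0.987. The spread of PC1 scores over the 9 lines was 2.63 (SD) in growth and 6.16 after differentiation, and that of PC2 scores was 2.22 and 13.3. From the wider range after differentiation, the paper reasons that the overexpressed variants can alter gene regulation while cells differentiate.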

We next classified the gene expression profiles of different cell lines under growth and differentiation conditions by principal component (PC) analysis (Fig. 5a). The first principal component (PC1) had a large contribution rate (64.68 %). 

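The principal components of the 18 GFP-H3 libraries over 22489 genes gave PC1 64.63%, PC2 10.59% and PC3 5.48% of the variance. The share of PC1 depends on the pseudocount, which sets the weight of low genes. It was 57.9% with 0.1 FPKM and 43.9% with 0.01 FPKM. With genes scaled to SD 1 it was 37.5%. Leaving out each line in turn gave 62.7% to 68.3%.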

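Genes with the largest positive loadings on PC1 were Actc1, Mylpf, Tnnc2, Tnni2 and Myl4, which encode sarcomere proteins, and those with the largest negative loadings were Birc5, Pttg1, Tk1, Ccnb1 and Mcm5, which act in cell division and DNA synthesis. A list of 36 muscle contraction and myogenesis genes had its median loading at percentile 100 of 10000 random lists of the same size and mean expression. A list of 36 cell cycle genes had its median at percentile 0. Among the 100 genes with the largest loadings were 26 of the muscle list on the positive side and 23 of the cell cycle list on the negative side. These percentiles describe the 18 libraries and are not a test.
The direction was tested per gene with limma (trend and robust settings) over 10 growth and 10 differentiated libraries. Of 10954 genes, 972 were higher and 921 lower in differentiated cells than in growth at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 1 on the log2 scale. Tnnc2 rose in 10 of 10 lines by 8.12 (standard error 0.46, adjusted p = 5.09e-12 from limma with Benjamini-Hochberg adjustment), from 1.91 ± 0.80 to 10.03 ± 1.33 (SD, n = 10). The 5 largest rises among the called genes were those of Actc1, Mylpf, Tnnc2, Myl4 and Tnni2, and the 5 largest falls those of Birc5, Sprr1a, Tk1, Pttg1 and Mcm5. Pttg1 fell in 10 of 10 lines, with a log2 change of -4.45 (standard error 0.38, adjusted p = 2.36e-09, limma with Benjamini-Hochberg adjustment). All 35 tested muscle genes were called higher and all 36 cell cycle genes lower, also when adjusted over the list alone. The number of called genes was moved most by a mean of at least 5 FPKM, which gave 1429 genes, and by a pseudocount of 0.01 FPKM, which gave 2348.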

A positive PC1 score indicates gene expression patterns typical of skeletal muscle differentiation, whereas a negative score indicates the expression of cell growth-related genes based on gene set enrichment analysis (GSEA) of the top 100 high-scored genes using the REACTOME database [32, 33]. 

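On PC1 the 10 growth libraries scored from -26.1 (H3t) to -18.3 (H3mm7) and the 10 differentiated libraries from 12.5 (H3.1) to 28.8 (H3mm13). The score rose in 10 of 10 lines, by 43.6 on average, from 32.9 in H3mm7 to 49.1 in H3mm13 (p = 0.00195, the smallest that 10 lines allow, two-sided exact sign-flip permutation test, n = 10 lines). PC1 is the main axis of the libraries of the 9 GFP-H3 lines, and its sign was set by the paper's PC1 genes. The rise of these 9 lines was thus largely built in, and the p-value is no independent test of it. WT, which did not enter the components, also rose, from -20.5 to 23.7. Without centring of genes PC1 held the mean profile instead, and its score rose in 2 of 10 lines, with a mean change of -0.82 (p = 0.0449, exact permutation test). With genes scaled to SD 1 it rose in 9 of 10 lines.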

PC1 scores of all cells, including wild type, increased upon differentiation. Positive PC2 scores indicate higher expression of ER-stress-related genes, while negative PC2 scores indicate higher expression of extracellular matrix-related genes, according to GSEA. 

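A list of 32 ER stress genes had its median PC2 loading at percentile 100 of 10000 random lists matched on mean expression, with 32 of 32 loadings above 0 and 16 genes among the 100 largest. A list of 38 extracellular matrix genes had its median at percentile 0, with 12 of 38 loadings above 0 and 4 genes among the 100 most negative. By median loading this side is not specific to these genes. The lists of 36 cell cycle genes (3 of 36 loadings above 0) and 36 muscle genes (9 of 36) were also at percentile 0, with lower medians. Among the 100 most negative genes were 3 muscle genes and 1 cell cycle gene, against the 4 extracellular matrix genes. With genes scaled to SD 1 the muscle list was at percentile 100. With a pseudocount of 0.01 FPKM the extracellular matrix list moved to percentile 13.2. Mean log2(FPKM + 1) of the ER stress genes was 7.57 in H3.3, 7.68 in H3mm7 and 7.06 in H3mm11 differentiated cells, and 6.95 in H3.2 cells, whereas the other 6 differentiated libraries lay between 5.21 and 5.98. Over all 10 lines it rose with differentiation by 1.13, in 10 of 10 lines (p = 0.00195, adjusted p = 0.0026 over 4 lists, exact permutation test). The extracellular matrix list did not change beyond the spread between lines (4 of 10 lines higher, p = 0.283, adjusted p = 0.283, the same exact permutation test). Its means were 4.31 to 4.86 in differentiated H3.3, H3mm7 and H3mm11 cells and 4.53 to 5.62 in the other 7 lines, so the ranges overlap.
The 5 genes with the largest positive PC2 loadings were Gm9846, Car6, Try5, Avil and H2-M10.1, and Cdsn came next. The 5 with the most negative were Gm12657, Dag1, Mgp, Gamt and Trdn. Avil had 40.7, 65.9 and 10.3 FPKM in differentiated H3.3, H3mm7 and H3mm11 cells and at most 0.761 FPKM in the other 7. Cdsn had 71.9, 81.0 and 24.5 FPKM against at most 5.75 FPKM. Gamt had 16.0, 10.2 and 9.05 FPKM in these 3 libraries and 47.9 to 140 FPKM in the other 7. Dag1 is listed at 0 in differentiated H3.3 cells and in growing H3mm7 cells, and at 26.0 to 275 FPKM elsewhere, so its place on PC2 rests partly on these zeros. Gm12657, the gene of H3mm12, has the most negative PC2 loading of all genes. It had 274 FPKM in growing and 128 FPKM in differentiated H3mm12 cells and 71.7 and 134 FPKM in H3mm13 cells. Reads of similar transgenes can be counted on this gene, whose coding sequence shares 58.5% of its 31-base words with the endogenous H3mm13 gene. Gm9846, with the most positive loading, had 7016 FPKM in differentiated H3mm7 cells but also 2352 FPKM in growing H3t cells, and 0.249 FPKM in differentiated H3mm11 cells.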

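PC2 scores of differentiated cells were 21.8 for H3mm7, 17.8 for H3.3 and 12.9 for H3mm11. They were -2.63 for H3.2, -5.28 for H3mm13, -7.51 for H3mm16, -9.07 for H3.1, -10.5 for H3t, -13.2 for H3mm12 and -14.7 for WT. In growth the 10 libraries lay between -7.53 (WT) and 3.16 (H3.3). No test was made between groups drawn from these same scores, since it would be circular. All 10 lines stayed on their side of 0 with a pseudocount of 0.1 or 0.01 FPKM, with a minimum mean of 1 FPKM, with quantile normalization and without scaling of libraries, and the remaining 9 did when any 1 line was left out. With WT included in the components 5 of 10 lines stayed on their side, with genes scaled to SD 1 it was 4 of 10, and with genes not centred 3 of 10. Without centring PC1 holds the mean profile (96.6%), so PC2 is a different component and this count does not bear on the split. With WT included PC2 held 20.4% of the variance and 9 growth lines scored above 0, against 10.59% and 3, so it may differ too.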

Group D1/2 (differentiated cells expressing H3.1 and H3.2; PC2 negative scores) included wild type and cells expressing H3t, H3mm12, H3mm13 and H3mm16, while group D3 (differentiated cells expressing H3.3; PC2 positive scores) included those expressing H3mm7 and H3mm11 (Fig. 5a). These data suggest that overexpression of any particular H3 variant has little effect on gene expression in the undifferentiated state but that upon differentiation overexpression of some variants will alter gene expression patterns. 

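Compared with WT of the same state, 949 to 1736 genes per line differed at least 2-fold on the log2(FPKM + 1) scale in growth (mean 1240 ± 291, SD, n = 9 lines) and 1292 to 3189 in differentiated cells (mean 2039 ± 661). The count was higher after differentiation in 9 of 9 lines (p = 0.0039, the smallest of 512 arrangements, two-sided exact sign-flip permutation test). All 9 lines share 1 WT library in each state, so the counts share its chance values. The 130 genes near 0 in WT enter every count, and without them the means were 1110 and 1909. Against the median of the other GFP-H3 lines, a reference chosen after seeing the data, the counts were 32 to 255 in growth and 225 to 1214 in differentiated cells, again higher in 9 of 9 lines (p = 0.0039, exact permutation test).
A grouping by protein sequence was also tested, with H3.3, H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16 as H3.3-type and H3.1, H3.2 and H3t as H3.1/H3.2-type. In growth, limma called 59 of 10954 genes at a Benjamini-Hochberg adjusted p below 0.05 and a difference of at least 1 on the log2 scale, 54 higher and 5 lower in H3.3-type lines. The gene with the smallest adjusted p was Gsta3, at 3.86 to 5.20 FPKM in the 6 H3.3-type lines and 0.313 to 0.875 FPKM in the other 3 (log2 difference 1.80, standard error 0.13, adjusted p = 5.3e-04, limma with Benjamini-Hochberg adjustment). Tinagl1, Mgst1 and Wisp2 were also higher and Ccbe1 lower. Leaving out H3mm13 lowered the count to 29, H3t to 33, H3.2 to 34 and H3mm16 to 39, and a pseudocount of 0.01 FPKM raised it to 140. Without the filter on low values only 1 gene was called. With the PC1 score as a covariate, a setting chosen after the result was seen, limma called 0 genes. PC1 scores in growth do not overlap between the types, so the covariate removes part of the contrast. An effect of the variant type and a further advanced culture cannot be told apart here. In differentiated cells 1 gene was called, Cd80, with 18.4 to 22.1 FPKM in H3.3-type and 49.0 to 55.9 FPKM in H3.1/H3.2-type lines (log2 difference -1.33, standard error 0.12, adjusted p = 0.0052, limma with Benjamini-Hochberg adjustment). The count was 0 without H3.1, 4 without H3.2 and 2 without H3t. The difference between the states, tested in limma as an interaction, called 0 genes, with 1002 at an unadjusted p under 0.05, and 2 genes without H3.2. This fit had no term for the line, although the 2 libraries of a line deviate together (r from 0.273 in H3mm7 to 0.475 in H3.1). A fit paired by line was not made, so the 0 does not show that the types differ equally in both states. From the profiles in both states, the paper proposes that any single variant changes expression little in undifferentiated cells and that some change it upon differentiation.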

Because ER-stress-related genes are thought to have a special role in the efficient formation of myofibers during skeletal muscle differentiation [34], the D3 group might represent histone variants involved in the maturation of skeletal muscle differentiation.

**Fig. 5:**
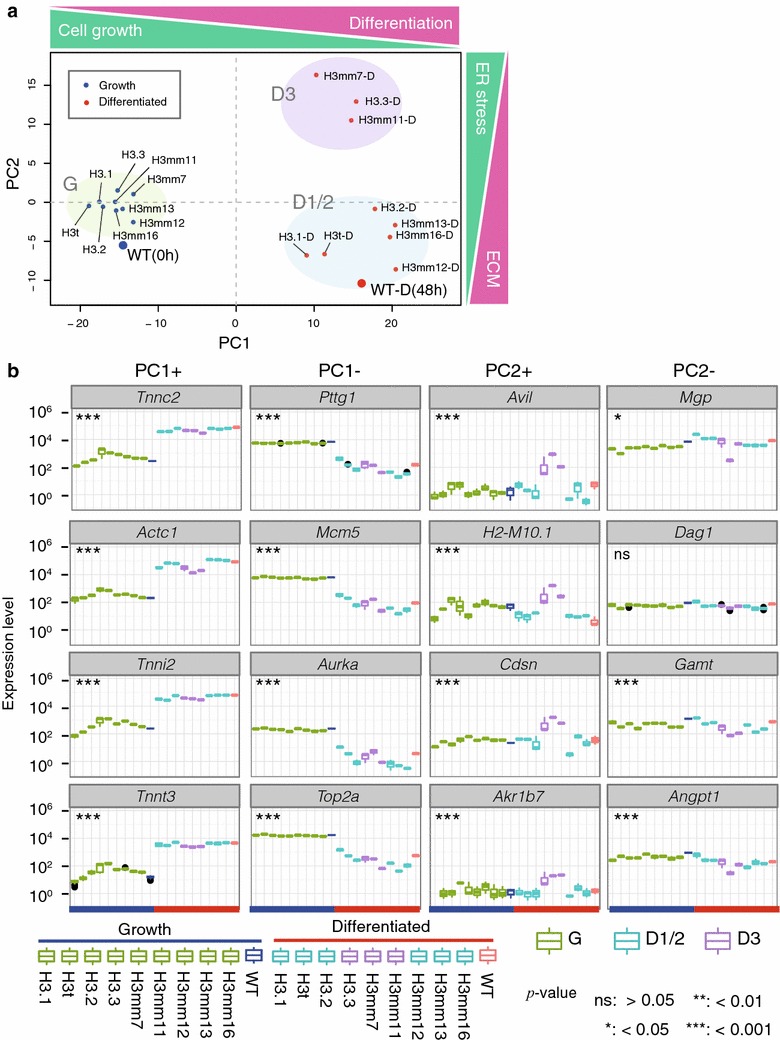
Histone variants correlate with two differentiation states. **a** Principal component analysis of gene expression patterns in H3 variant-overexpressing C2C12 cell differentiation. The *x*- and *y*-axes indicate the PC1 and PC2 scores, respectively, of the gene expression profiles in each cell. *Blue points* indicate the growth state; *red points* indicate the differentiated state. The distance between two points reflects the dissimilarity in gene expression patterns between cells. The higher PC1 score (PC1+) indicates a higher expression of muscle differentiation-related genes and lower expression of cell growth-related genes, as illustrated in the *top bar*. Similarly, higher PC2 scores (PC2+) indicate higher expression of ER-stress-related genes and lower expression of extracellular matrix (ECM)-related genes. Clusters of cells that have similar gene expression patterns, G (*green*), D1/2 (*blue*) and D3 (*purple*), are highlighted. **b** Gene expression levels of each H3 variant confirmed by RT-PCR amplicon-Seq. Expression levels of representative genes chosen from the top four contributors (genes) for each PC direction (PC1± and PC2±) are shown as *boxplots* calculated from three replicates. The illustration below shows the order of each H3 variant-expressing cell line in the growth and differentiated state. The *color* of *each box* corresponds to the expression groups shown in **a**: *blue*, undifferentiated wild-type (WT); *red*, differentiated WT; *green*, growth (G); *blue*, D1/2; and *purple*, D3. Two-sided Student’s *t* test was performed on group-average expression levels between “WT” vs. “Differentiated” for PC1± genes, and between “D1/2” vs. “D3” groups for PC2± genes

To evaluate the expression levels of genes that contributed highly to PC scores (top four genes), we performed RT-PCR amplicon sequencing with three biological replicates for each gene (Fig. 5b). In all cells after differentiation, PC1-positive *Tnnc2*, a skeletal muscle differentiation-related gene, was upregulated, whereas PC1-negative *Pttg1*, a cell growth-related gene, was downregulated (Fig. 5b). Other PC1-contributing genes behaved similarly, consistent with cell cycle arrest upon differentiation [35]. We confirmed the statistical significance by a two-sided Student’s *t* test between average expression levels of growth and differentiation (Fig. 5b; *p* value <0.001 for all PC1 genes). PC2-positive *Avil* was upregulated in group D3. PC2-negative *Mgp*, however, did not show differential expression between the D3 and D1/2 groups, except for down-regulation of H3mm7 (*p* value <0.001; D1/2 vs. H3mm7-D), which may reflect milder negative PC2 scores (Fig. 5b; two-sided Student’s *t* test between the D1/2 and D3 groups). 

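The PC1 scores of differentiated H3.3, H3mm7 and H3mm11 cells were 22.0, 14.6 and 21.2, within the range of the other 7 lines. Mean log2(FPKM + 1) of 36 muscle contraction and myogenesis genes was 6.35, 6.06 and 5.76 in these cells. It was 8.22 in WT, 8.11 in H3mm12, 7.49 in H3mm16, 7.41 in H3mm13, 6.90 in H3.2, 5.94 in H3.1 and 5.88 in H3t. Tnnc2 had 550, 595 and 461 FPKM in differentiated H3.3, H3mm7 and H3mm11 cells and 310 to 4882 FPKM in the other 7. Mean log2(FPKM + 1) of 36 cell cycle genes was 1.63 to 2.96 in the 3 lines and 1.69 to 3.82 in the other 7. Each line has 1 differentiated mRNA-Seq library, so these differences have no replicate check within the mRNA-Seq values. The paper measured Tnnc2 in biological replicates by amplicon sequencing, which was not analysed here.

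**Figure D2:**
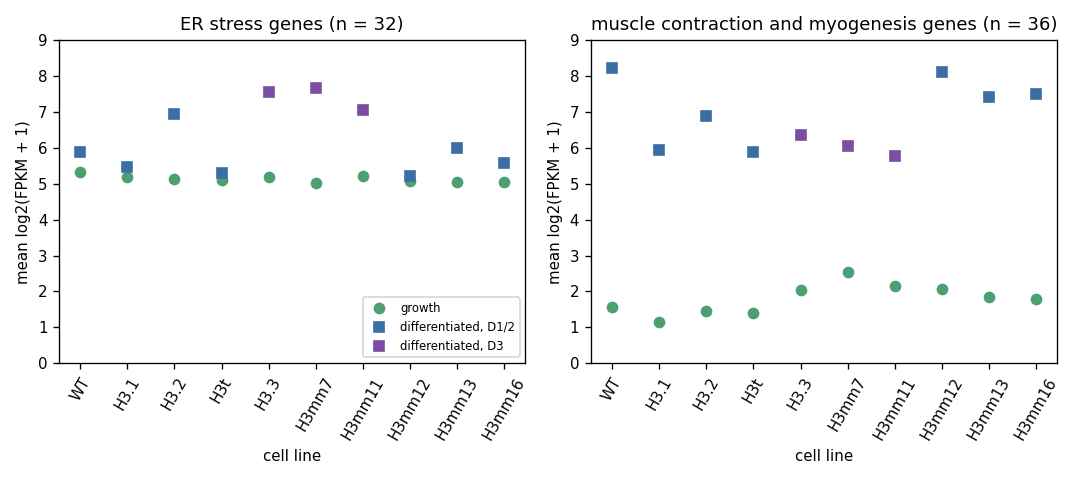
Mean log2(FPKM + 1) (y axis) of 32 ER stress genes and 36 muscle contraction and myogenesis genes in the growth and differentiated library of each line (x axis). Points are single libraries, and the ER stress mean is highest in differentiated H3mm7 cells (7.68) while the muscle mean is highest in differentiated WT cells (8.22).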

The results from PC analysis indicate that the expressions of H3.3, H3mm7 and H3mm11 during cell differentiation lead to changes in gene expression patterns that enhance differentiation.

The H3 variants in the D3 group could stimulate the expression of PC2-positive genes by being specifically incorporated into these genes. To test this possibility, we evaluated the level of incorporation of each variant around the TSSs (TSS ± 2 kb) of the top 40 PC2+ contributing genes (Additional file 2: Figure S14A). PC2+ genes were largely divided into two large clusters of H3.3-type histone incorporated or non-incorporated patterns, with the former not showing substantial differences between variants in the D1/2 and D3 groups. Nearly identical distributions of different variants on a specific PC2+ gene locus (*Cdsn*) were observed before and after differentiation (Additional file 2: Figure S14B). Thus, upon differentiation, the altered levels of expression could be involved in the incorporation of each variant, which depended on small amino acid differences.

The characterization of the novel mouse H3 variants is summarized in Table 2.

**Table 2:** Characterization of histone H3 variants incorporated into chromatin

H3 variant	AA alternation (from)	Motif 87–90	Edit distance [nt] (from)	mRNA/protein	Chromatin incorporable	Tissue specificity	Expression pattern	Distribution pattern
H3.1	S96C (H3.2)	SAVM	–	–	Yes	–	D1/2	Global
H3t	A24V, R42H, A98S (H3.1)	SAVM	52 (*Hist1h3a*)	Protein	Yes	Testis	D1/2	Global
H3.2	C96S (H3.1)	SAVM	10 (*Hist1h3a*)	–	Yes	–	D1/2	Global
H3.3	A31S, S87A, V89I, M90G (H3.2)	AAIG	–	–	Yes	–	D3	Local
H3mm6	#11 (H3.3)	AAIG	15 (*H3f3a*)	None	No	–	–	–
H3mm7	T32I, S57A (H3.3)	AAIG	3 (*H3f3a*)	Protein	Yes	SKM^a^, testis	D3	Local
H3mm8	#23 (H3.3)	AAIG	68 (*H3f3b*)	mRNA	No	–	–	–
H3mm9	#51 (H3.3)	AAIG	102 (*H3f3a*)	None	No	–	–	–
H3mm10	#23 (H3.3)	AVIG	32 (*H3f3a*)	mRNA	No	–	–	–
H3mm11	R2L, A25T (H3.3)	AAIG	4 (*H3f3a*)	None	Yes	–	D3	Local
H3mm12	K14N, A15S, E97G, Y99F (H3.3)	AAIG	6 (*H3f3a*)	None	Yes	–	D1/2	Local
H3mm13	A29V, R69G, R131C (H3.3)	AAIG	4 (*H3f3a*)	mRNA	Yes	–	D1/2	Local
H3mm14	#37 (H3.3)	AAIG	89 (*H3f3a*)	mRNA	No	–	–	–
H3mm15	L100Q, I112V, R128C (H3.3)	AAIG	5 (*H3f3a*)	mRNA	No	–	–	–
H3mm16	R8H, Q19K, R128C, G132R (H3.3)	AAIG	7 (*H3f3a*)	None	Yes	–	D1/2	Local
H3mm17	#16 (H3.3)	SAIG	24 (*H3f3a*)	mRNA	No	–	–	–
H3mm18	#12 (H3.3)	AAIG	17 (*H3f3a*)	None	No	–	–	–

^a^Skeletal muscle

## Discussion

We have identified 14 novel mouse histone H3 variants by in silico hybridization. Most of the H3 genes we identified could be computationally predicted genes using NCBI’s GNOMON pipeline [36] (GNOMON IDs have a “GM” prefix followed by a number, e.g. *GM12260*, which is equivalent to our *H3t*) and some of them are deposited as pseudogenes (H3t, H3mm7). This software uses a strategy similar to the one we employed; it splits known cDNA or peptide sequences into short fragments and scans the genome. The detection of *H3f3a* and *H3f3b* in the mouse genome confirmed that the software was applicable for genes with exon–intron structure. Our approach is more straightforward and comprehensive, and can be applied to any protein.

We also comprehensively identified histone H3 genes both in human and rat genomes. Phylogenetic analysis revealed that most histone H3 variants, except H3t, were not conserved even between mouse and rat. Histone genes have been suggested to have a various pseudogenes [15]. In our screen, many typical pseudogenes, which obviously lack the whole open reading frame by frameshift or insertion of a stop codon, were identified. Although some H3 variants reported here have been annotated as “pseudogenes”, at least H3mm7 and H3t should not be categorized as pseudogenes because their protein products were confirmed by LC–MS/MS. Recent studies have shown that some “pseudogenes” are constitutively or conditionally expressed at RNA level, which might also be translated [37, 38]. It is therefore questionable whether these are non-functional pseudogenes, newly evolved genes or DNA elements with specific functions. Although it has been difficult to determine the function of such potential pseudogenes, such as by making knockout mice or knockout cell lines, using the recently developed CRISPR/Cas9 genome-editing technology will allow us to address this question, in addition to determining the function of the variant per se. The set of new histone H3 variants will be a good target for understanding the mechanism of molecular evolution because a variety of (pseudo)gene types are present, including those with protein expression, those with RNA expression, those without expression, and those with ORF truncation. A deeper analysis of 3′-seq may also reveal the expression states of other “pseudogenes” than histones.

To characterize the properties of the individual variants, we established C2C12 cells expressing all 14 variants. FRAP analysis revealed that six variants were assembled into chromatin. One variant showed high similarity to H3.1 at both the DNA and amino acid sequence levels (H3t). The H3t gene is located in a histone cluster and has a stem-loop sequence in the 3′-UTR, similar to H3.1. In addition, GFP-H3t is distributed throughout the genome, again much like GFP-H3.1. Cell fusion analysis confirmed that H3t is incorporated in a replication-dependent manner, as is H3.1 [15]. Other chromatin-incorporated variants are similar to H3.3 in terms of gene structure (i.e., no stem-loop), amino acid sequence, and distribution. However, they can be separated into two distinct groups based on their effect on gene expression in differentiated cells. H3mm7 and H3mm11 alter gene expression patterns and increase the levels of ER-stress-related genes, much like H3.3, suggesting that they can contribute to gene selection and lineage potential, similarly to H3.3 [4, 10]. The functional difference between groups D1/2 and D3 might be explained by the unique amino acids in the N-terminal tail of H3 that affect post-translational modifications and/or structural differences in the nucleosome.

A number of new H3 variants did not appear to be incorporated into chromatin. In two variants (H3mm10 and H3mm17), amino acid substitutions in the histone chaperone-binding domain may explain the lack of chromatin incorporation because of poor binding to chaperones [18–20]. In contrast, the chaperone-binding domains are conserved in other non-incorporated variants, suggesting that they can interact with chaperones but that stable nucleosomes are not formed. Indeed, H3mm8 lacks the amino acids required for the C-terminal helix (α3 in Fig. 1b), and H3mm9 and H3mm14 have extended C-terminal amino acids, which may disrupt nucleosome structure. Although other variants (H3mm6, H3mm15 and H3mm18) do not have such large deletions or additions, amino acid substitutions in the histone fold domain may drastically alter the nucleosome stability, as has been shown for human H3T [39]. The function of these non-incorporated variants remains unknown. One possibility is that their transient interaction with chromatin may mediate chromatin remodeling. Another possibility is that they may sequestrate histone binding proteins, competing with chromatin-incorporated variants, like, for example, influenza virus protein NS1, which has a C-terminal tail that contains an ARSK sequence similar to the ARTK sequence in the N-terminal of histone H3 [40]. This NS1 region competes with histone H3 for interaction with transcription elongation factors to suppress the expression of anti-virus-related genes. Similar regulation might occur when unincorporated histones are expressed.

The novel histone variant genes except H3t were not conserved between human and mouse, unlike H3.1, H3.2 and H3.3. H3t has a high similarity to human H3T, sharing two common amino acids (Val 24 and Ser 98), and its expression in either species is testis specific [14, 39]. However, in contrast to human H3T, which forms unstable nucleosomes [39], FRAP analysis indicates that H3t stably assembles into nucleosomes. Moreover, amino acids that cause instability (Met 71 and Val 111 in human H3T) are not conserved in H3t. Rat *Hist3h3* encodes a protein with an identical amino acid sequence to mouse H3t. Further biochemical, structural, and genetic studies are required to elucidate the function of H3t. Other novel H3 variants do not have counterparts in human, suggesting that these minor histone variants were acquired after species separation. This theory supports the idea that H3 genes evolve according to a birth-and-death process [41]. It may be that the species-specific variants contribute to the establishment of species-specific gene regulation. Thus, functional differences among individual H3 variants should be addressed to understand the evolution of chromatin dynamics.

## Conclusions

We identified novel H3 variant genes in the mouse genome. Thirteen out of the 14 genes that appear to be derived from H3.3 are not conserved among species, including human and rat, even though tissue-specific expression was confirmed for some variants. Another one, H3t, an H3.1 type, showed replication-dependent chromatin incorporation, and appears to have human and rat counterparts. Forced expression of novel histone H3 variants affected gene expression patterns during myogenesis. Although the functions of these variants remain unknown, constructing knockout mice and cell lines will address their biological relevance and provide insight into the molecular evolution of pseudogene diversification.

## Methods

### Identification of novel H3 variants by in silico hybridization

Histone H3 variant genes in mouse were explored as shown in Fig. 1. First, 136 amino acids (a.a.) of the histone H3.2 sequence (CAA56577.1) were divided into 8 a.a. sequences in 1 a.a. iterations. The obtained 129 a.a. sequences were converted into all possible combinations of 24 nt DNA sequences based on mammalian codon usage. This conversion resulted in 4,162,752 DNA sequences that potentially code histone genes. The obtained DNA sequences were mapped onto the mouse genome (mm9) by Bowtie (version 0.12.7 with option −a to report all candidates). Ultimately, 168,299 DNA sequences were mapped, including multi-hit reads. The mapped DNA sequences were concatenated if more than two reads were mapped within 90 nt of each other. Eighty-seven regions shared homology to the H3.2 coding sequence, yielding 16 genes that potentially encode H3 histones.

### 3′-seq and 3′-seq data analysis

Sample preparations and data analysis for 3′-seq were performed as previously reported [22] using total RNA extracted from 8-week-old C57BL/6 male mouse tissue, including testis, liver, brain and skeletal muscle. Deep sequencing was performed using the Illumina Hiseq 1500 system. The 3′-seq yielded total reads of 26,880,228–42,145,105 for the tissue samples and 13,206,076 and 20,670,900 for C2C12 growth and differentiated cells. The uniquely mapped reads were 3,602,579–14,060,394 (11.23–36.65 %) for tissue samples and 539,990–3,952,088 (4.09–19.12 %) for C2C12 growth and differentiated cells. The number of unique mapped reads of ~1 to ~10 million were comparable to that reported by Lianoglou et al. [22]. Reads were mapped to the mouse genome (mm9) with STAR alignment software [42] and the parameter “–*outFilterMultimapNmax 1* –*alignIntronMax 1*” (no multi-hit reads, no splice prediction) to treat poly-A containing reads. Quantification of each gene was performed by counting the number of reads that were mapped in the 3′-UTR region and then normalizing the number as reads per million (RPM) per region. In the case of novel histone H3 variant genes, the region within 3 kb from the end of a coding sequence was defined as the putative UTR.

### In-gel digestion

Proteins were fractionated by SDS-PAGE (10–20 %) and stained with Coomassie Brilliant Blue G250 (CBB G250). Protein bands were cut out and subjected to in-gel digestion as described previously [43]. Obtained peptides were dried and stored at −80 °C.

### LC–MS/MS analysis

Liquid chromatography tandem mass spectrometry (LC–MS/MS) was performed on an LTQ Orbitrap Velos Pro mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) coupled with a nanoLC instrument (Advance, Michrom BioResources, Auburn, CA, USA) and an HTC-PAL autosampler (CTC Analytics, Zwingen, Switzerland). Collision-induced dissociation (CID) spectra were acquired automatically in the data-dependent scan mode with the dynamic exclusion option. The CID raw spectra were extracted using Proteome Discoverer 1.4 (Thermo Fisher Scientific) and subjected to database searches using the Sequest algorithm. Peak list was compared with the Mouse International Protein Index version 3.84 database (European Bioinformatics Institute) including sequences of histone variants with the use of the Sequest algorithm. Additional details can be seen in Additional file 2: Supplemental Methods.

### GFP-fused histone H3.1 variant constructs and cell line selection

All cDNAs for histone H3 variants were purchased (Eurofins Genomics, Tokyo, Japan). The coding sequences are shown in Additional file 2: Figure S1. cDNAs were ligated into the Bidirectional Tet expression vector, pT2A-TRETIBI (modified Clontech Tet-On system), which contains TolII transposon elements and an EGFP cDNA located upstream of the cDNA sequence, and which was modified from pT2AL200R150G. pT2A-TRETIBI/EGFP-H3.1 transfection was performed using Lipofectamine 2000 (Life Technologies, Carlsbad, CA, USA). C2C12 cells at 20–30 % confluence were transfected with an expression vector (4 μg plasmid DNA per 100-mm plate), pCAGGS-TP encoding transposase (kindly provided by Dr. Kawakami, National Institute of Genetics, Japan), and pT2A-CAG-rtTA2S-M2 and incubated for 24 h. To create cell lines stably expressing each GFP-tagged histone variant, transfected cells were cultured for 14–21 days in the presence of 1 μg/ml doxycycline and 1 μg/ml G418. Finally, GFP-positive cells were selected using fluorescence activating cell sorting.

### Cells

C2C12 cells or stable clones were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 20 % fetal bovine serum. Undifferentiated cells were harvested at 60–70 % confluence. Differentiated cells were transferred to DMEM containing 2 % horse serum upon reaching confluence and harvested 48 h later.

### Frap

Live-cell imaging was performed using a confocal microscope (FV-1000; Olympus) equipped with a heated stage (Tokai Hit) with a CO_2_-control system (Tokken) using a 60× PlanApoN Oil SC (NA = 1.4) objective lens. For FRAP, images were collected (256 × 256 pixels, zoom 8, scan speed 2 µs/pixel, pinhole 800 μm, BA505 emission filter, and 0.2 % transmission of an 488-nm Ar laser) without intervals, a 2-μm-diameter spot was bleached using 100 % transmission of a 488-nm laser, and a further 90 images were collected using the original setting. The fluorescence intensity of the bleached area was measured using Fiji (http://fiji.sc). For Fig. 3a, fluorescence images were collected under the following conditions: 512 × 512 pixels, zoom 8, scan speed 4 µs/pixel, pinhole 100 μm, 6 line averaging, BA505 emission filter, and 1 % transmission of a 488-nm Ar laser.

### Immunoblotting

Cells were washed twice with phosphate-buffered saline (PBS), centrifuged, and then resuspended in 2× SDS sample buffer containing prepared acid extract [44]. Samples were separated by SDS-PAGE and transferred to polyvinylidene fluoride membranes using the Trans-Blot Turbo Transfer System (Bio-Rad Laboratories, Hercules, CA, USA). Membranes were blocked for 1 h in 5 % (w/v) skimmed milk in Tris-buffered saline containing 0.05 % (v/v) Tween 20 (TBST), then incubated with primary antibodies in Hikari Solution A (Nacalai Tesque) followed by incubation with horseradish peroxidase-labeled secondary antibodies and detected using the Chemi-Lumi One Ultra (Nacalai Tesque). The primary antibodies used included rabbit anti-Hsp90 (H-114, Santa Cruz Biotechnology, 1:1000), anti-H2B (Imagenex, 1:1000), anti-H4 (Abcam, 1:1000), mouse anti-GFP (GF200, Nacalai Tesque, 1:500), rat anti-H3.3 (6C4A3, hybridoma supernatant, 1:1000), anti-H3.1/H3.2 (6G3C7, hybridoma supernatant, 1:1000) and anti-H3 (1G1, hybridoma supernatant, 1:1000). Secondary antibodies were horseradish peroxidase-conjugated anti-rabbit, anti-mouse and anti-rat IgG antibodies (GE Healthcare, 1:5000).

### Quantitative RT-PCR

Total RNA was isolated and reversed-transcribed using PrimeScript Reverse Transcriptase (Takara Bio) and an oligo dT primer, as previously described [4]. qPCR was performed using Thunderbird qPCR Mix (Toyobo). Primers used are listed in Additional file 2: Supplementary Information. qPCR data were normalized to *Gapdh* expression levels and presented as the mean ± standard deviation of three independent experiments.

### Chromatin immunoprecipitation

Cultured cells were cross-linked in 0.5 % formaldehyde and suspended in ChIP buffer (5 mM PIPES, 200 mM KCl, 1 mM CaCl2, 1.5 mM MgCl_2_, 5 % sucrose, 0.5 % NP-40, and protease inhibitor cocktail; Nacalai Tesque). Samples were sonicated for 5 s three times and digested with micrococcal nuclease (1 μl; New England Biolabs, Ipswich, MA, USA) at 37 °C for 40 min. The digested samples were centrifuged at 15,000×*g* for 10 min. Supernatant containing 4–8 μg DNA was incubated with a rat monoclonal antibody against GFP (1A5, 2 μg, Bio Academia) pre-bound to magnetic beads at 4 °C overnight with rotation. The immune complexes were eluted from the beads using 1 % SDS in TE, followed by washing with ChIP buffer and TE buffer (both twice). Cross-links were reversed, and DNA was purified using a Qiaquick PCR purification kit (Qiagen, Valencia, CA, USA).

### ChIP sequencing, read alignments and ChIP-Seq data analysis

ChIP sample preparations from GFP-tagged histone H3 variant-expressing cells were performed as described above. The ChIP library was prepared according to the Illumina protocol and sequenced on the Illumina HiSeq 1500 system. The sequence reads for GFP and Input were aligned to the reference mouse genome (mm9, build 37) using Bowtie 2 software (version 2.2.2) [45]. PCR duplicates were removed from uniquely mapped reads using samtools (version 0.1.19). To call peaks, we used MACS (version 2.0.10) and the parameters: *callpeak–gsize mm–nomodel–broad –extsize fragment-size–to-large–pvalue 1e-3* [29]. We defined “ChIP-Seq signal intensity” as described below. First, mapped reads on the genome in a defined window size (in the case of an IGV; Integrated Genome Browser screenshot: 10,000 bp windows by 1000 bp intervals or 1000 bp windows by 100 bp intervals; in other cases: 2 kb from the TSS) were counted and then normalized as RPKM (reads per kilobases per million reads) [46]. The ChIP-Seq signal intensities were then calculated as RPKM differences between ChIP and input DNA control data (i.e., ChIP–control) for each window.

### mRNA-Seq and mRNA-Seq data analysis

Total RNAs from growth and differentiated (i.e., post-differentiation) state C2C12 cells were obtained as previously described [4]. Library preparation was performed according to the protocol developed by Illumina. Sequenced reads of GFP-tagged H3 variant-overexpressed cells were mapped onto the mouse genome (mm9) using Tophat (version 2.0.8) [47]. Gene expression levels (FPKM; Fragments per kilobase of exon per million mapped sequence reads) were estimated using the cuffdiff program in Cufflinks (version 2.0.1) [47] using mapped reads and the software’s default parameters. Principal component (PC) analysis was performed against an FPKM matrix of gene expression profiles with rows of genes and columns of samples (H3 variant-expressing cells). The matrix was log_10_ transformed and the column scaled as mean = 0 and standard deviation = 1. The expression profiles (log_10_ transformed FPKM matrix) of wild-type (WT) cells at growth state (0 h) and differentiated state (48 h) were orthogonally projected onto the plane spanned by the 1st and 2nd PCs to compare with profiles of H3 variant-expressing cells.

### RT-PCR amplicon-Seq data analysis

The expression levels of PC contributing genes were evaluated by counting the amplicons of specific primers for each gene (amplicon sequencing) with three biological replicates. All sequenced reads were mapped on mouse transcript references converted from refFlat’s GTF file using the *gffread* command in Cufflink. The primer list is shown in Additional file 2: Supplementary Information.

### Data access

All deep-sequencing data in this study including ChIP-Seq, mRNA-Seq and 3′-seq were submitted to DDBJ Sequence Read Archive with the accession number [DDBJ:DRA002463]. The processed data including gene expression tables and ChIP-Seq track data (bigWig file used for IGV screen shot) are also accessible through GEO Series accession number [GEO:GSE63890].

## Additional files

**Additional file 1:** Predicted CDS of mouse H3 variants, contains Table S1, which lists the coding DNA sequence (CDS) locus information of the predicted mouse H3 variant genes in an Excel file.
**Additional file 2:** Supplementary Information, contains Supplemental Methods, Figures S1–S14 and Tables S5–S7 in a single PDF file.
**Additional file 3:** Predicted CDS of human histone H3/H4 variants, contains Table S2, which lists the CDS locus information of the predicted human histone H3 and H4 variants in an Excel file.
**Additional file 4:** Predicted CDS of rat histone H3 variants, contains Table S3 for the rat H3 sequence prediction results as an Excel file, which is the same format as Table S2.
**Additional file 5:** Similarity of amino acid and DNA sequence, contains Table S4, which shows amino acid and DNA sequence similarities between mouse H3 variant proteins/genes in Excel file.

## Abbreviations

GFP: green fluorescence protein
TSS: transcription start site
ChIP: chromatin immunoprecipitation
FRAP: fluorescence recovery after photobleaching
ORF: open reading frame
UTR: untranslated region
FPKM: fragments per kilobase per million fragments mapped
PC: principal component

# Supplementary material for: Tissue-specific expression of histone H3 variants diversified after species separation
**Source:** Epigenetics Chromatin. 2015 Sep 17;8:35. doi: 10.1186/s13072-015-0027-3

## **Supplementary Information**

### **Tissue-specific expression of histone H3 variants diversified after species separation**

Kazumitsu Maehara<sup>1,4</sup>, Akihito Harada<sup>1,4</sup>, Yuko Sato<sup>2</sup>, Masaki Matsumoto<sup>3</sup>, Keiichi I. Nakayama<sup>3</sup>, Hiroshi Kimura<sup>2</sup>, Yasuyuki Ohkawa<sup>1\*</sup>

<sup>1</sup>Department of Advanced Medical Initiatives, JST-CREST, Faculty of Medicine, Kyushu University, Fukuoka 812-8582, Japan. <sup>2</sup>Department of Biological Sciences, Graduate School of Bioscience and Biotechnology, Tokyo Institute of Technology, Yokohama, 226-0026, Japan. <sup>3</sup>Department of Molecular and Cellular Biology, Medical Institute of Bioregulation, Kyushu University, 3-1-1 Maidashi, Higashi-ku, Fukuoka, Fukuoka 812-8582, Japan.

<sup>4</sup> These authors contributed equally to this work.

## **Supplemental Methods**

### **Phylogenic tree of histone H3 family**

The 1,102 known histone H3 related protein sequences from all organisms (search term "family:histone H3") were taken from the UniProt database [1]. We used only reviewed protein sequences and newly determined sequences of mouse and human. The rat provisional genes were incorporated from TrEMBL database ("tr-" prefix). The phylogenic distance matrix was calculated using Clustal-Omega [2] and visualized with Dendroscope [3].

### **Gene expression analysis using ENCODE CSHL RNA-seq**

The raw sequence data (FASTQ file) of ENCODE CSHL long RNA-seq data of mouse tissues were downloaded from:

<http://hgdownload.cse.ucsc.edu/goldenPath/hg19/encodeDCC/wgEncodeCshlLongRnaSeq/>

We treated pair-end tags as separate sequence single-end tags to detect exactly matching genomic DNA sequences among the highly similar H3 gene family. The read count of overlapping uniquely mapped reads on the H3 gene defined by refFlat annotation were normalized as RPM. The RPMs of replicates and read-1/2 were averaged.

### **Proteasome inhibitor assay**

The proteasome inhibitor assay was performed according to a previous report [4], except that treatment times were for 6 h. Cells were grown on 6-well plates and treated with proteasome inhibitor, 5  $\mu$ M MG132 (Calbiochem, San Diego, CA, USA) or 5  $\mu$ M lactacystin (Calbiochem) for 6 h. The cells were immunoblotting as described according to the immunoblot protocol in [4].

### **Mono-nucleosome analysis**

Analysis of mono-nucleosomes was performed as described previously [5], except that 5  $\mu$ l MNase (New England Biolabs) was added.

### **Cell fusion assay**

Cell fusion assays were performed as previously described [6, 7]. C2C12 cells expressing histone-EGFP were fused with HeLa cells expressing mCherry-PCNA [8] using polyethylene glycol 1500 (Roche). After one hour, cells were fixed and observed using a confocal microscope (FV-1000; Olympus, Japan) with a 60X PlanApo SC (NA = 1.4) objective lens.

### **LC-MS/MS analysis**

Peptides were dissolved in a solution containing 0.1% trifluoroacetic acid and 2% acetonitrile and analyzed by an LTQ Orbitrap Velos Pro mass spectrometer (Thermo Fisher Scientific, Waltham, MA) coupled with a nanoLC instrument (Advance, Michrom BioResources, Auburn, CA) and an HTC-PAL autosampler (CTC Analytics, Zwingen, Switzerland). Peptide separation was performed with an in-house pulled fused silica capillary (internal diameter, 0.1 mm; length, 15 cm; tip internal diameter, 0.05 mm) packed with a 3  $\mu$ m C<sub>18</sub> L-column (Chemicals Evaluation and Research Institute, Japan). The mobile phases consisted of 0.1% formic acid (A) and 100% acetonitrile (B). Peptides were eluted with a gradient of 5–35% acetonitrile for 20 min at a flow rate of 300 nL/min. Collision-induced dissociation (CID) spectra were acquired automatically in the data-dependent scan mode with the dynamic exclusion option. Full MS spectra were obtained with Orbitrap in the mass/charge (m/z) range of 300–2000 with a resolution of 30,000 at m/z 400. The six most intense precursor ions (minimum ion count threshold of 1,000) in the full MS spectra were selected for subsequent ion-trap MS/MS analysis with the automated gain control (AGC) mode. The AGC was set to  $1.00 \times 10^1$  for full MS and  $1.00 \times 10^4$  for CID MS/MS. The

normalized collision energy values were set to 35%. Lock mass function was activated to minimize mass error during analysis. The CID raw spectra were extracted using Proteome Discoverer 1.4 (Thermo Fisher Scientific) and subjected to database searches using the Sequest algorithm. Peak list was compared with the Mouse International Protein Index version 3.84 database (European Bioinformatics Institute) including sequences of histone variants with the use of the Sequest algorithm. Trypsin was selected as the enzyme used, the allowed number of missed cleavages was set at 2, and carbamidomethylation of cysteine was selected as the fixed modification. Oxidized methionine, phosphorylations on serine/threonine/tyrosine and protein NH<sub>2</sub>-acetylation were searched as variable modifications. Precursor mass tolerance was 10 ppm, and tolerance of MS/MS ions was 0.8 Da.

#### **Primers list for quantitative RT-PCR**

##### *Gapdh:*

5'-GACTTCAACAGCAACTCCCACTCT-3'

5'-GGTTTCTTACTCCTTGGAGGCCAT-3'

##### *NeoR:*

5'-ATCAGCCATGATGGATACTTTCTC-3'

5'-GTTCTTTTTGTCAAGACCGACCT-3'

##### *EGFP:*

5'-AAGCTGACCCTGAAGTTCATCTGC-3'

5'-TAGTTGCCGTCGTCCTTGAAGAAG-3'

Primer list for amplicon sequence

|      |                 | Forward          |                            | Reverse          |                          |
|------|-----------------|------------------|----------------------------|------------------|--------------------------|
|      | gene symbol     | locus (from TSS) | sequence                   | locus (from TSS) | sequence                 |
| PC1+ | <i>Actc1</i>    | 1136-1159        | ACCTTCCAGCAAAATGTGATCAGC   | 1283-1306        | AATGACTGATGAGAGATGGGAGG  |
|      | <i>Tnnc2</i>    | 387-410          | CGCAGACGGCTACATTTGATGCTGA  | 558-581          | CTGGATGGACACGAAACAAGACCG |
|      | <i>Tnni1</i>    | 820-843          | AGCCCCACTCACCTATCTTTCTGC   | 918-941          | CATCTCTCTTCCCTTTGTGTGCC  |
|      | <i>Tnni2</i>    | 463-486          | AAGACACTGAGAAGGAACGGGACC   | 638-661          | TGAATCCTTTATTGGAGCGAGGCC |
| PC1- | <i>Tnni3</i>    | 812-835          | GCTGGAAGTAAAGAAGCAGAGAGAGG | 961-984          | ACTTTATTCTAGACCCCAAGAAGG |
|      | <i>Aurka</i>    | 20-40            | CTGGATGCTGCAAACGGATAG      | 124-102          | CGAAGGGAACAGTGGTCTTAACA  |
|      | <i>Cdc20</i>    | 10-30            | TTCGTGTTCGAGAGCGATTTG      | 200-179          | ACCTTGAACCTAGATTGGCCAG   |
|      | <i>Mem5</i>     | 94-114           | CAGAGCGGATTCAAAGGAGTTC     | 211-191          | CGATCCAGTATTCACCCAGGT    |
| PC2+ | <i>Ptgi1</i>    | 45-63            | CCGCCGTTTGGCATCTAAG        | 217-197          | TCATAGGCTTTTCGGCAACTC    |
|      | <i>Top2a</i>    | 112-134          | CAACTGGAACATATACTGCTCCG    | 296-274          | GGGTCCCTTTGTTTGTATCAGC   |
|      | <i>Acox2</i>    | 7-25             | AACCCAGGGGATCGAGTGT        | 149-130          | CGCAGCTCAGTGTTTGGAT      |
|      | <i>Akr1b7</i>   | 128-150          | TTGACTGTGCGCTATGTATCAC     | 288-268          | GGTGTGTGCGAAGGCTTTCTT    |
| PC2- | <i>Avil</i>     | 93-113           | GAGTGCTCACGGCAACTTCTA      | 205-187          | GGGAGGAGTGCTTCCCGAT      |
|      | <i>Cdsn</i>     | 58-78            | TTGCTGATGGCCGGTCTTATT      | 183-161          | GCCAGTCTTTCCAATGAGACAAG  |
|      | <i>H2-M10.1</i> | 53-73            | ACCTGAACCACTATTGTGCAG      | 201-181          | TGCAGATGGGTCTTTGCTGTC    |
|      | <i>Angptl</i>   | 46-65            | CACATAGGGTGCAGCAACCA       | 154-134          | CGTCGTGTTCTGGAAGAATGA    |
| PC2- | <i>Dagl</i>     | 130-148          | CTTGAGGCGTCCATGCACT        | 258-236          | GGCAATTAAATCCGTTGGAATGC  |
|      | <i>Gamt</i>     | 93-111           | CACGCACCTGCAAATCCTG        | 211-191          | TACCGAAGCCCACTTCCAAGA    |
|      | <i>Mgp</i>      | 45-64            | GGCAACCCGTGTGTACGAAT       | 178-156          | CCTGGACTCTCTTTTGGGCTTTA  |
|      | <i>Synpo</i>    | 2425-2443        | CCTGCCCGTAACCTTCCGTG       | 2555-2537        | GAGCGGCGGTAGGGAAAAG      |

## Supplemental Figure Legends

### Figure S1 | Alignment of mouse histone H3 variant coding sequences

Clustal-Omega was used to align all mouse histone H3 variant coding sequences.

### Figure S2 | Phylogenic tree of the histone H3 family and the novel H3 variants

(A) The phylogenic tree of the histone H3 protein family is shown. UniProt IDs are used to label the proteins. An enlarged view of the H3.3 (B) or H3.1 (C) cluster is shown in a separate panel. The red labels are the novel mouse and human H3-related sequences determined in this paper; blue indicates known H3 proteins of mouse and human; and purple indicates rat pseudogenes found in the TrEMBL database.

### Figure S3 | Protein sequence of H3t is similar to that of human H3T and novel histone H2A gene (*H2A.J*-like and *H2A.Z* like)

(A) Clustal-Omega was used to align H3t, human H3T and H3.1. Mouse H3t and human H3T share two characteristic amino-acids compared with H3.1, which are A26V and A100S.

(B) Clustal-Omega was used to align the H2A genes, *H2A.Z*, *H2A.J* (known genes) and *H2A.Z*-like and *H2A.J*-like (novel genes). *H2A.Z*-like gene does not contain the full core domain sequence. Accordingly, the *H2A.Z*-like gene was dropped from the identification list.

### Figures S4 | Limited evaluation of the expression of histone H3 genes using RNA-seq

The gene expression levels of histone H3 genes derived from ENCODE CSHL long RNA-seq data are shown as a heatmap. The columns represent tissues and the rows represent H3 variants. The rainbow colors indicate expression level (log2RPM) as indicated in the color key (blue: low, red: high). The order of rows/columns was determined by hierarchical clustering of expression levels.

### **Figure S5 | Genomic and Epigenomic feature around the novel H3 variants**

IGV screenshots of *H3f3a* (A) and *H3f3b* (B) 14 novel H3 variant genes (C-P). The lanes above Refseq gene shows the ENCODE ChIP-Seq signals of H3ac, H3K4me3, H3K27me3 and the ChIP-Seq Input in C2C12 cells provided by Caltech. The lane named “Prediction” shows the predicted gene structure of novel H3 variants by *in silico* hybridization. The mappability lane shows the unique mappabilities on mouse genome for 50 mer sequence. The rest of data shows CpG Island and Repbase for repetitive DNA elements were shown. The ENCODE ChIP-Seq, CpG islands and Repbase data were loaded by IGV software’s utility. The CRG mappability score were downloaded from below:

<http://hgdownload.cse.ucsc.edu/goldenPath/mm9/encodeDCC/wgEncodeMapability>

### **Figure S6 | Alignment of mouse histone H3 variant’s 3’-UTR sequences**

Clustal-Omega was used to align sequences. The reverse complement sequences were shown to start from 3’-end sequence of 3’-UTR.

### **Figure S7 | Relative expression levels of novel histone H3 genes**

The relative gene expression levels of all 14 variants compared to replication-independent histone genes *H3f3a* and *H3f3b* are shown. The y-axis indicates the ratio of expression level of each gene compared to the sum of 3’-seq tags of H3.3 coding genes (*H3f3a* + *H3f3a*).

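In replicate 1, in which all 16 ratios of H3mm7, H3mm8, H3mm13 and H3mm15 to the summed RPM of H3f3a and H3f3b can be formed, the ratios ran from 0.44 to 14.1 with a median of 3.31, and 13 were above 1. In replicate 2, 12 of 16 could be formed, with a median of 10.2 and 12 above 1. Where both H3f3a and H3f3b are without a read, as in liver of replicate 2, there is no ratio.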

### **Figure S8 | Identification of endogenous H3t and H3mm7**

(A) Coomassie Brilliant Blue (CBB) stain of acid extracted fractions of mouse tissue. Red line indicates fractions that were analyzed by mass spectrometry for the detection of novel histone H3 variants.

**(B–D)** MS/MS spectra assigned for novel H3 variants (H3t and H3mm7). MS/MS spectra corresponding to ions  $m/z$  507.82306 (B), 338.52264 (C) and 472.28198 (D) are represented. The right tables show the observed product ions matched with theoretical ones (y-ions: red and b-ions: blue).

**Figure S9 | Stable incorporation of GFP-fused histone variants in mitotic cells**

Confocal images of GFP-H3 variants in mitotic cells. H3.1, H3.2, H3.3, H3t, H3mm7, H3mm11, H3mm12, H3mm13 and H3mm16 were localized to mitotic chromosomes. H3mm15 and H3mm18 were partly localized to mitotic chromosomes. H3mm6, H3mm8, H3mm9, H3mm10, H3mm14 and H3mm17 appeared to be diffused freely. Scale bars, 10  $\mu\text{m}$

**Figure S10 | Histone variants incorporated into chromatin form nucleosomes.**

Mononucleosomes were prepared from C2C12 myoblast cells (WT) and those expressing GFP-tagged histone H3 variants, using MNase digestion. After binding to HAP resin and extensive washing with 0.5 M NaCl, nucleosomes were eluted using 0.5 M sodium phosphate. **(A)** Nucleosome size was determined by 1.5% agarose gel electrophoresis. The size of the DNA was slightly shorter than the typical mononucleosome (~146 bp), which was probably caused by an extensive MNase digestion to avoid leaving oligonucleosomes. **(B)** GFP-H3 variant-containing mononucleosomes were precipitated using a GFP-specific antibody. All GFP-H3 variants analyzed (i.e., H3.1, H3.3, H3t, H3mm7 and H3mm14) were recovered from mononucleosome samples with other core histones. As the expression of GFP-H3mm7 was lower than the other variants, GFP-H3mm7 was present at a lower concentration in the input mononucleosome sample. To highlight GFP-H3mm7 immunoprecipitates, the WT, H3mm7 and H3mm14 samples were run in a separate gel and subjected to longer exposure.

### **Figure S11 | Cell fusion assay**

C2C12 cells expressing histone-EGFP were fused with recipient HeLa cells expressing mCherry-PCNA. In heterokaryons, H3.1-EGFP and H3t-EGFP, but not H3.3-EGFP and H3mm7-EGFP, were concentrated in mCherry-PCNA-positive replication foci in recipient HeLa nuclei (open arrowheads). Histone-EGFP donor C2C12 nuclei are indicated by closed arrowheads. Scale bar, 10  $\mu$ m.

### **Figure S12 | The expression of non-incorporated GFP-tagged histone H3 variants is unstable**

**(A)** Protein levels of GFP-tagged histone H3 variants based on immunoblots of whole cell lysates of histone H3 variant-expressing C2C12 cells in the undifferentiated state. Immunoblots using anti-GFP antibody could not detect H3mm6, H3mm8m H3mm9, H3mm10, H3mm14 or H3mm17. Hsp90 was used as a loading control.

**(B)** Transcript levels of GFP-tagged histone H3 variants as detected by quantitative RT-PCR. The mRNA level of GFP and neomycin resistance genes (*neoR*) showed that H3mm14 and H3mm18 mRNA levels were high; however, both had low protein levels, as shown in A. mRNA levels were normalized to the expression level of *Gapdh*. The mRNA level of *Eef1a1* was used as a control for the amount of RNA used.

### **Figure S13 | The proteasome is involved in the degradation of histone H3 variants that are unincorporated into chromatin**

C2C12 cells (Wild-type, GFP-H3.1, GFP-H3.3, GFP-H3t, GFP-H3mm7, GFP-H3mm8, GFP-H3mm14 and GFP-H3mm18) were pre-treated with 5  $\mu$ m MG132 for 6 h. Whole cell lysates were analyzed by western blotting using GFP and H3-specific antibodies. The H3-specific antibody was a protein loading control. Unincorporated histone H3 variants

(H3mm8, H3mm14 and H3mm18) increased when the proteasome inhibitor was added to the C2C12 cells expressing them.

**Figure S14 | H3 variant incorporation map of the top 40 contributing genes for PC1+/- and PC2+/-**

**(A)** The columns of the matrix are H3 variant-expressing cells and rows are genes, which are ordered by hierarchical clustering using the measure,  $\log_2$  fold-change (FC);  $\log_2(\text{RPM}_{\text{ChIP}}/\text{RPM}_{\text{Input}})$  calculated within 2 kb of the TSS. Colors indicate the intensities of the FCs as scale-bar located on the left.

**(B)** IGV screen shot of ChIP-Seq data near the PC2+ contributing gene, *Cdsn*. The distribution of H3 variants around *Cdsn* showed specific expression of the D3 group. The signals colored in light and dark orange are the H3 variants of D3 group in the growth and differentiated state, respectively. ChIP-Seq signal intensities are indicated [min-max] to the right of each lane.

## **Supplemental Tables**

### **Table S1 | Predicted CDS of mouse H3 variants**

(Additional file 2 in Excel format)

### **Table S2 | Predicted CDS of human histone H3/H4 variants**

(Additional file 3 in Excel format)

### **Table S3 | Predicted CDS of rat histone H3 variants**

(Additional file 4 in Excel format)

### **Table S4 | Similarity of amino acid and DNA sequence**

(Additional file 5 in Excel format)

### **Table S5-S7**

(in next page)

**Table S5 | Predicted histone H2A and H2B variant**

| Gene symbol             | Locus (Strand)                 | Product                 | Type      | Status     |
|-------------------------|--------------------------------|-------------------------|-----------|------------|
| -                       | chr5:143918809-143919139 ( - ) | H2A.J like <sup>a</sup> | unknown   | full-frame |
| ( <i>Gm8203</i> )       | chr6:116123754-116124141 ( + ) | H2A.Z like <sup>a</sup> | unknown   | full-frame |
| -                       | chr9:17902398-17902725 ( + )   | H2A.J like              | unknown   | Nonsense   |
| ( <i>Gm17284</i> )      | chr12:84961630-84961834 ( - )  | H2A.Z like              | predicted | missense   |
| ( <i>Gm11336</i> )      | chr13:23837988-23838276 ( - )  | H2A.3 like              | predicted | missense   |
| ( <i>Gm12957</i> )      | chr4:119193595-119193971 ( + ) | H2B1F like              | predicted | missense   |
| ( <i>Gm6574</i> )       | chr7:111677552-111677585 ( - ) | -                       | pseudo    | missense   |
| ( <i>Hist3h2bb-ps</i> ) | chr11:58767549-58767930 ( - )  | H2B3B                   | pseudo    | full-frame |

<sup>a</sup> Used sequences in Figure S3B.

**Table S6 | 3'-seq-quantified individual gene expression levels of novel H3 variants**

| <b>H3 variant</b> | <b>Brain</b> | <b>Liver</b> | <b>SKMuscle</b> | <b>Testis</b> | <b>C2C12-Growth state</b> | <b>C2C12-Differentiated state</b> |
|-------------------|--------------|--------------|-----------------|---------------|---------------------------|-----------------------------------|
| <i>H3f3a</i>      | 1.55         | 0.00         | 0.13            | 1.09          | 7.41                      | 2.53                              |
| <i>H3f3b</i>      | 0.00         | 0.00         | 0.13            | 2.18          | 0.00                      | 3.80                              |
| <i>H3mm6</i>      | 0.00         | 0.00         | 0.00            | 0.14          | 0.00                      | 0.00                              |
| <i>H3mm7</i>      | 5.68         | 1.58         | 7.80            | 39.48         | 9.26                      | 9.36                              |
| <i>H3mm8</i>      | 1.72         | 1.11         | 2.08            | 8.98          | 7.41                      | 2.28                              |
| <i>H3mm9</i>      | 0.00         | 0.00         | 0.00            | 0.14          | 0.00                      | 0.00                              |
| <i>H3mm10</i>     | 0.00         | 0.00         | 0.00            | 0.00          | 0.00                      | 0.00                              |
| <i>H3mm11</i>     | 0.00         | 0.95         | 0.00            | 0.00          | 0.00                      | 0.00                              |
| <i>H3mm12</i>     | 0.00         | 0.00         | 0.00            | 0.00          | 0.00                      | 0.00                              |
| <i>H3mm13</i>     | 12.73        | 3.48         | 21.85           | 15.11         | 1.85                      | 6.33                              |
| <i>H3mm14</i>     | 0.00         | 0.63         | 0.13            | 0.27          | 0.00                      | 0.00                              |
| <i>H3mm15</i>     | 35.43        | 9.81         | 69.96           | 55.41         | 37.04                     | 43.52                             |
| <i>H3mm16</i>     | 0.00         | 0.00         | 0.00            | 0.14          | 0.00                      | 0.00                              |
| <i>H3mm17</i>     | 0.00         | 0.00         | 0.00            | 0.00          | 0.00                      | 0.00                              |
| <i>H3mm18</i>     | 0.00         | 0.00         | 0.00            | 0.00          | 0.00                      | 0.00                              |
| <i>H3t</i>        | 0.00         | 0.00         | 0.00            | 0.41          | 0.00                      | 0.00                              |

Table S7 | Correlation coefficients between gene expression profile pairs

| H3.1 (G)   |      |         |          |      |          |          |            |            |            |           |            |
|------------|------|---------|----------|------|----------|----------|------------|------------|------------|-----------|------------|
| H3t (G)    |      |         | H3.2 (G) |      |          | H3.3 (G) |            |            | H3mm7 (G)  |           |            |
| H3t        | 0.90 | H3t (G) | H3.2     | 0.92 | H3.2 (G) | H3.3     | 0.97       | H3.3 (G)   | H3mm7      | H3mm7 (G) |            |
| H3.2       | 0.96 | 0.92    |          |      |          |          |            |            |            |           |            |
| H3.3       | 0.99 | 0.90    | 0.95     |      |          |          |            |            |            |           |            |
| H3mm7      | 0.96 | 0.91    | 0.92     | 0.97 |          |          |            |            |            |           |            |
| H3mm11     | 0.95 | 0.93    | 0.96     | 0.95 | 0.95     | 0.95     |            |            |            |           |            |
| H3mm12     | 0.95 | 0.92    | 0.97     | 0.94 | 0.93     | 0.98     | H3mm11 (G) |            |            |           |            |
| H3mm13     | 0.92 | 0.88    | 0.97     | 0.92 | 0.90     | 0.96     | H3mm12 (G) | H3mm13 (G) |            |           |            |
| H3mm16     | 0.94 | 0.90    | 0.96     | 0.94 | 0.93     | 0.97     | 0.98       | 0.98       | H3mm16 (G) |           |            |
| Growth (G) |      |         |          |      |          |          |            |            |            |           |            |
| H3.1       | 0.91 | 0.85    | 0.90     | 0.90 | 0.87     | 0.90     | 0.91       | 0.87       | 0.87       | H3.1 (D)  |            |
| H3t        | 0.85 | 0.87    | 0.90     | 0.84 | 0.81     | 0.89     | 0.91       | 0.88       | 0.88       | 0.95      | H3t (D)    |
| H3.2       | 0.80 | 0.81    | 0.84     | 0.79 | 0.76     | 0.81     | 0.83       | 0.81       | 0.80       | 0.91      | H3.2 (D)   |
| H3.3       | 0.89 | 0.80    | 0.87     | 0.90 | 0.85     | 0.85     | 0.85       | 0.83       | 0.82       | 0.92      | H3.3 (D)   |
| H3mm7      | 0.87 | 0.83    | 0.85     | 0.88 | 0.89     | 0.84     | 0.83       | 0.80       | 0.80       | 0.87      | H3mm7 (D)  |
| H3mm11     | 0.86 | 0.80    | 0.88     | 0.87 | 0.82     | 0.85     | 0.85       | 0.85       | 0.84       | 0.90      | H3mm11 (D) |
| H3mm12     | 0.76 | 0.72    | 0.80     | 0.76 | 0.72     | 0.78     | 0.80       | 0.80       | 0.77       | 0.89      | H3mm12 (D) |
| H3mm13     | 0.80 | 0.76    | 0.83     | 0.80 | 0.77     | 0.82     | 0.83       | 0.83       | 0.82       | 0.90      | H3mm13 (D) |
| H3mm16     | 0.80 | 0.76    | 0.83     | 0.80 | 0.77     | 0.82     | 0.83       | 0.83       | 0.82       | 0.90      |            |

## Supplemental Tables Legends

### Table S1 | Predicted CDS of mouse H3 variants

H3 variant screening results from mouse genome (mm9). Prediction IDs come from our screening method and are written sequentially in genomic coordinate. The list contains predicted CDS coding > 30 a.a.. Gene names (in parentheses) are the known provisional or computationally predicted gene names.

### Table S2 | Predicted CDS of human histone H3/H4 variants

H3 and H4 variant screening results from human genome (hg19). Gene names assigned in the column “Ensemble gene name” are based on overlapping genes annotated by Ensembl project. The columns “Blast gi” and “Description” are based on BLAST (Basic Local Alignment Search Tool) search results using the protein sequence shown in “Predicted product”.

### Table S3 | Predicted CDSs of rat histone H3 variants

H3 variant screening results from rat genome (rn5). The table shows predicted locus, protein product and of rat H3 variants. The gene name is given by overlapping gene definition of Ensembl genes (Rnor 5.0.73).

### Table S4 | Similarity of amino acid and DNA sequence

Sequence similarities between mouse H3 variants. Data below the diagonal show DNA sequence similarities; above show amino acid sequence similarities. Two similarity measures in each cell are separated by the vertical dotted lines: left is the edit distance (Levenshtein distance) with the unit of a.a./base; right is the percent identity.

**Table S5 | Predicted histone H2A and H2B variants**

Screening results of mouse histone H2A/B. The column “Gene symbol” shows the known provisional or computationally predicted gene names (pseudo or predicted in Type column).

**Table S6 | 3'-seq-quantified individual gene expression levels of novel H3 variants**

Gene expression levels of histone H3 variants quantified by 3'-seq analysis. Numbers indicate expression levels calculated as RPM normalized read counts mapped in the 3'-UTR region.

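Table S6 gives RPM for 16 H3 genes in 6 libraries. Its 96 values equal those of replicate 2 of the deposited tables, within 0.005 RPM. The libraries differ in depth, so that 1 read is worth 0.130 RPM in skeletal muscle and 1.85 RPM in growing C2C12 cells of this replicate.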

**Table S7 | Correlation coefficients between gene expression profile pairs**

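A coefficient of this kind is computed across genes for a pair of cell lines, from the expression values of all genes in both. It is close to 1 when the same genes are high and low in both lines. Its size depends on whether the values are taken on a linear or a log scale, since a few very abundant transcripts dominate on the linear scale.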

Pearson's correlation coefficients of gene expression profiles of forced H3 variant expression cells.

## Supplemental References

1. Bateman A, Martin MJ, O'Donovan C, Magrane M, Apweiler R, Alpi E et al. UniProt: a hub for protein information. *Nucleic Acids Research*. 2015;43(D1):D204-D12. doi:DOI 10.1093/nar/gku989.
2. Sievers F, Wilm A, Dineen D, Gibson TJ, Karplus K, Li WZ et al. Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Molecular Systems Biology*. 2011;7. doi:ARTN 539 DOI 10.1038/msb.2011.75.
3. Huson DH, Richter DC, Rausch C, DeZulian T, Franz M, Rupp R. Dendroscope: An interactive viewer for large phylogenetic trees. *Bmc Bioinformatics*. 2007;8. doi:ArtN 460 Doi 10.1186/1471-2105-8-460.
4. Lee JO, Lee SK, Kim N, Kim JH, You GY, Moon JW et al. E3 ubiquitin ligase, WWP1, interacts with AMPKalpha2 and down-regulates its expression in skeletal muscle C2C12 cells. *J Biol Chem*. 2013;288(7):4673-80. doi:10.1074/jbc.M112.406009.
5. Harada A, Maehara K, Sato Y, Konno D, Tachibana T, Kimura H et al. Incorporation of histone H3.1 suppresses the lineage potential of skeletal muscle. *Nucleic Acids Res*. 2015;43(2):775-86. doi:10.1093/nar/gku1346.
6. Schmidtzachmann MS, Dargemont C, Kuhn LC, Nigg EA. Nuclear Export of Proteins - the Role of Nuclear Retention. *Cell*. 1993;74(3):493-504. doi:Doi 10.1016/0092-8674(93)80051-F.
7. Kimura H, Cook PR. Kinetics of core histones in living human cells: Little exchange of H3 and H4 and some rapid exchange of H2B. *J Cell Biol*. 2001;153(7):1341-53. doi:DOI 10.1083/jcb.153.7.1341.
8. Sato K, Ishiai M, Toda K, Furukoshi S, Osakabe A, Tachiwana H et al. Histone chaperone activity of Fanconi anemia proteins, FANCD2 and FANCI, is required for DNA crosslink repair. *Embo J*. 2012;31(17):3524-36. doi:DOI 10.1038/emboj.2012.197.

Figure S1

*Hist1h3a* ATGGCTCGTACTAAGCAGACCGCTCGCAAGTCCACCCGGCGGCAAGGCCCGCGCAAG 57  
*Hist2h3b* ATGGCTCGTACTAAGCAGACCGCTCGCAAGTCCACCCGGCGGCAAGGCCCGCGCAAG 57  
*H3 t* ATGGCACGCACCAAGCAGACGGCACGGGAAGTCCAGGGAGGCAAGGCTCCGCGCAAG 57  
*H3mm8* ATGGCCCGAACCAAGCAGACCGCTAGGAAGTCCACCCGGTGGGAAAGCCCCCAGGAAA 57  
*H3f3b* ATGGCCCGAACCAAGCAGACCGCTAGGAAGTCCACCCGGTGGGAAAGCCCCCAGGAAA 57  
*H3f3a* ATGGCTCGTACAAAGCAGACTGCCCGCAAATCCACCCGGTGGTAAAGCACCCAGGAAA 57  
*H3mm11* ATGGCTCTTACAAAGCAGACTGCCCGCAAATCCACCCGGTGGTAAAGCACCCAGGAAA 57  
*H3mm15* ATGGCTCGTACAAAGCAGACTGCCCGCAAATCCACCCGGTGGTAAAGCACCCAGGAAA 57  
*H3mm16* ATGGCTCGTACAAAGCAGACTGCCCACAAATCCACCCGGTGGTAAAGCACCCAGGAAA 57  
*H3mm13* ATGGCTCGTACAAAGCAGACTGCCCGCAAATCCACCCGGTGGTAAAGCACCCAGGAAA 57  
*H3mm7* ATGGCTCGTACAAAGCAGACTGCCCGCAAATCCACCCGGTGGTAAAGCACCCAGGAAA 57  
*H3mm12* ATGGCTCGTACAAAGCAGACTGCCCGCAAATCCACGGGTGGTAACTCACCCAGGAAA 57  
*H3mm6* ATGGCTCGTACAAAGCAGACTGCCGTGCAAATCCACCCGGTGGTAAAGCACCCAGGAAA 57  
*H3mm18* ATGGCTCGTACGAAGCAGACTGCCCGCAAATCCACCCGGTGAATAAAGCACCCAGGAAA 57  
*H3mm17* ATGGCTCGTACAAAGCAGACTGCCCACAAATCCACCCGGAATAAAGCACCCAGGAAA 57  
*H3mm10* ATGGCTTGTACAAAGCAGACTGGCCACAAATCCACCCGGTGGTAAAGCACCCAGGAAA 57  
*H3mm14* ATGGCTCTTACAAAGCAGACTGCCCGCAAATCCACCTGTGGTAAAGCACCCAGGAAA 57  
*H3mm9* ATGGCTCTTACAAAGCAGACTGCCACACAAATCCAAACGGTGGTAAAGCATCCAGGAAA 57

Consensus

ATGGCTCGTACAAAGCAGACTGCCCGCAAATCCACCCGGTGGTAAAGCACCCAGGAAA

*Hist1h3a* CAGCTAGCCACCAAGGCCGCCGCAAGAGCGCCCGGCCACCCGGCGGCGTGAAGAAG 114  
*Hist2h3b* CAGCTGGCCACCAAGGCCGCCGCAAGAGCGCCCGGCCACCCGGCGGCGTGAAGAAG 114  
*H3 t* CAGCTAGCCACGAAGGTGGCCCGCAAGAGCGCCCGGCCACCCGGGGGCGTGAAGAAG 114  
*H3mm8* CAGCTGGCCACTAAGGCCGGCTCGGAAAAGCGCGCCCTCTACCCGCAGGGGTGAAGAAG 114  
*H3f3b* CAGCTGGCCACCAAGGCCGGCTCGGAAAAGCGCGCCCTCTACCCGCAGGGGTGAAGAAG 114  
*H3f3a* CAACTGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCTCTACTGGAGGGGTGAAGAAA 114  
*H3mm11* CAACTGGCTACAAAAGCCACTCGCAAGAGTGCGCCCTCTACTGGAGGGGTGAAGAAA 114  
*H3mm15* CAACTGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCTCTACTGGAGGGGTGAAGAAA 114  
*H3mm16* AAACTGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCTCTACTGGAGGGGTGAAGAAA 114  
*H3mm13* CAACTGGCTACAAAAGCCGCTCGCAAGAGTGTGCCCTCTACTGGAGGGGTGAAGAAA 114  
*H3mm7* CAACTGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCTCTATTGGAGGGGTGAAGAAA 114  
*H3mm12* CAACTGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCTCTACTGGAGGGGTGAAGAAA 114  
*H3mm6* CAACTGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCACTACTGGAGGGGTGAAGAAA 114  
*H3mm18* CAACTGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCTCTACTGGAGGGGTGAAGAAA 114  
*H3mm17* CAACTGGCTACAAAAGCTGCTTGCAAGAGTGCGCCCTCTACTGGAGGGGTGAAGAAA 114  
*H3mm10* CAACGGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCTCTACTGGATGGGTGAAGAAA 114  
*H3mm14* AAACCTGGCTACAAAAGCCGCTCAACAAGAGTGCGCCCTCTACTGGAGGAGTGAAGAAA 114  
*H3mm9* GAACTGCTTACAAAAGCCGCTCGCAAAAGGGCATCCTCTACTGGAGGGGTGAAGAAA 114

Consensus

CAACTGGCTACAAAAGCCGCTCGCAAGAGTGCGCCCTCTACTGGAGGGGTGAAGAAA

*Hist1h3a* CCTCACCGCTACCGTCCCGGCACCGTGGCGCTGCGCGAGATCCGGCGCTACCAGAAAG 171  
*Hist2h3b* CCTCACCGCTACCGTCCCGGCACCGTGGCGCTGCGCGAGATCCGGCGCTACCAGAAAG 171  
*H3 t* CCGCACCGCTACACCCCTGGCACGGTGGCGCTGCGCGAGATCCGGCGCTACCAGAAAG 171  
*H3mm8* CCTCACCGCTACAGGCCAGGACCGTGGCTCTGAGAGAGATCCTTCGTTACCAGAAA 171  
*H3f3b* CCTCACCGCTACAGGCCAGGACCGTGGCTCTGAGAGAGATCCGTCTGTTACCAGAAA 171  
*H3f3a* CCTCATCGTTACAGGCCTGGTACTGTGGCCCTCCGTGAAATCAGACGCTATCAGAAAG 171  
*H3mm11* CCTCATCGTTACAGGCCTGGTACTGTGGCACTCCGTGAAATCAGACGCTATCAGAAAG 171  
*H3mm15* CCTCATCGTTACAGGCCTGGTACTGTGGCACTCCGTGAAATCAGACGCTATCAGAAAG 171  
*H3mm16* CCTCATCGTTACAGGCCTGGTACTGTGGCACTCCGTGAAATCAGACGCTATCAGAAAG 171  
*H3mm13* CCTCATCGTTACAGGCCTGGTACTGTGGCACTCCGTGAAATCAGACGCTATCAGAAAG 171  
*H3mm7* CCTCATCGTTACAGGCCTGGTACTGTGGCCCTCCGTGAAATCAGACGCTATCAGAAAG 171  
*H3mm12* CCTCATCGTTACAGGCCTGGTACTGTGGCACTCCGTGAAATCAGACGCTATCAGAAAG 171  
*H3mm6* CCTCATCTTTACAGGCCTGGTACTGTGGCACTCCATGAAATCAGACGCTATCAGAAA 171  
*H3mm18* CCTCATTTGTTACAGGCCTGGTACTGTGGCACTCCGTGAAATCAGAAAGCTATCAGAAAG 171  
*H3mm17* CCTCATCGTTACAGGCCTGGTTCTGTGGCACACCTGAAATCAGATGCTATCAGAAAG 171  
*H3mm10* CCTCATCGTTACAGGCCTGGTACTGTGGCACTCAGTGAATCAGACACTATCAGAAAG 171  
*H3mm14* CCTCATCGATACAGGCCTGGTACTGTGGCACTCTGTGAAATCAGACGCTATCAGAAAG 171  
*H3mm9* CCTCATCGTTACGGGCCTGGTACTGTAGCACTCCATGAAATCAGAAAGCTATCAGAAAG 171

Consensus

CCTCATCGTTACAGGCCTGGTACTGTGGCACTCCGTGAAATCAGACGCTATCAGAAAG

*Hist1h3a* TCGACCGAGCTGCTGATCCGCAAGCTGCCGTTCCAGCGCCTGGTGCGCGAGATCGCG 228  
*Hist2h3b* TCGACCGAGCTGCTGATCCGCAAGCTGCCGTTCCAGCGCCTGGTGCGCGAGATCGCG 228  
*H3 t* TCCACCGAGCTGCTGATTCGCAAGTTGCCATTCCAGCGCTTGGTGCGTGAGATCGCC 228  
*H3mm8* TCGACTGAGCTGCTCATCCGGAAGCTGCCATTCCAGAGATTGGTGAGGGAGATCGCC 228  
*H3f3b* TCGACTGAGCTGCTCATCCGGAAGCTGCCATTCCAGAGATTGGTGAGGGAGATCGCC 228  
*H3f3a* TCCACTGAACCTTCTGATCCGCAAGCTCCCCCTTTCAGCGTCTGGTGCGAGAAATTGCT 228  
*H3mm11* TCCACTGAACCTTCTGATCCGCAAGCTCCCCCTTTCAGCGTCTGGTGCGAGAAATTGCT 228  
*H3mm15* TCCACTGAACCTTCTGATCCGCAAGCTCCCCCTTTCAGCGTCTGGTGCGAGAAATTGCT 228  
*H3mm16* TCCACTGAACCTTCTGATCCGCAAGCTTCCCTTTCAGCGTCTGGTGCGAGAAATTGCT 228  
*H3mm13* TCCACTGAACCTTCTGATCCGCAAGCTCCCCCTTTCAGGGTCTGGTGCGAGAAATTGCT 228  
*H3mm7* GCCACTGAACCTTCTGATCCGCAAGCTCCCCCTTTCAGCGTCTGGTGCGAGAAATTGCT 228  
*H3mm12* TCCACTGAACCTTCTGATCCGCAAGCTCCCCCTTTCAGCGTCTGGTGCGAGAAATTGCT 228  
*H3mm6* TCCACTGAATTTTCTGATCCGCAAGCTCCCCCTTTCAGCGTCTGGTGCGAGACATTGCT 228  
*H3mm18* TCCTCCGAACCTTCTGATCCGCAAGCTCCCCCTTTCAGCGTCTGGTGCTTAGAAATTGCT 228  
*H3mm17* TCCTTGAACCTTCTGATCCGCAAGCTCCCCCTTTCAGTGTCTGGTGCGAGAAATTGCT 228  
*H3mm10* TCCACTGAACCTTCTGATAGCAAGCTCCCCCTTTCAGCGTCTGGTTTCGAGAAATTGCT 228  
*H3mm14* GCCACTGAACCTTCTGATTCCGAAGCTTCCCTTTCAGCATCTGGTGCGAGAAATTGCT 228  
*H3mm9* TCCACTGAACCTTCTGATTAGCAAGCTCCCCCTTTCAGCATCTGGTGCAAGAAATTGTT 228

Consensus

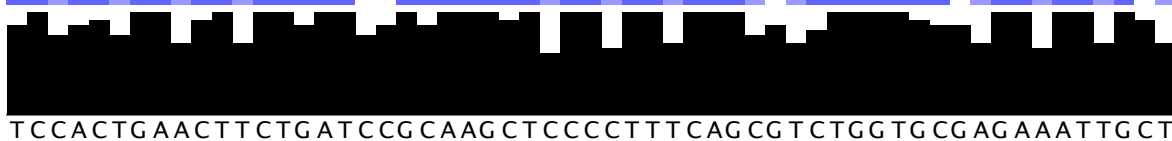

*Hist1h3a* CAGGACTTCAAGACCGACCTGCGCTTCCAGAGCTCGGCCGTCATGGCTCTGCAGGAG 285  
*Hist2h3b* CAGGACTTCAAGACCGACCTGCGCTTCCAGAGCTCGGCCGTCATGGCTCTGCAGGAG 285  
*H3 t* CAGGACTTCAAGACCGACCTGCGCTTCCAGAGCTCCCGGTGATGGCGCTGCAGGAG 285  
*H3mm8* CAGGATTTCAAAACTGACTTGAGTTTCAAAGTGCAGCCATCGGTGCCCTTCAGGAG 285  
*H3f3b* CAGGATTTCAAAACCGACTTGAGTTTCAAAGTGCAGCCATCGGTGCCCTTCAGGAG 285  
*H3f3a* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm11* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm15* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm16* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm13* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm7* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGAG 285  
*H3mm12* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm6* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm18* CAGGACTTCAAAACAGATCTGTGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm17* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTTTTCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm10* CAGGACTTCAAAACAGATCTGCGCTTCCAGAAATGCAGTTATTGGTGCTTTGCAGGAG 285  
*H3mm14* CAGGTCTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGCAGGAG 285  
*H3mm9* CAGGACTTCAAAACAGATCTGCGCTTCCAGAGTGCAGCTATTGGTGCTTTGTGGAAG 285

Consensus

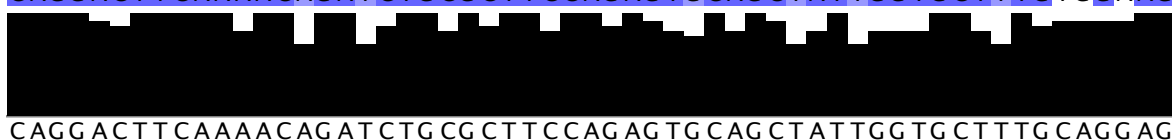

*Hist1h3a* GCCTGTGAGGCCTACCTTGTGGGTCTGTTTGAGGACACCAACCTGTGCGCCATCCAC 342  
*Hist2h3b* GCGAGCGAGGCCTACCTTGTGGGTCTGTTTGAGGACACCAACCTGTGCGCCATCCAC 342  
*H3 t* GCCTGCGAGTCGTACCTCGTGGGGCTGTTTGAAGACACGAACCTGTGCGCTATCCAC 342  
*H3mm8* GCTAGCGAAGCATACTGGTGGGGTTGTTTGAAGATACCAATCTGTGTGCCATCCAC 342  
*H3f3b* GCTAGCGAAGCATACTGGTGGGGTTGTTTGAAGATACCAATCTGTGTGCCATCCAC 342  
*H3f3a* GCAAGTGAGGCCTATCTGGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm11* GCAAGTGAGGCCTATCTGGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm15* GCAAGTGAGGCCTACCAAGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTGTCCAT 342  
*H3mm16* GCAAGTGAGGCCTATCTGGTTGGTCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm13* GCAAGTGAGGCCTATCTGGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm7* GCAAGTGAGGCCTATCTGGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm12* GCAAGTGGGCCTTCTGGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm6* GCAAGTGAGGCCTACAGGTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm18* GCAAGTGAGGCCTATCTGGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm17* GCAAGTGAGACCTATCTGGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm10* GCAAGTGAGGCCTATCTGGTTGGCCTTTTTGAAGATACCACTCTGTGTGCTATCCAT 342  
*H3mm14* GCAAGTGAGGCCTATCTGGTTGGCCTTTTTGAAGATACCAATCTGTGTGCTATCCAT 342  
*H3mm9* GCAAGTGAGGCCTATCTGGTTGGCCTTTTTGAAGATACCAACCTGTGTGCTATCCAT 342

Consensus

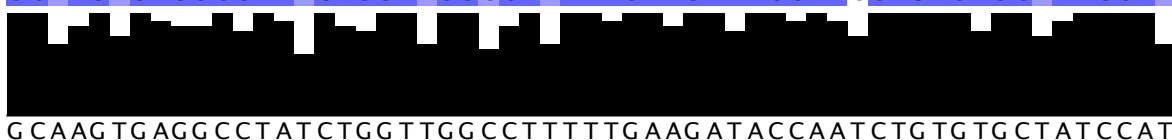

Figure S2

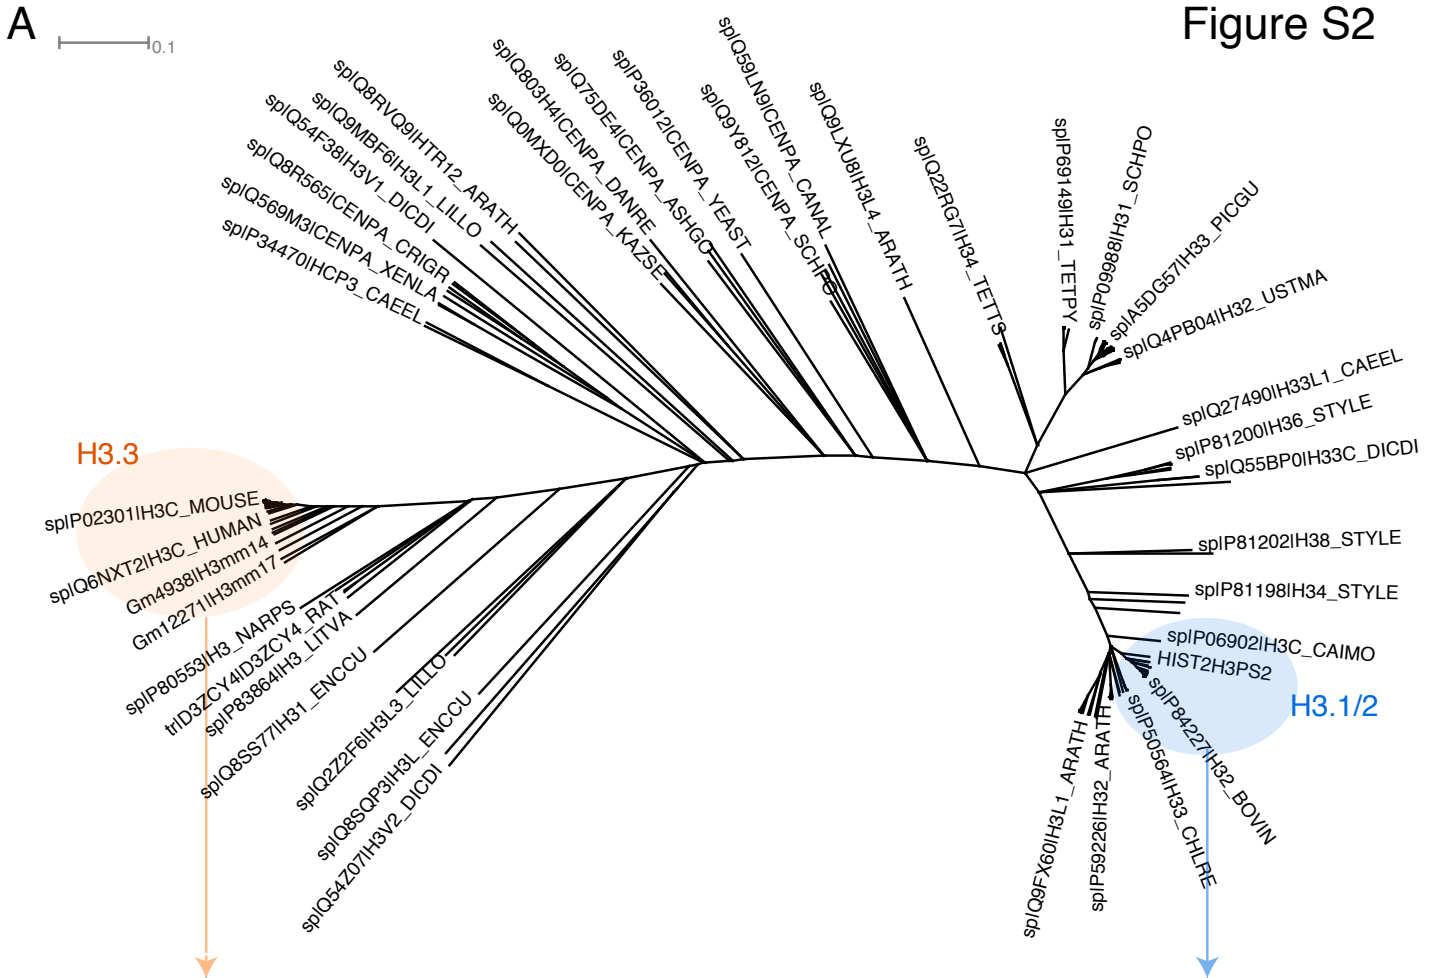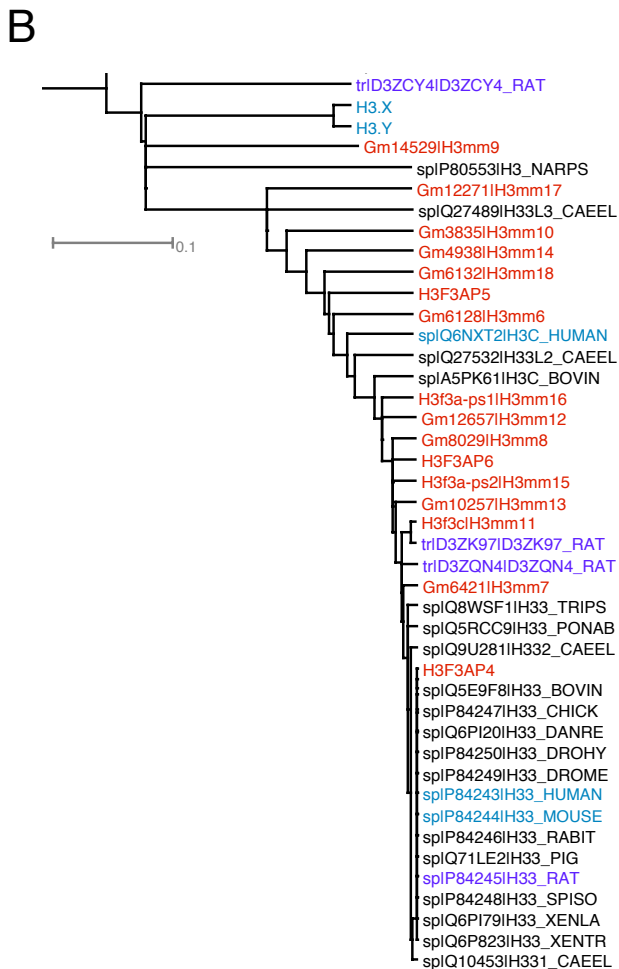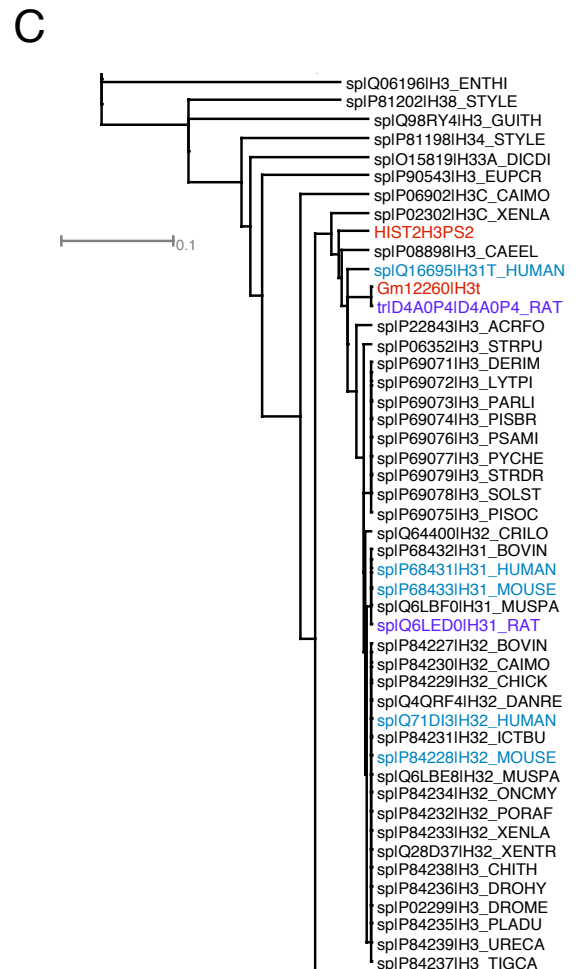

Figure S3

A

|           |                                                              |
|-----------|--------------------------------------------------------------|
| H3.1      | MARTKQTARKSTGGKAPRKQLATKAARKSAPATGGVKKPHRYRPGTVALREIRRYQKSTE |
| Human H3T | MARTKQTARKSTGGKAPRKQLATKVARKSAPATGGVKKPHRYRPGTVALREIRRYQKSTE |
| Mouse H3t | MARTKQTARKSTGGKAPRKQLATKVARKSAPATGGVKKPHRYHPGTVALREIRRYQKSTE |
|           | *****.*****;                                                 |
| H3.1      | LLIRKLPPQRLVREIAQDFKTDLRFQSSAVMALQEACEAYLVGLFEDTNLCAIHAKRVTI |
| Human H3T | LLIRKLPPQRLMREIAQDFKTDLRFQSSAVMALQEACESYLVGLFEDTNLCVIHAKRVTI |
| Mouse H3t | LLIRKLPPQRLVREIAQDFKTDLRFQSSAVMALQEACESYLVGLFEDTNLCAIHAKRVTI |
|           | *****.*****.*****.*****                                      |
| H3.1      | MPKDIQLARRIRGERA                                             |
| Human H3T | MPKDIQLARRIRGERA                                             |
| Mouse H3t | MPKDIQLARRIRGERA                                             |
|           | *****                                                        |

B

|            |                                                               |
|------------|---------------------------------------------------------------|
| H2A.Z      | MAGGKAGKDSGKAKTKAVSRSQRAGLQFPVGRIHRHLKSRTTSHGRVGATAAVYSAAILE  |
| H2A.Z like | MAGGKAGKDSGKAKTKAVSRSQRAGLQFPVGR-----                         |
| H2A.J      | --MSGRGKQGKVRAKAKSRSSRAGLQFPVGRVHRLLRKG-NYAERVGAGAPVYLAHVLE   |
| H2A.J like | -----MGRVHRLLRKG-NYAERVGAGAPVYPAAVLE                          |
|            | : **                                                          |
| H2A.Z      | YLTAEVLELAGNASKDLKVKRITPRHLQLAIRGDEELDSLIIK-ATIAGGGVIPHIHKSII |
| H2A.Z like | -----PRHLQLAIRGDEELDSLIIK-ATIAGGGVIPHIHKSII                   |
| H2A.J      | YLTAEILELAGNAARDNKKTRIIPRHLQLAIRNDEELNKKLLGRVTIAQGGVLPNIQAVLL |
| H2A.J like | CL--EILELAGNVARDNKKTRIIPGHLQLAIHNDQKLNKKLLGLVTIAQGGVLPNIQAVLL |
|            | * *****: *::*:.*: .*** ***:*.*: *:                            |
| H2A.Z      | GKKGQQKTV-----                                                |
| H2A.Z like | GKKGQQKTV-----                                                |
| H2A.J      | PKKTESQKVSK-----                                              |
| H2A.J like | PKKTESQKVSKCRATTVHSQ                                          |
|            | ** :.:.*                                                      |

Figure S4

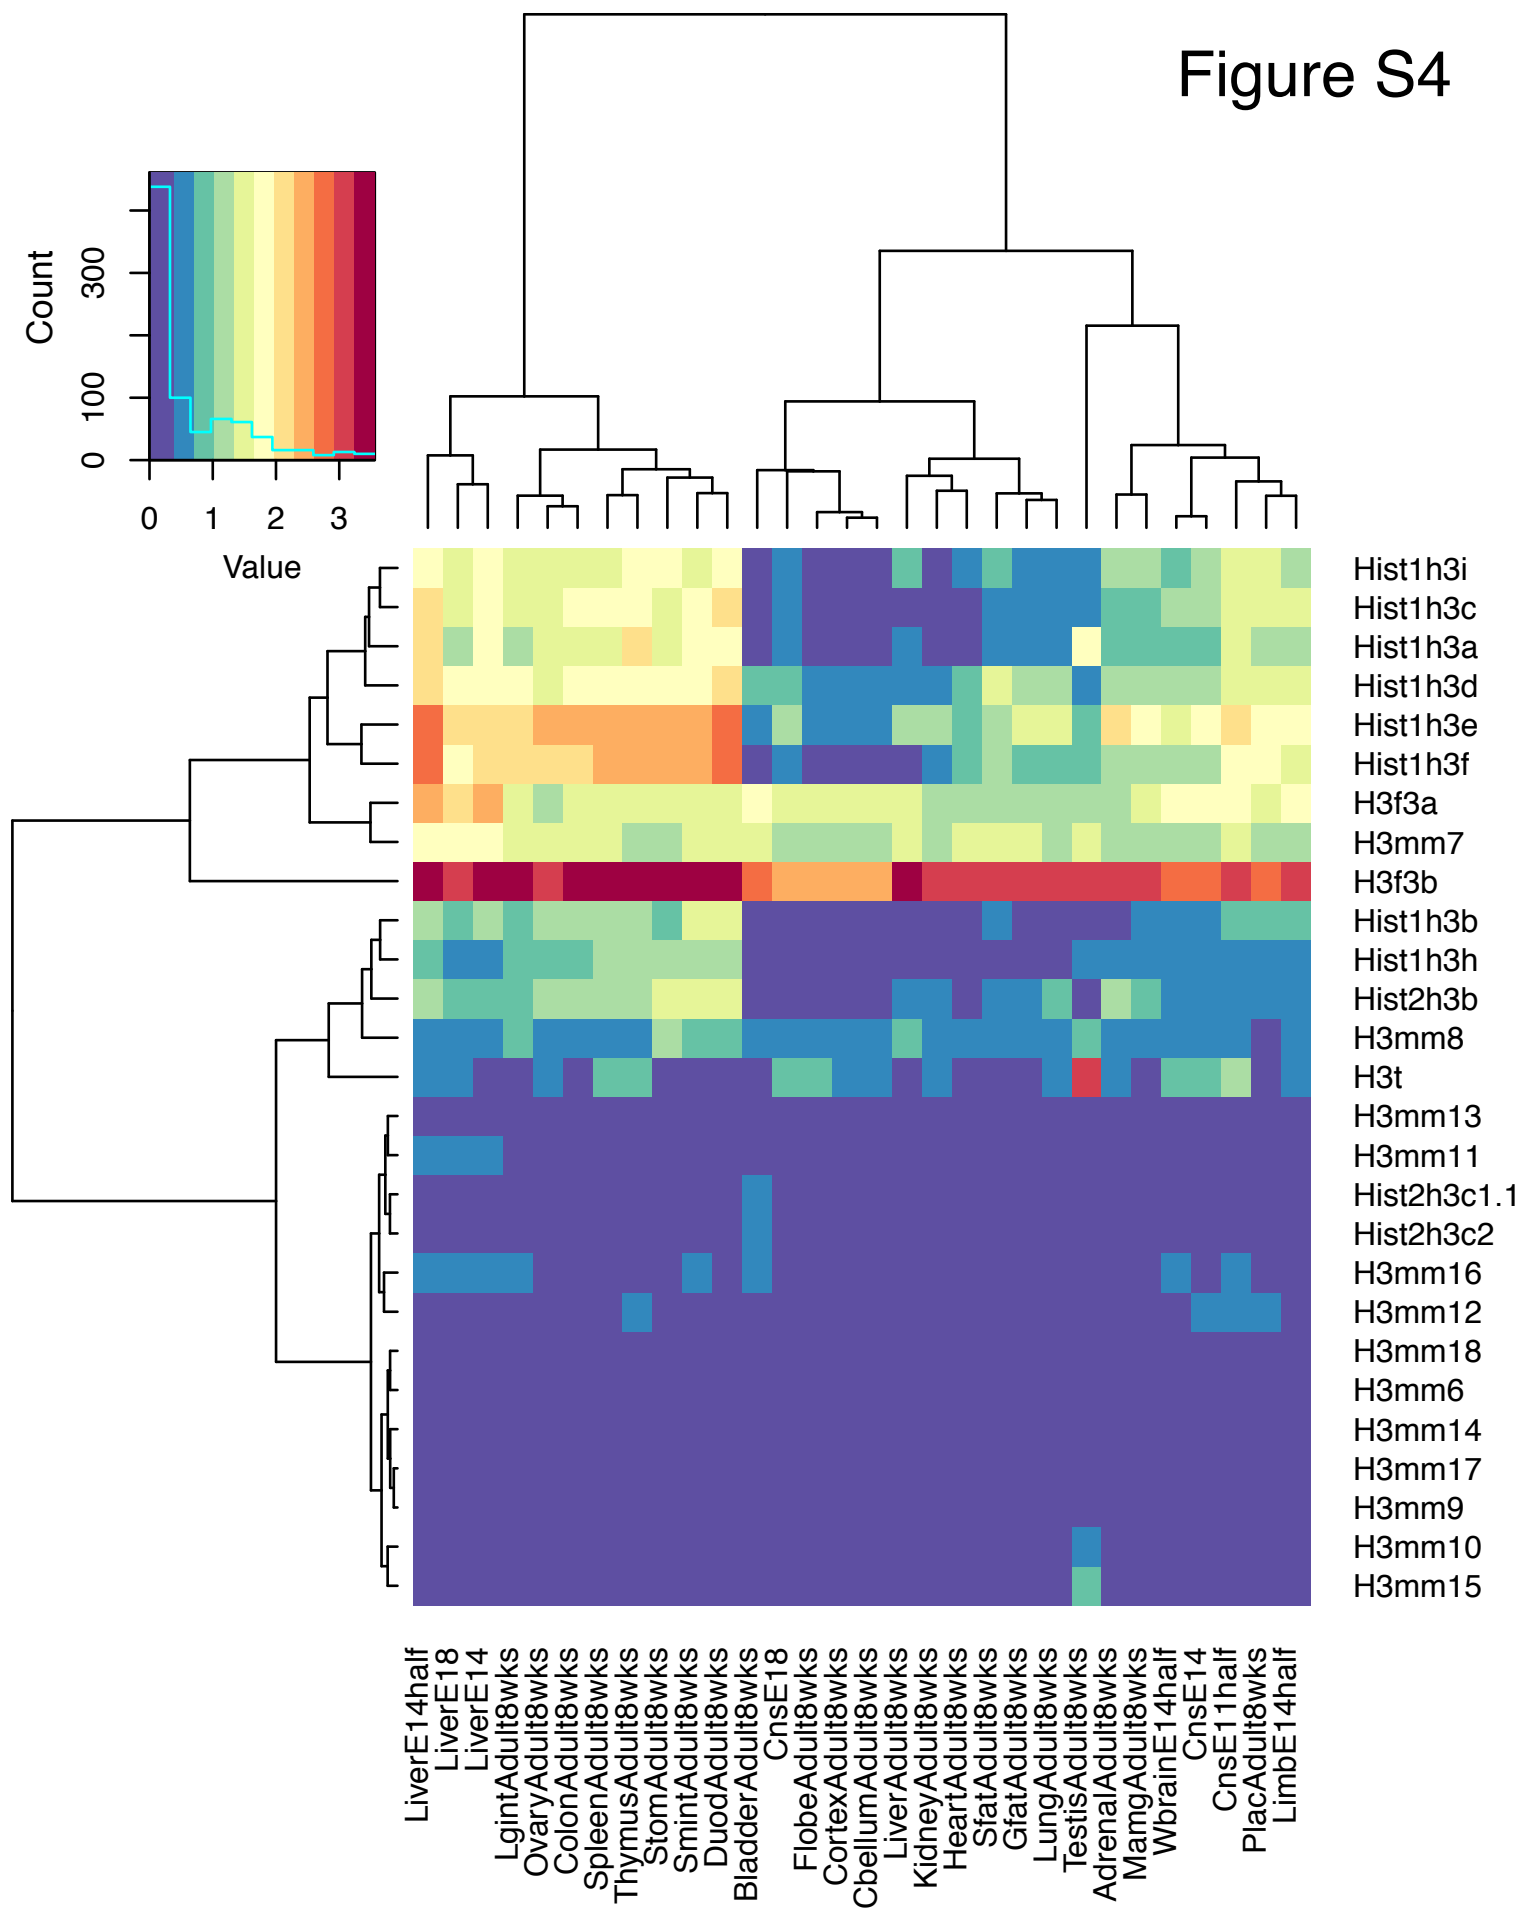

Fig. S5A (H3.3)

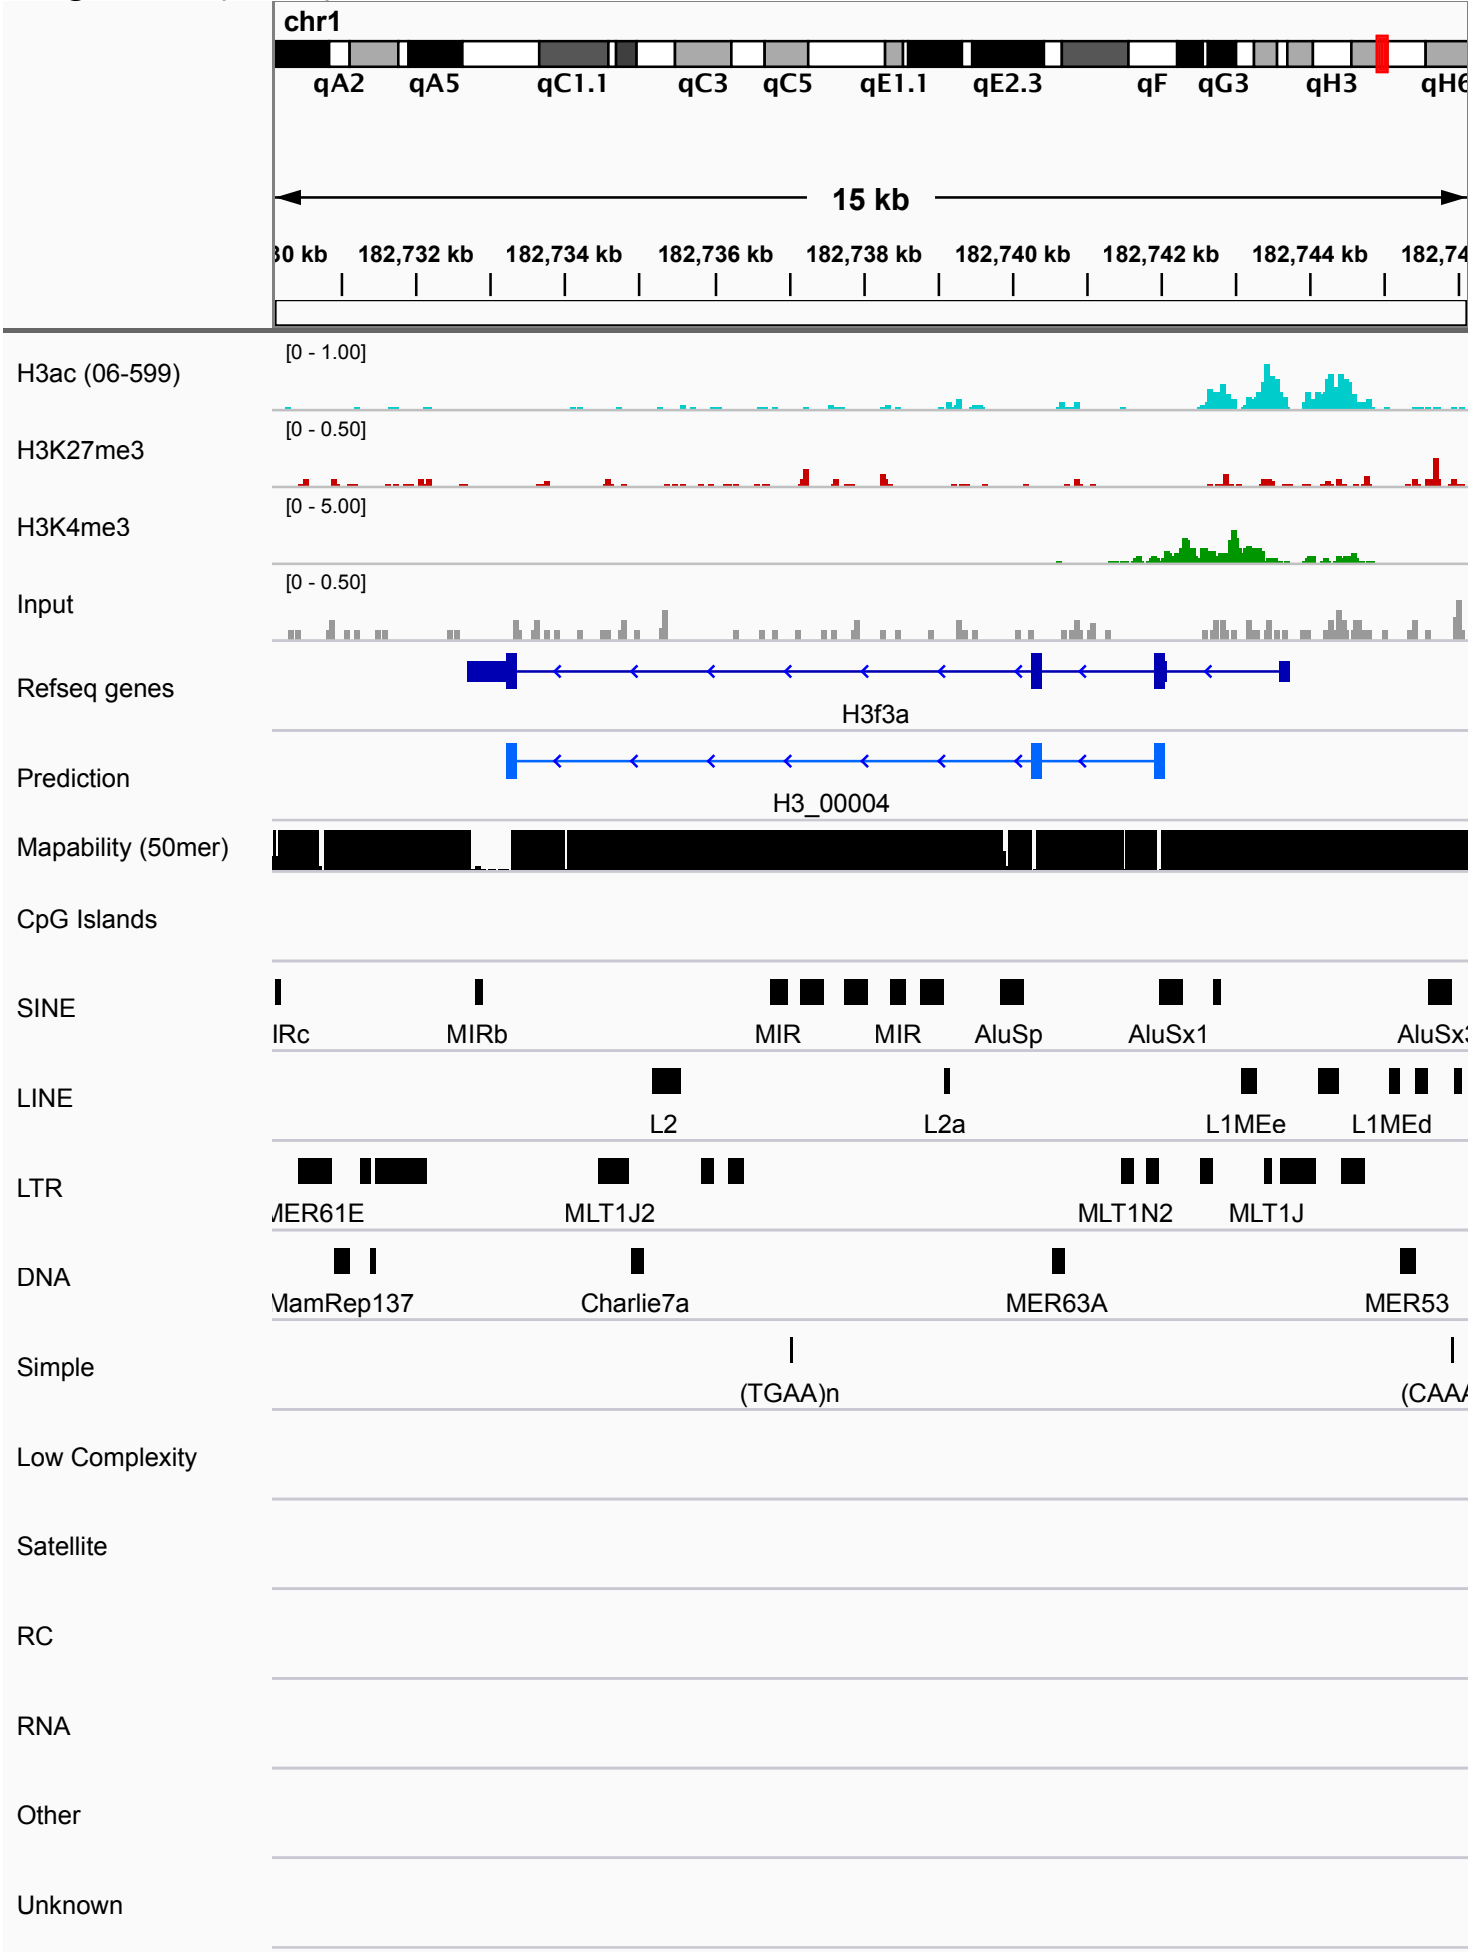

Fig. S5B (H3.3)

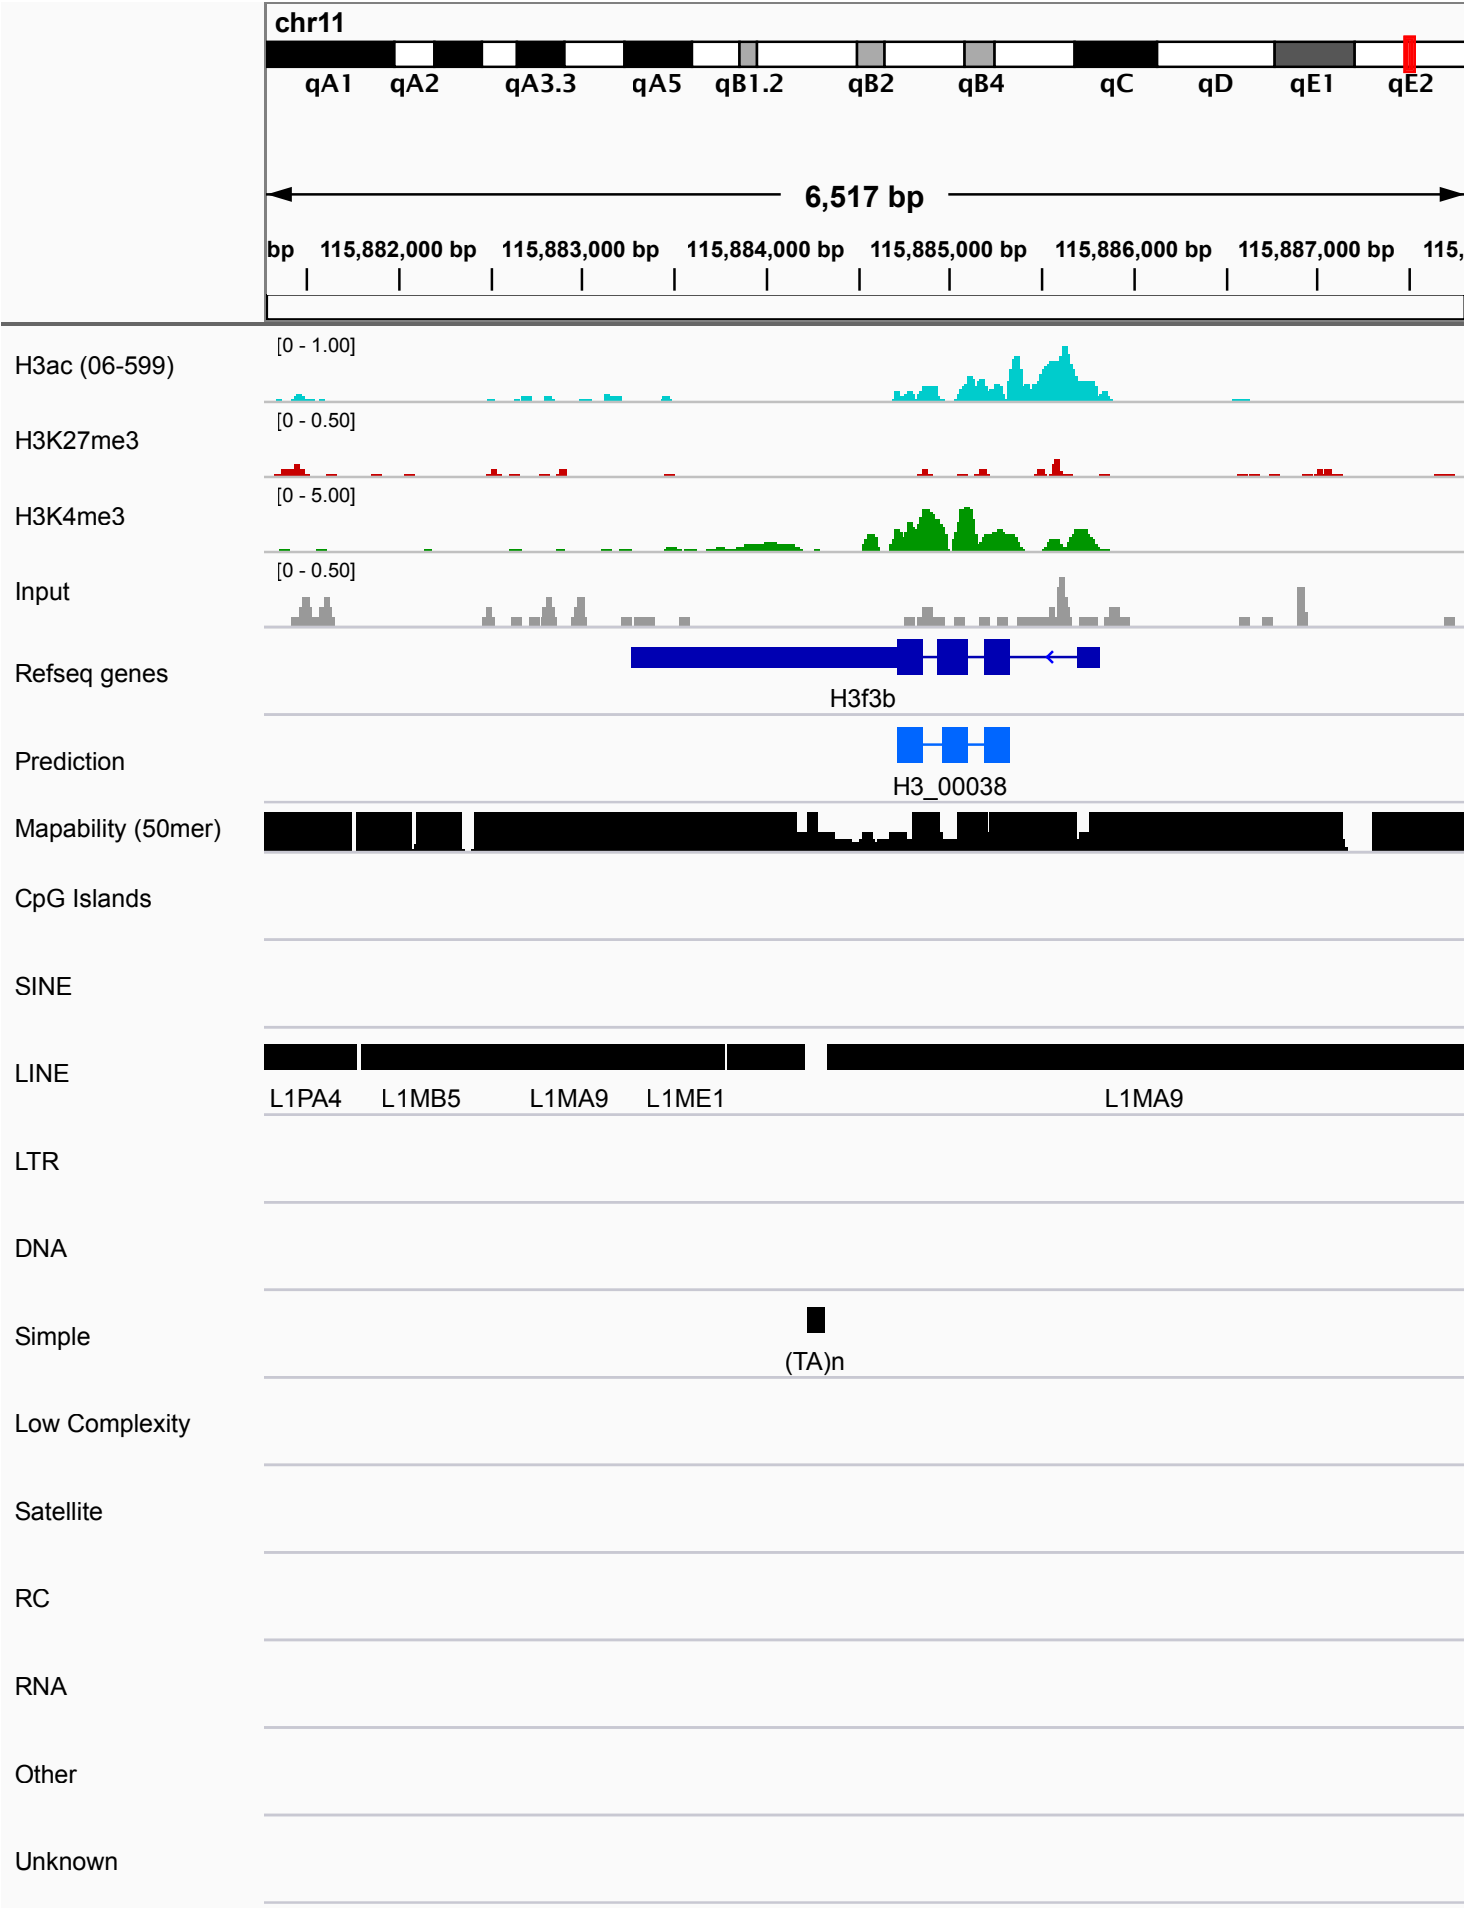

Fig. S5C (H3mm8)

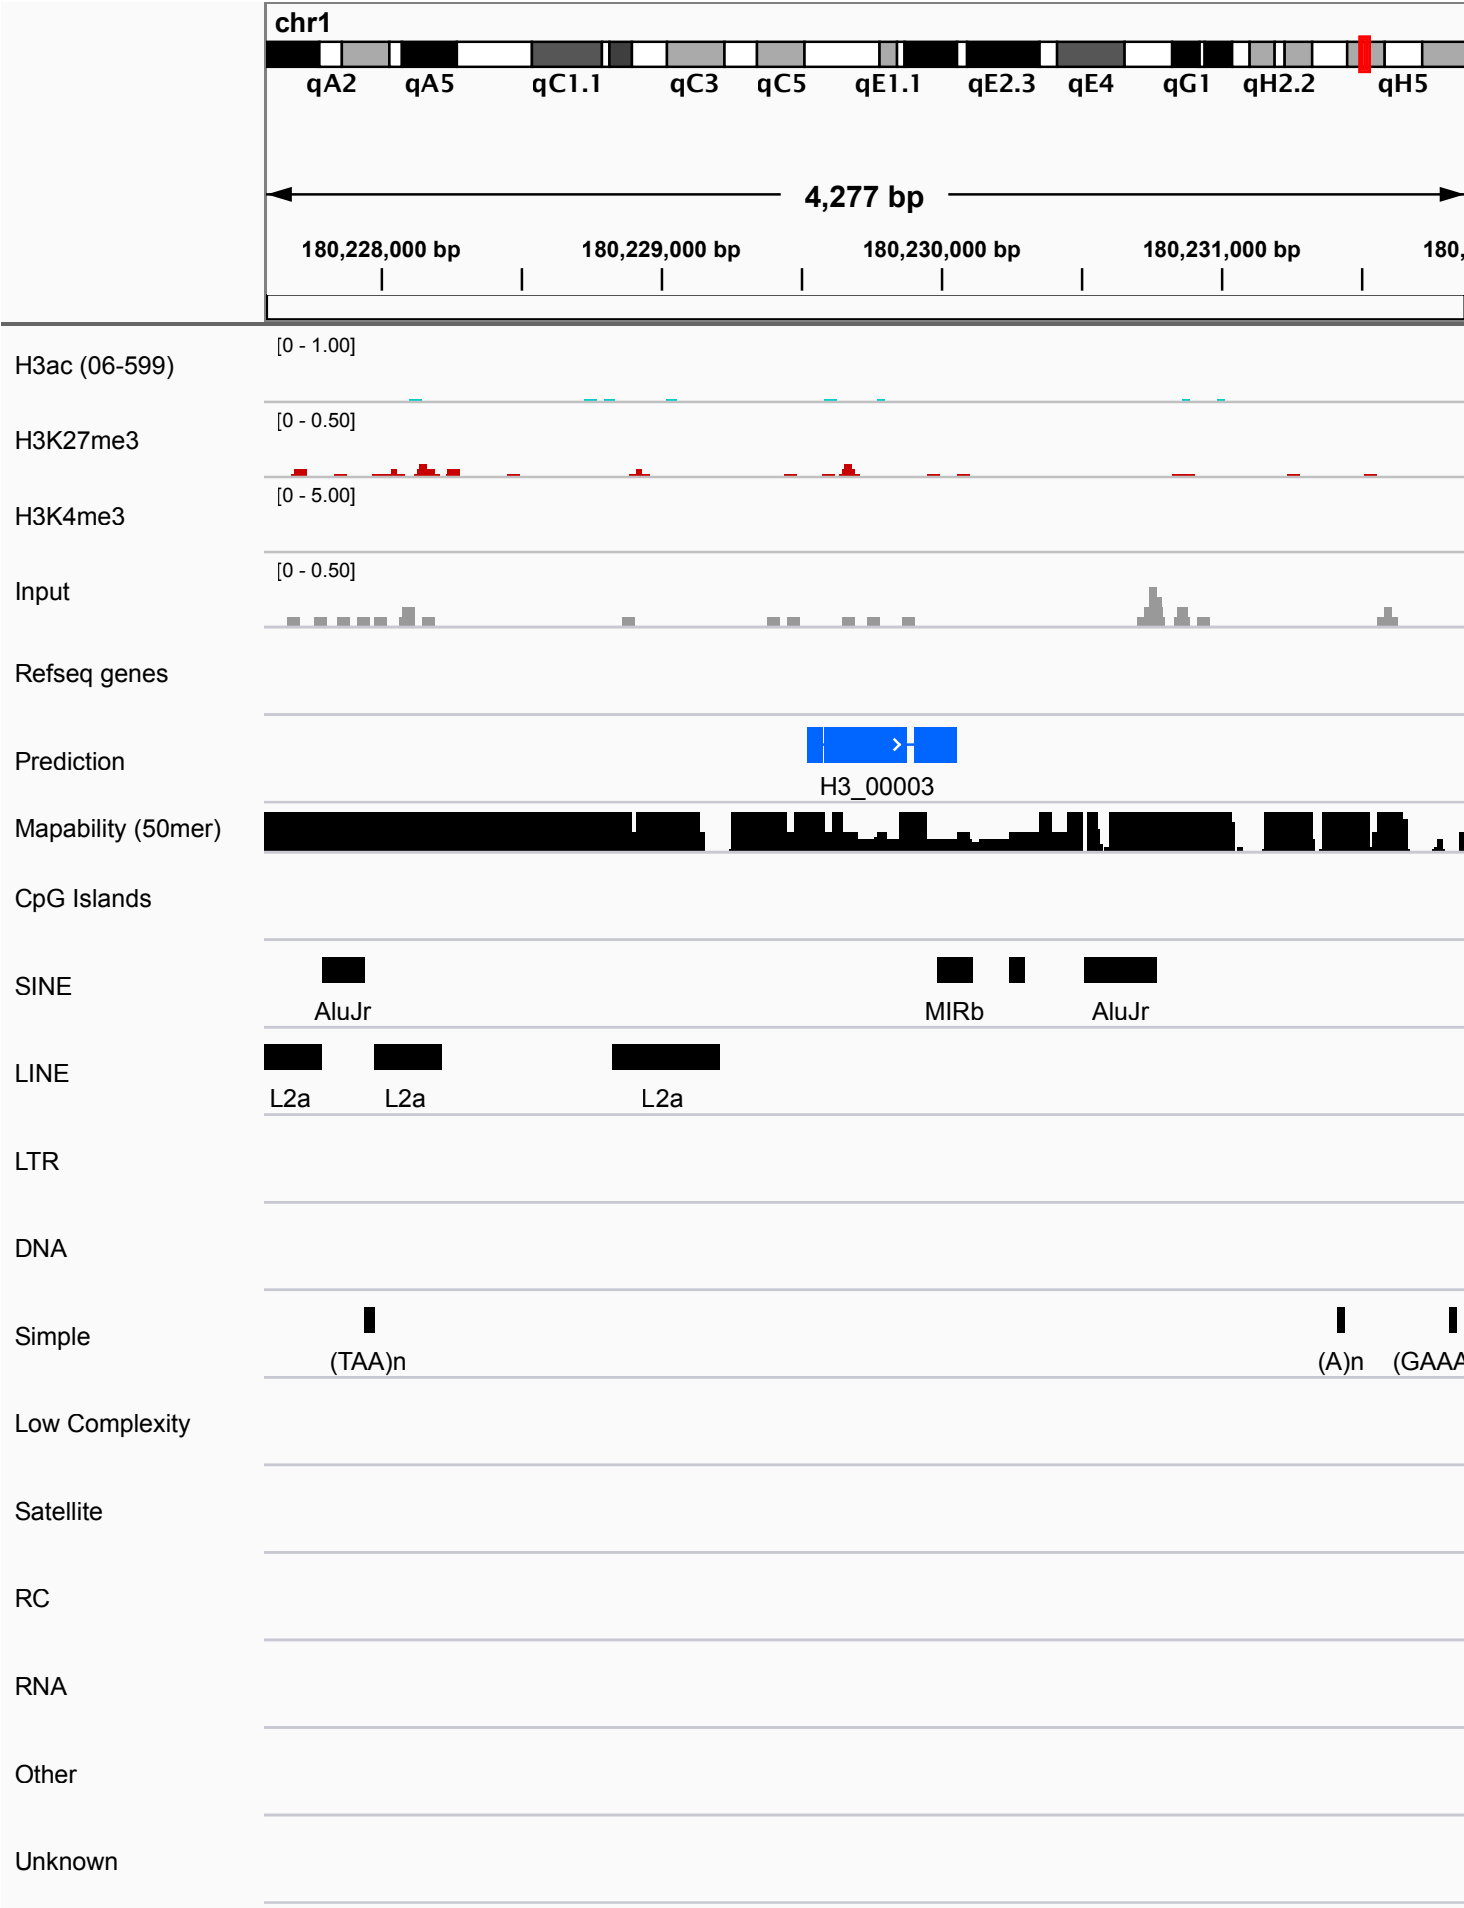

Fig. S5D (H3mm11)

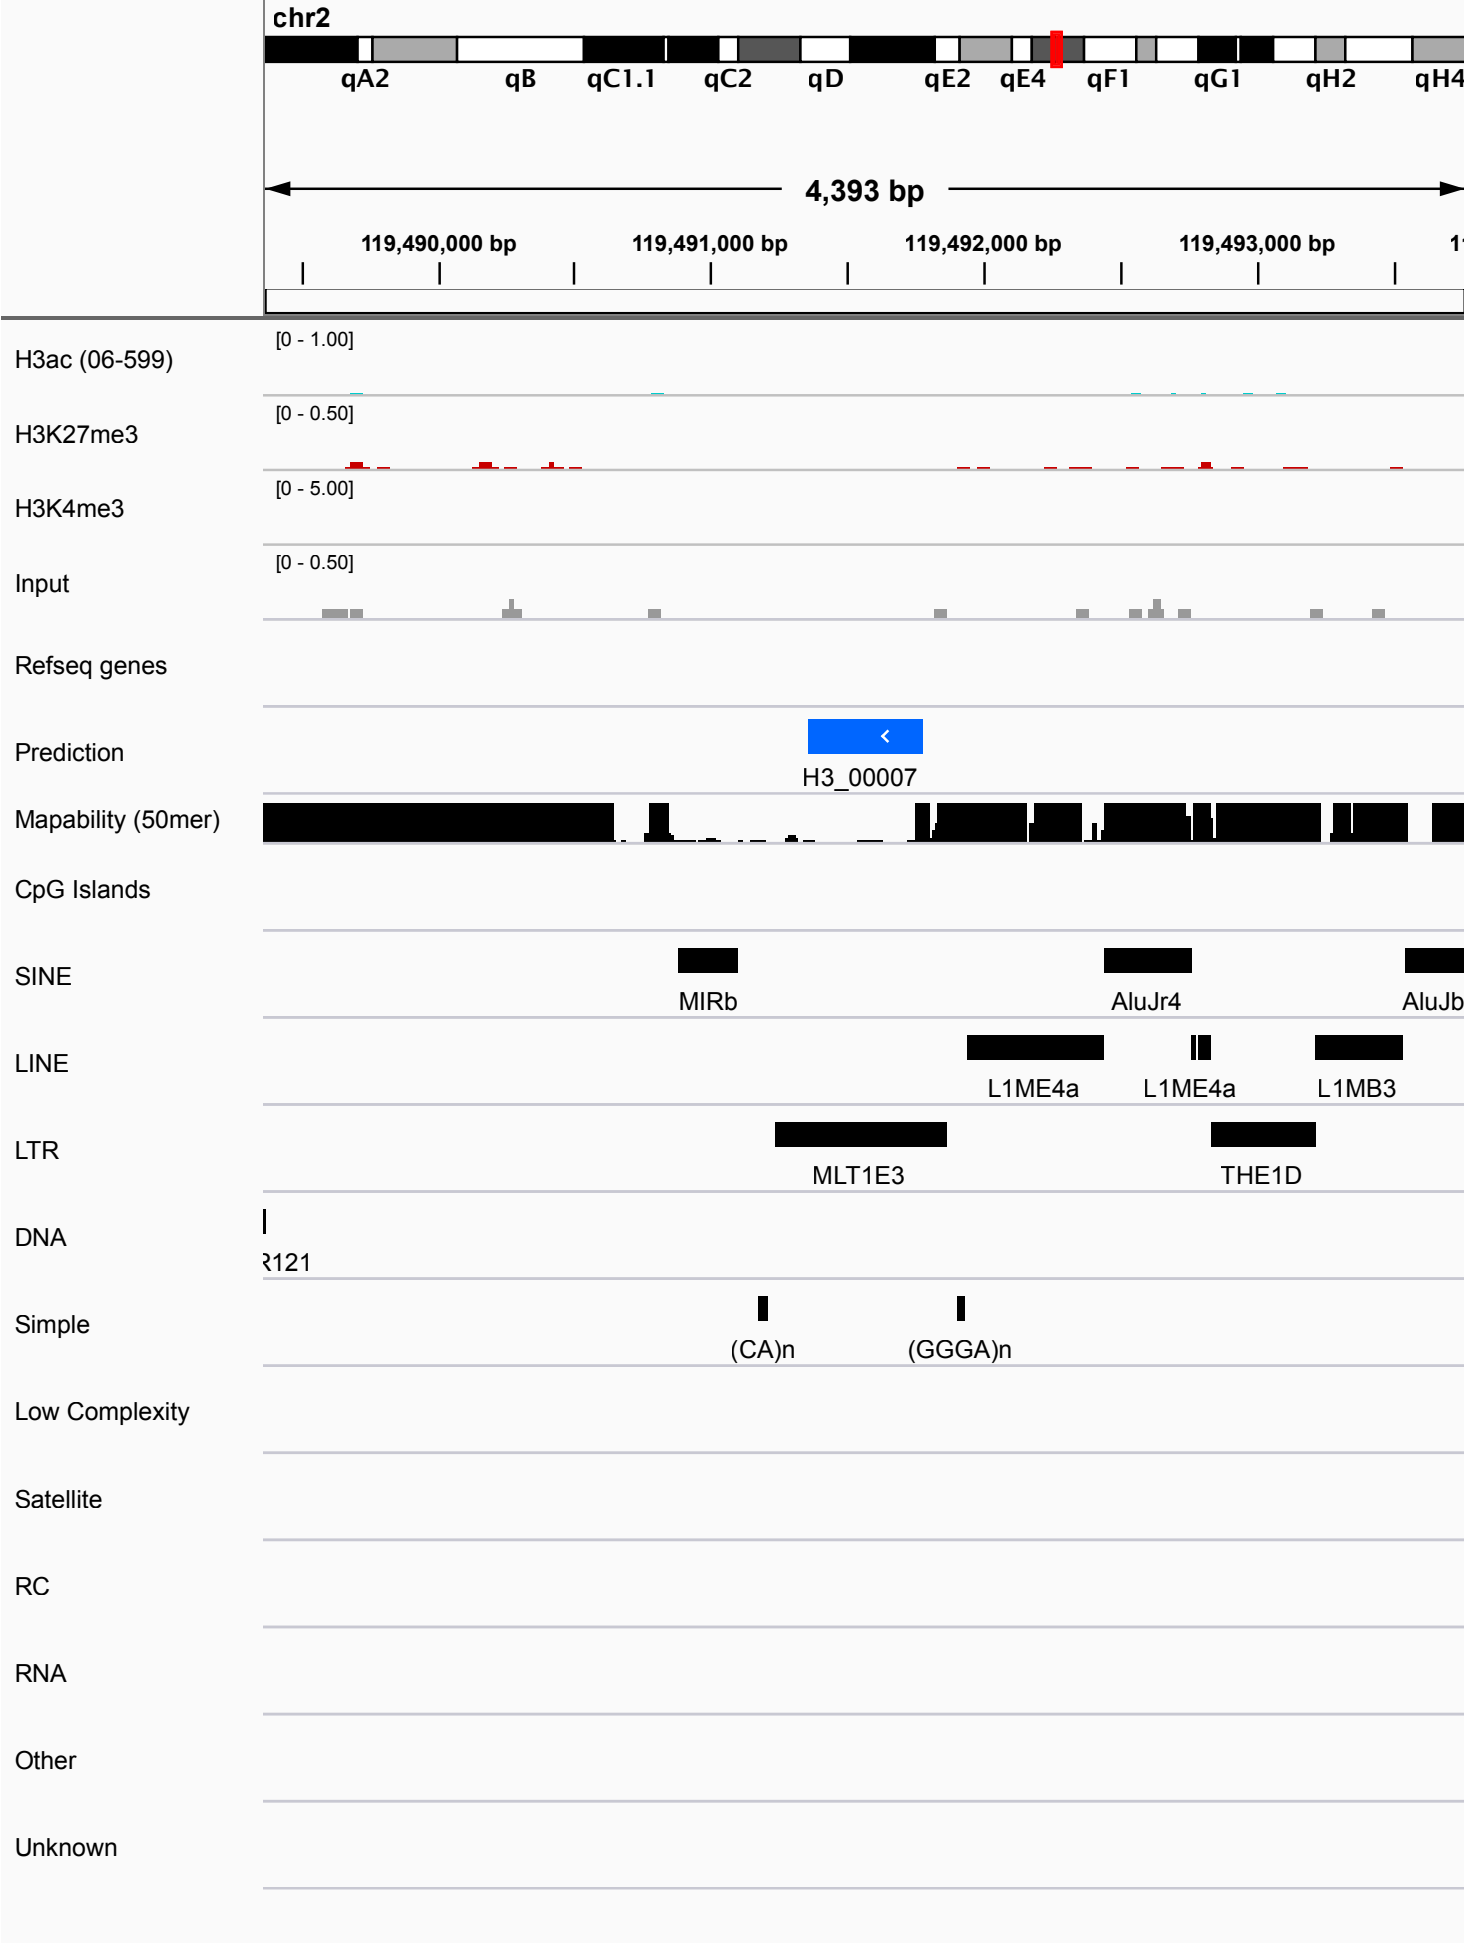

Fig. S5E (H3mm12)

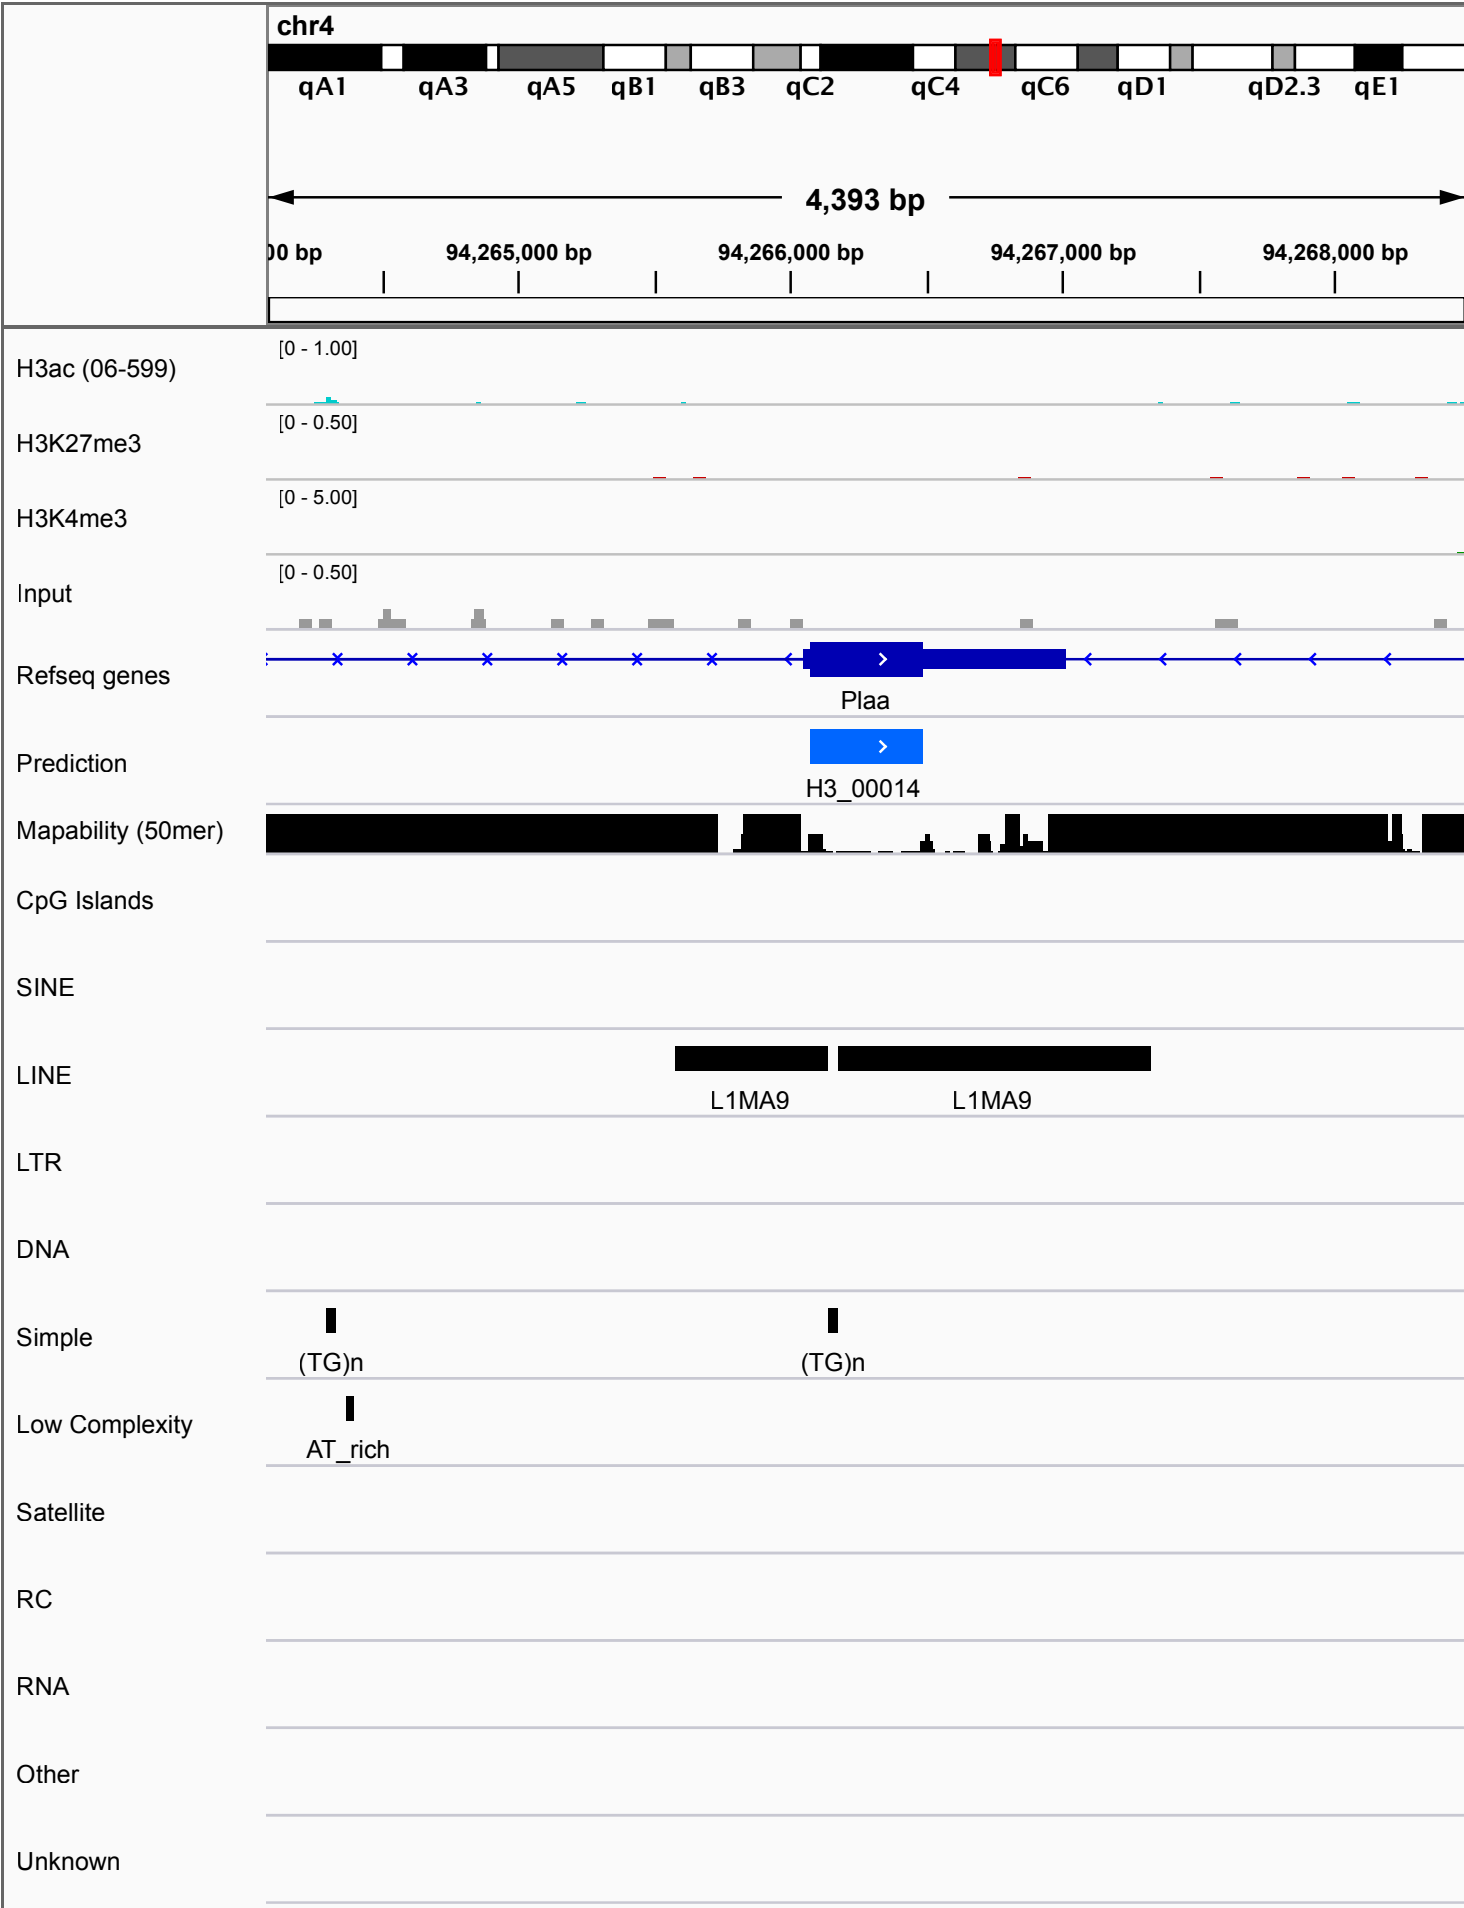

Fig. S5F (H3mm10)

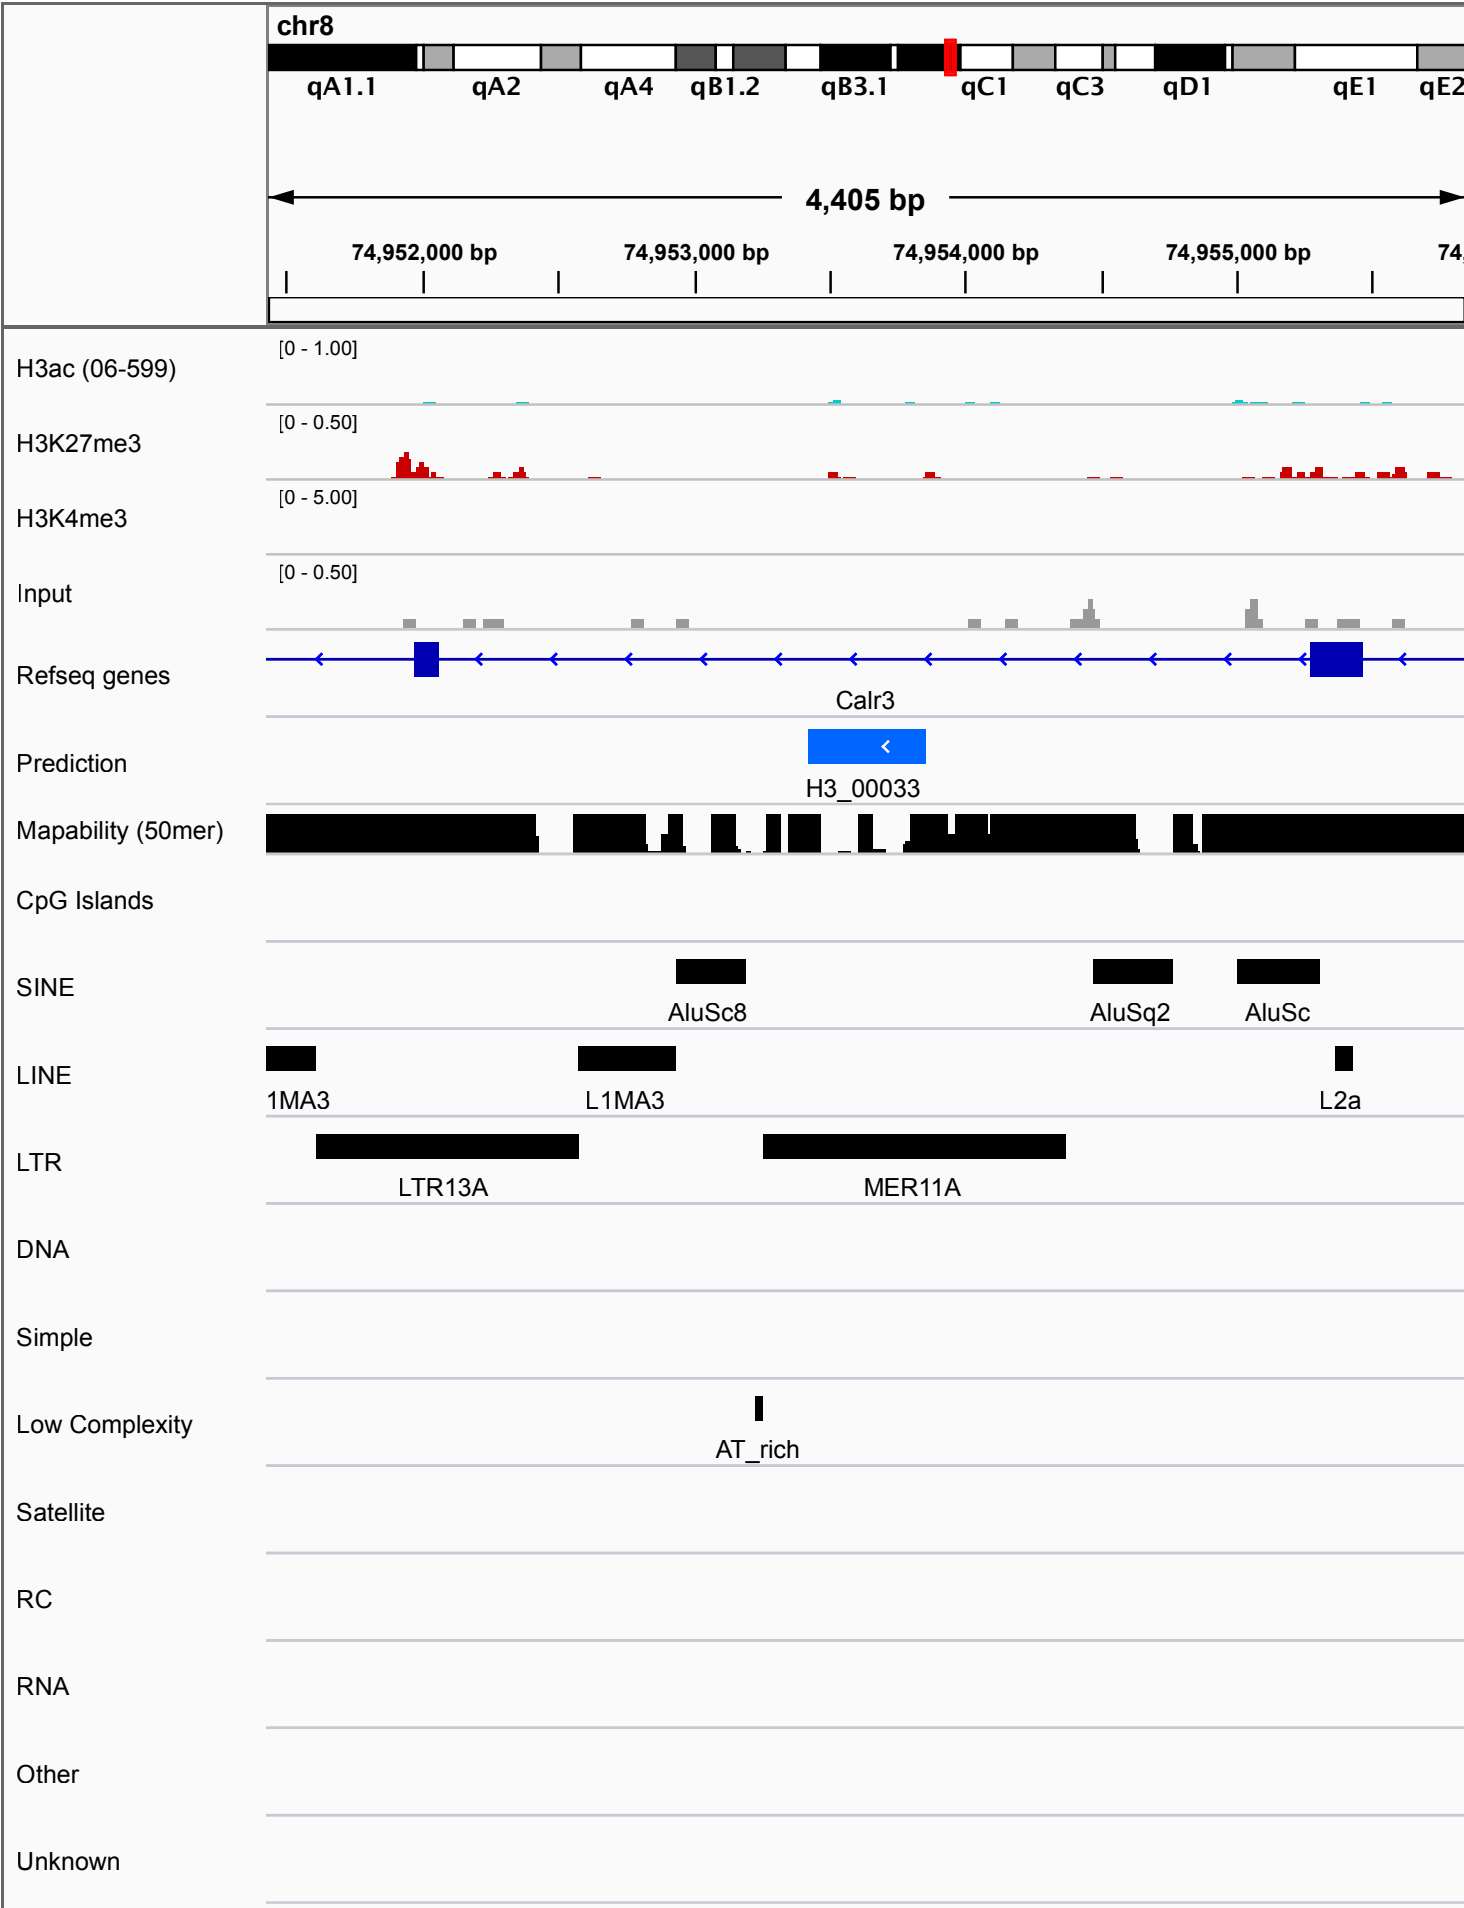

Fig. S5G (H3t)

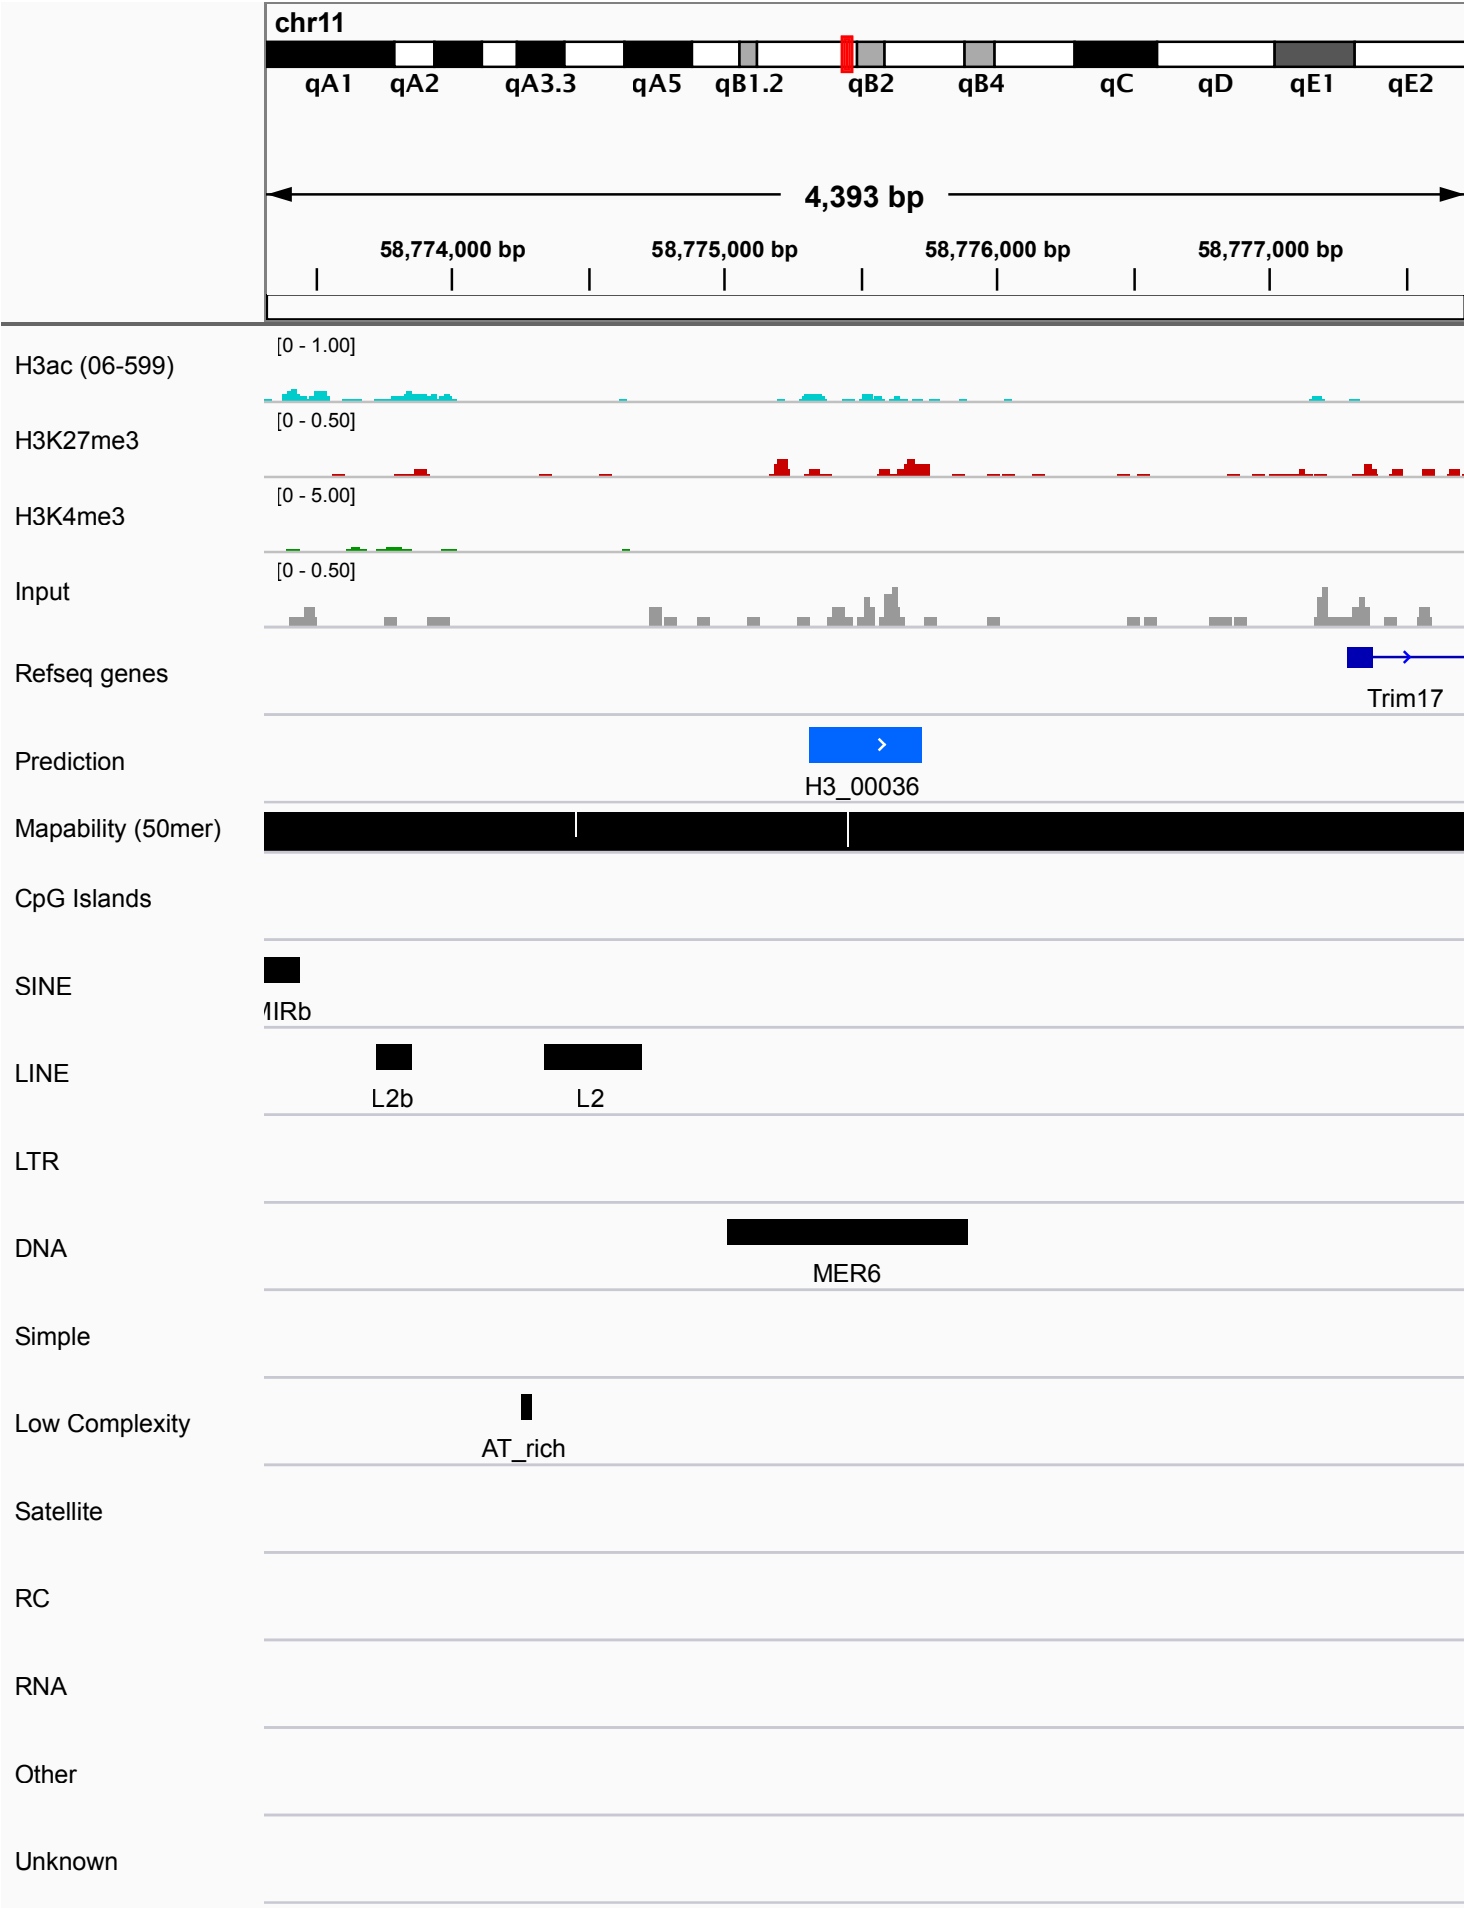

Fig. S5H (H3mm17)

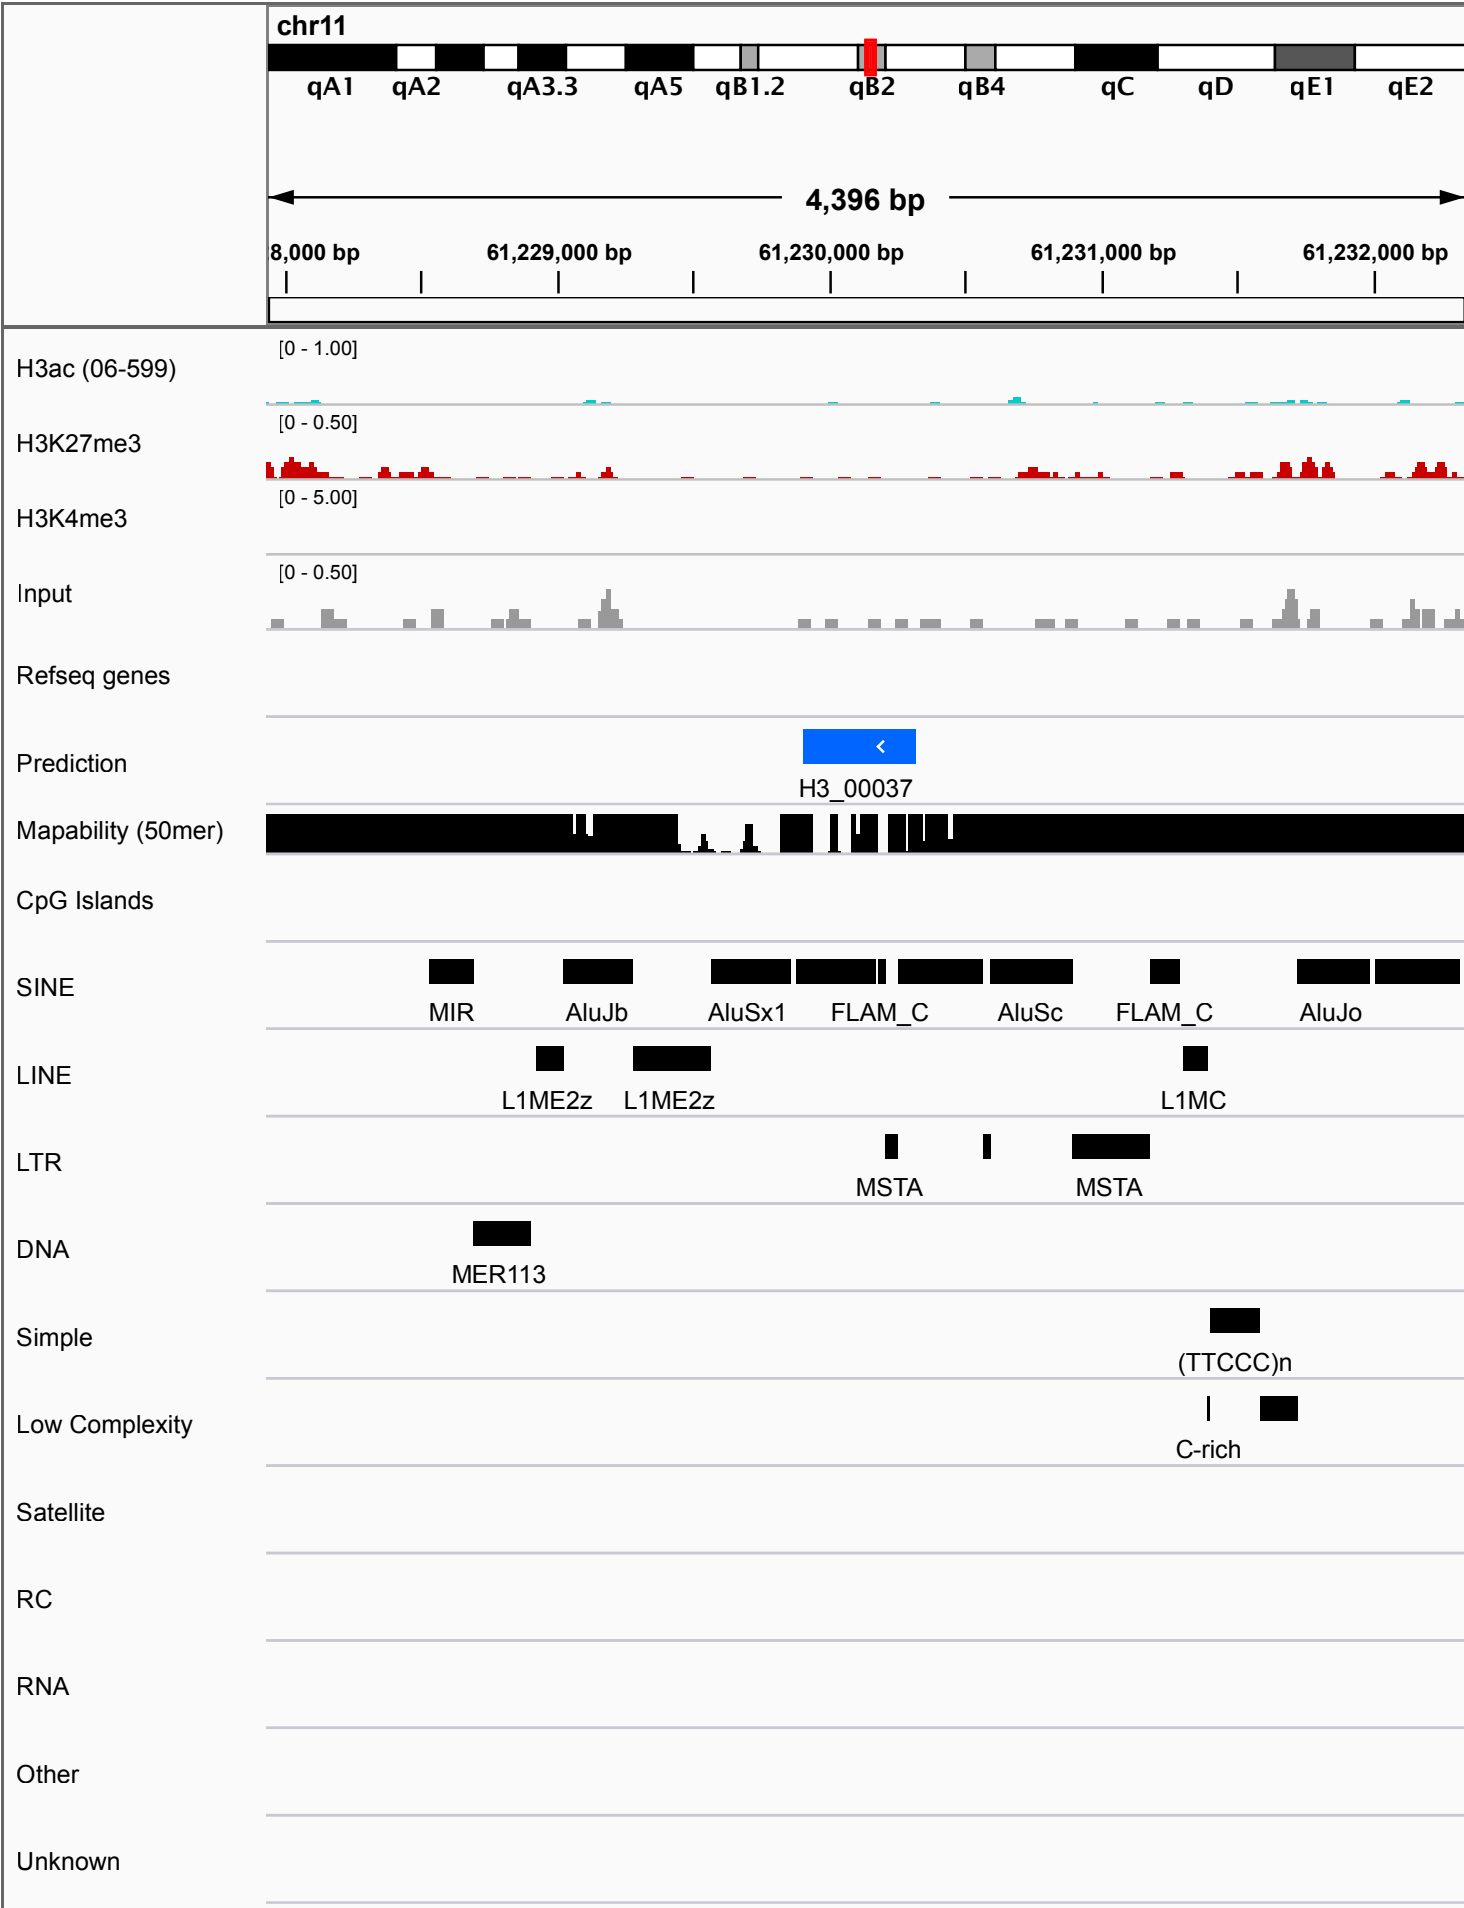

Fig. S5I (H3mm18)

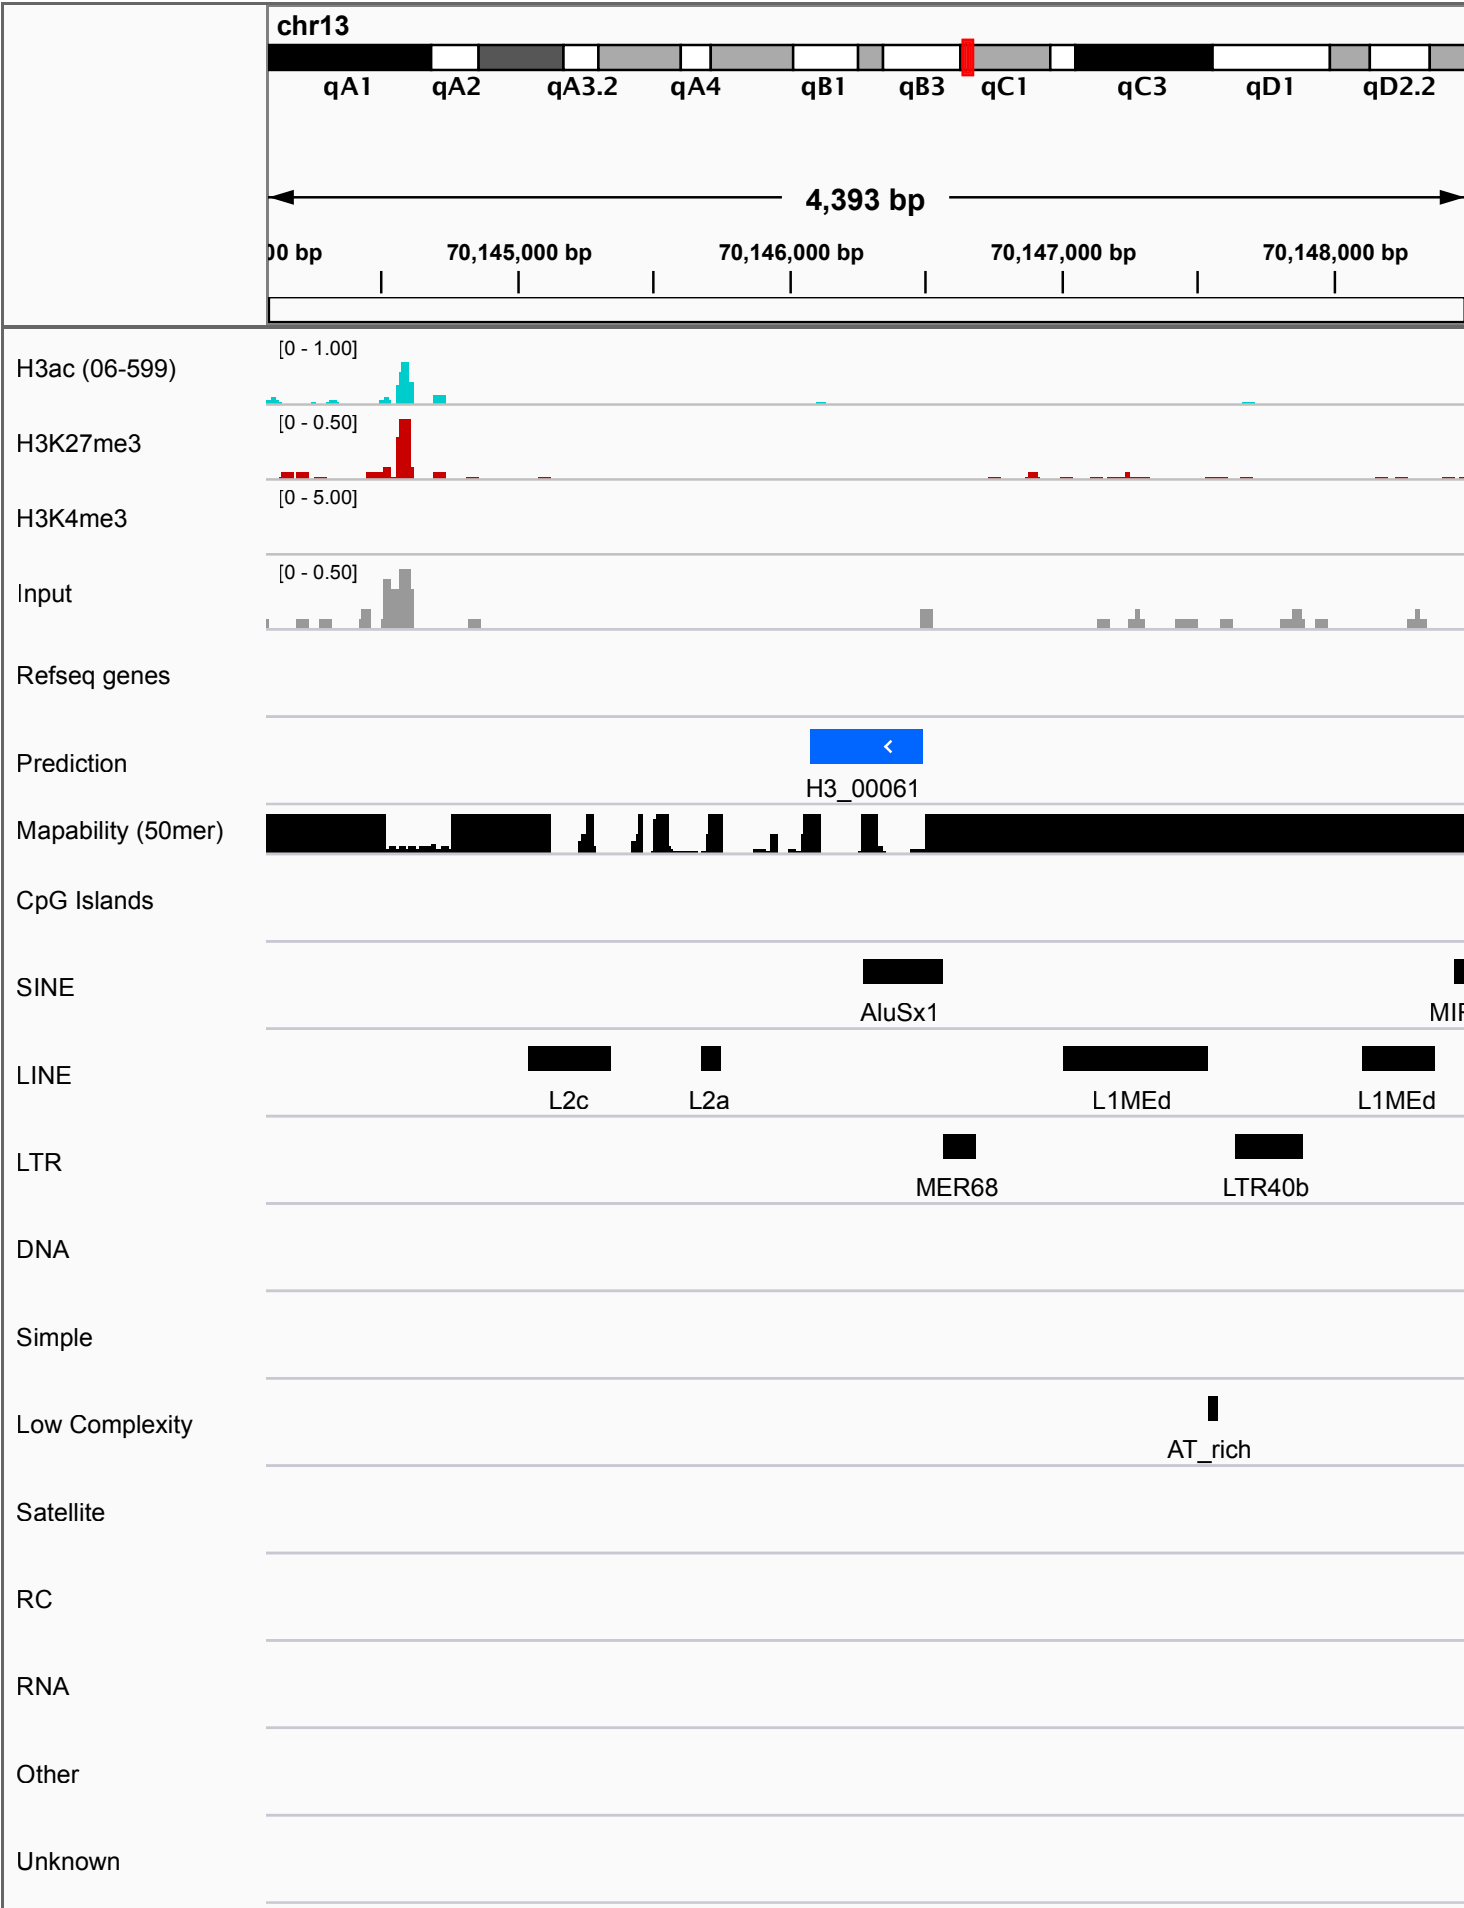

Fig. S5J (H3mm13)

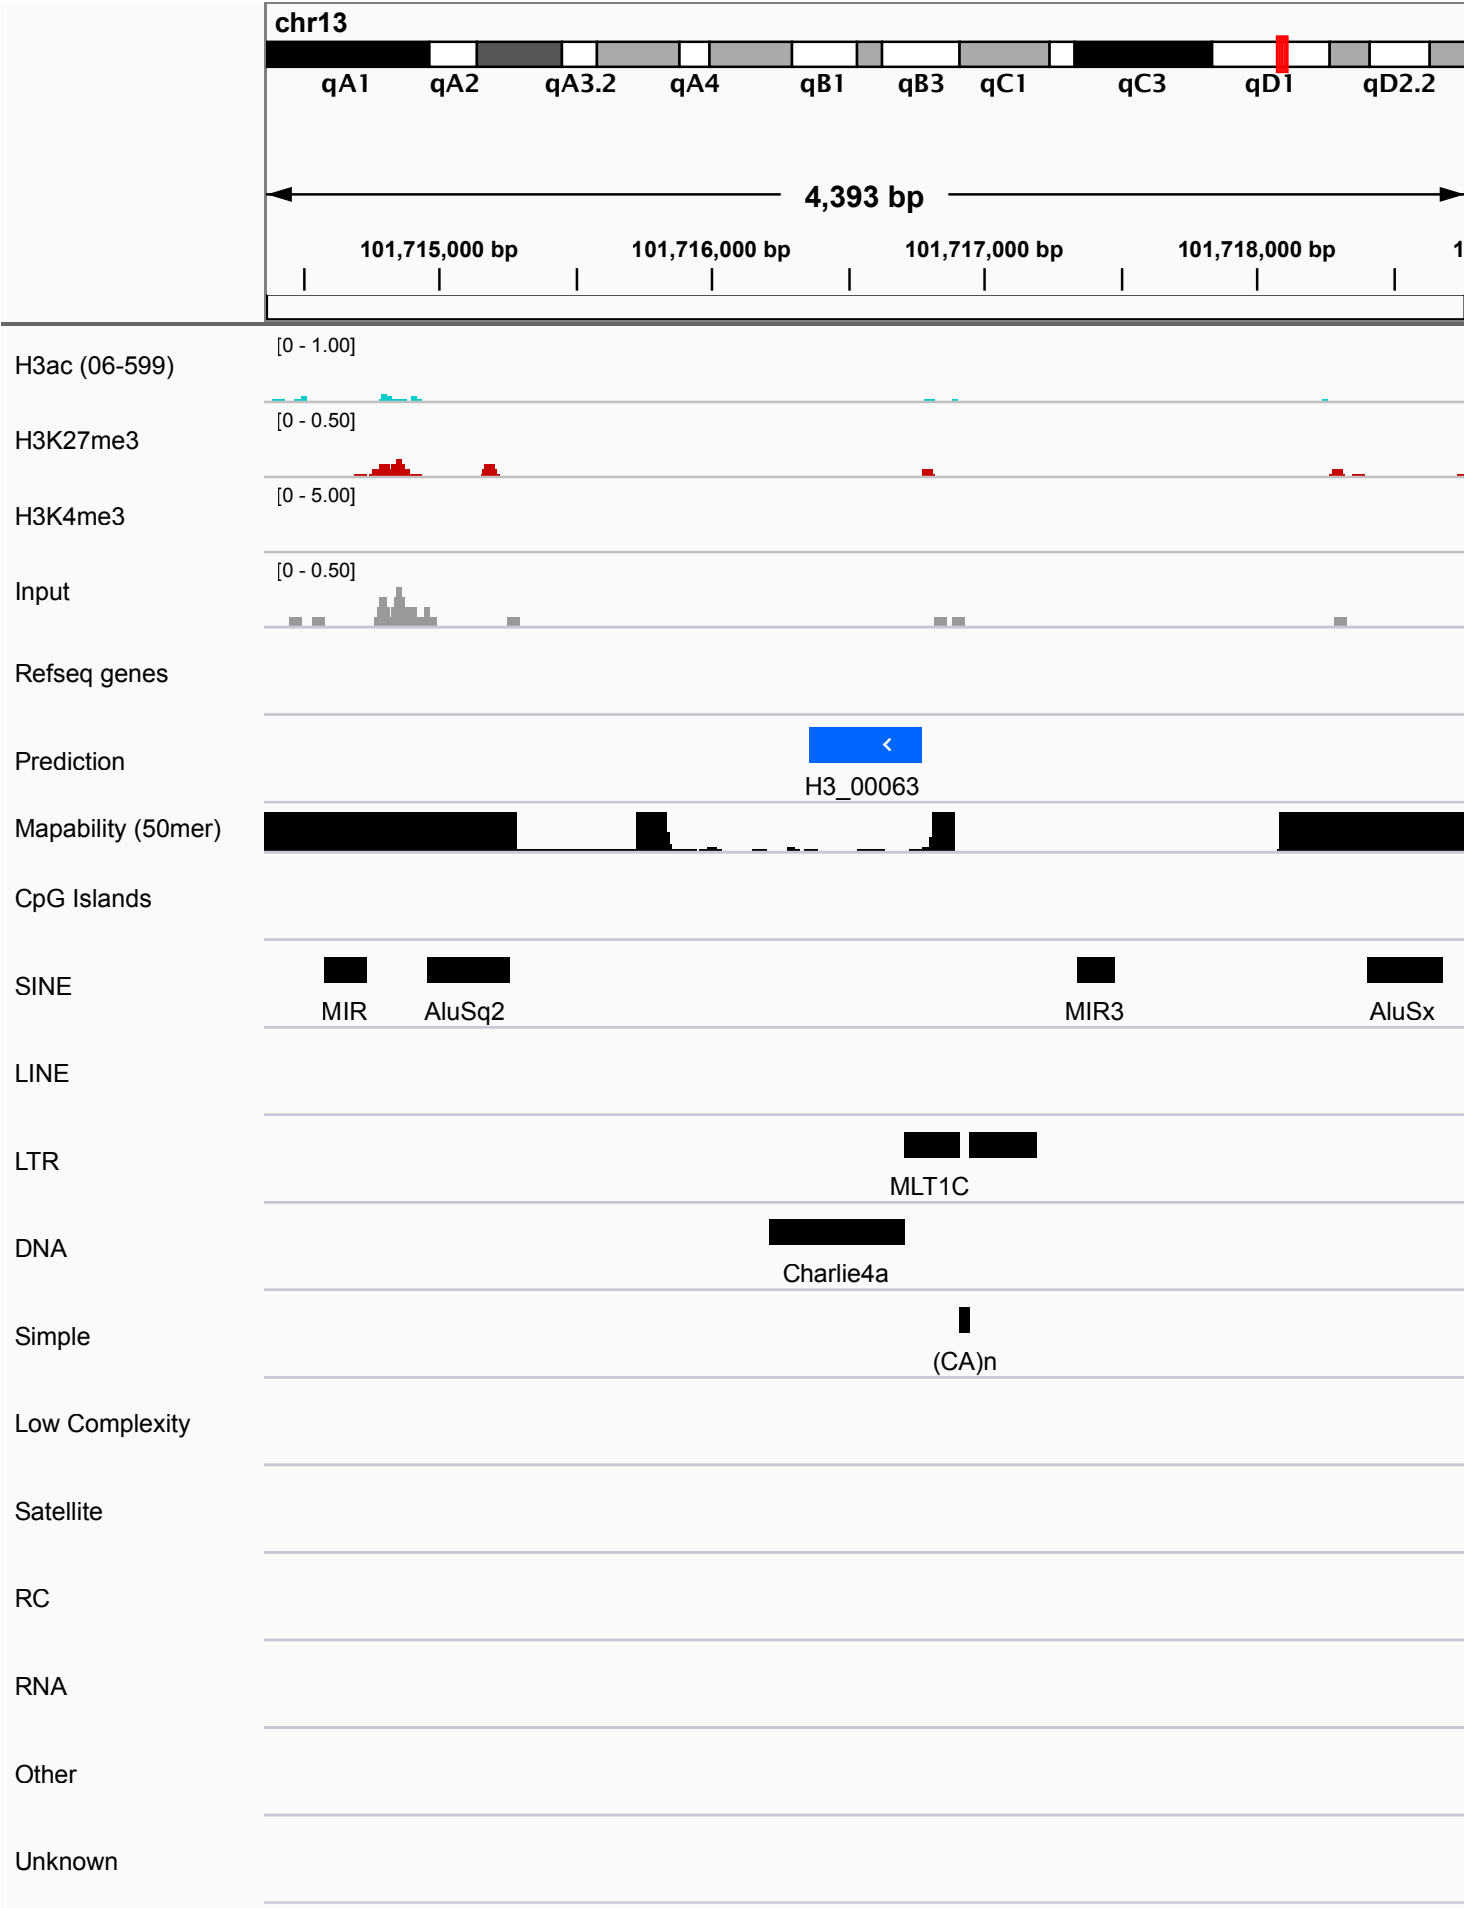

Fig. S5K (H3mm14)

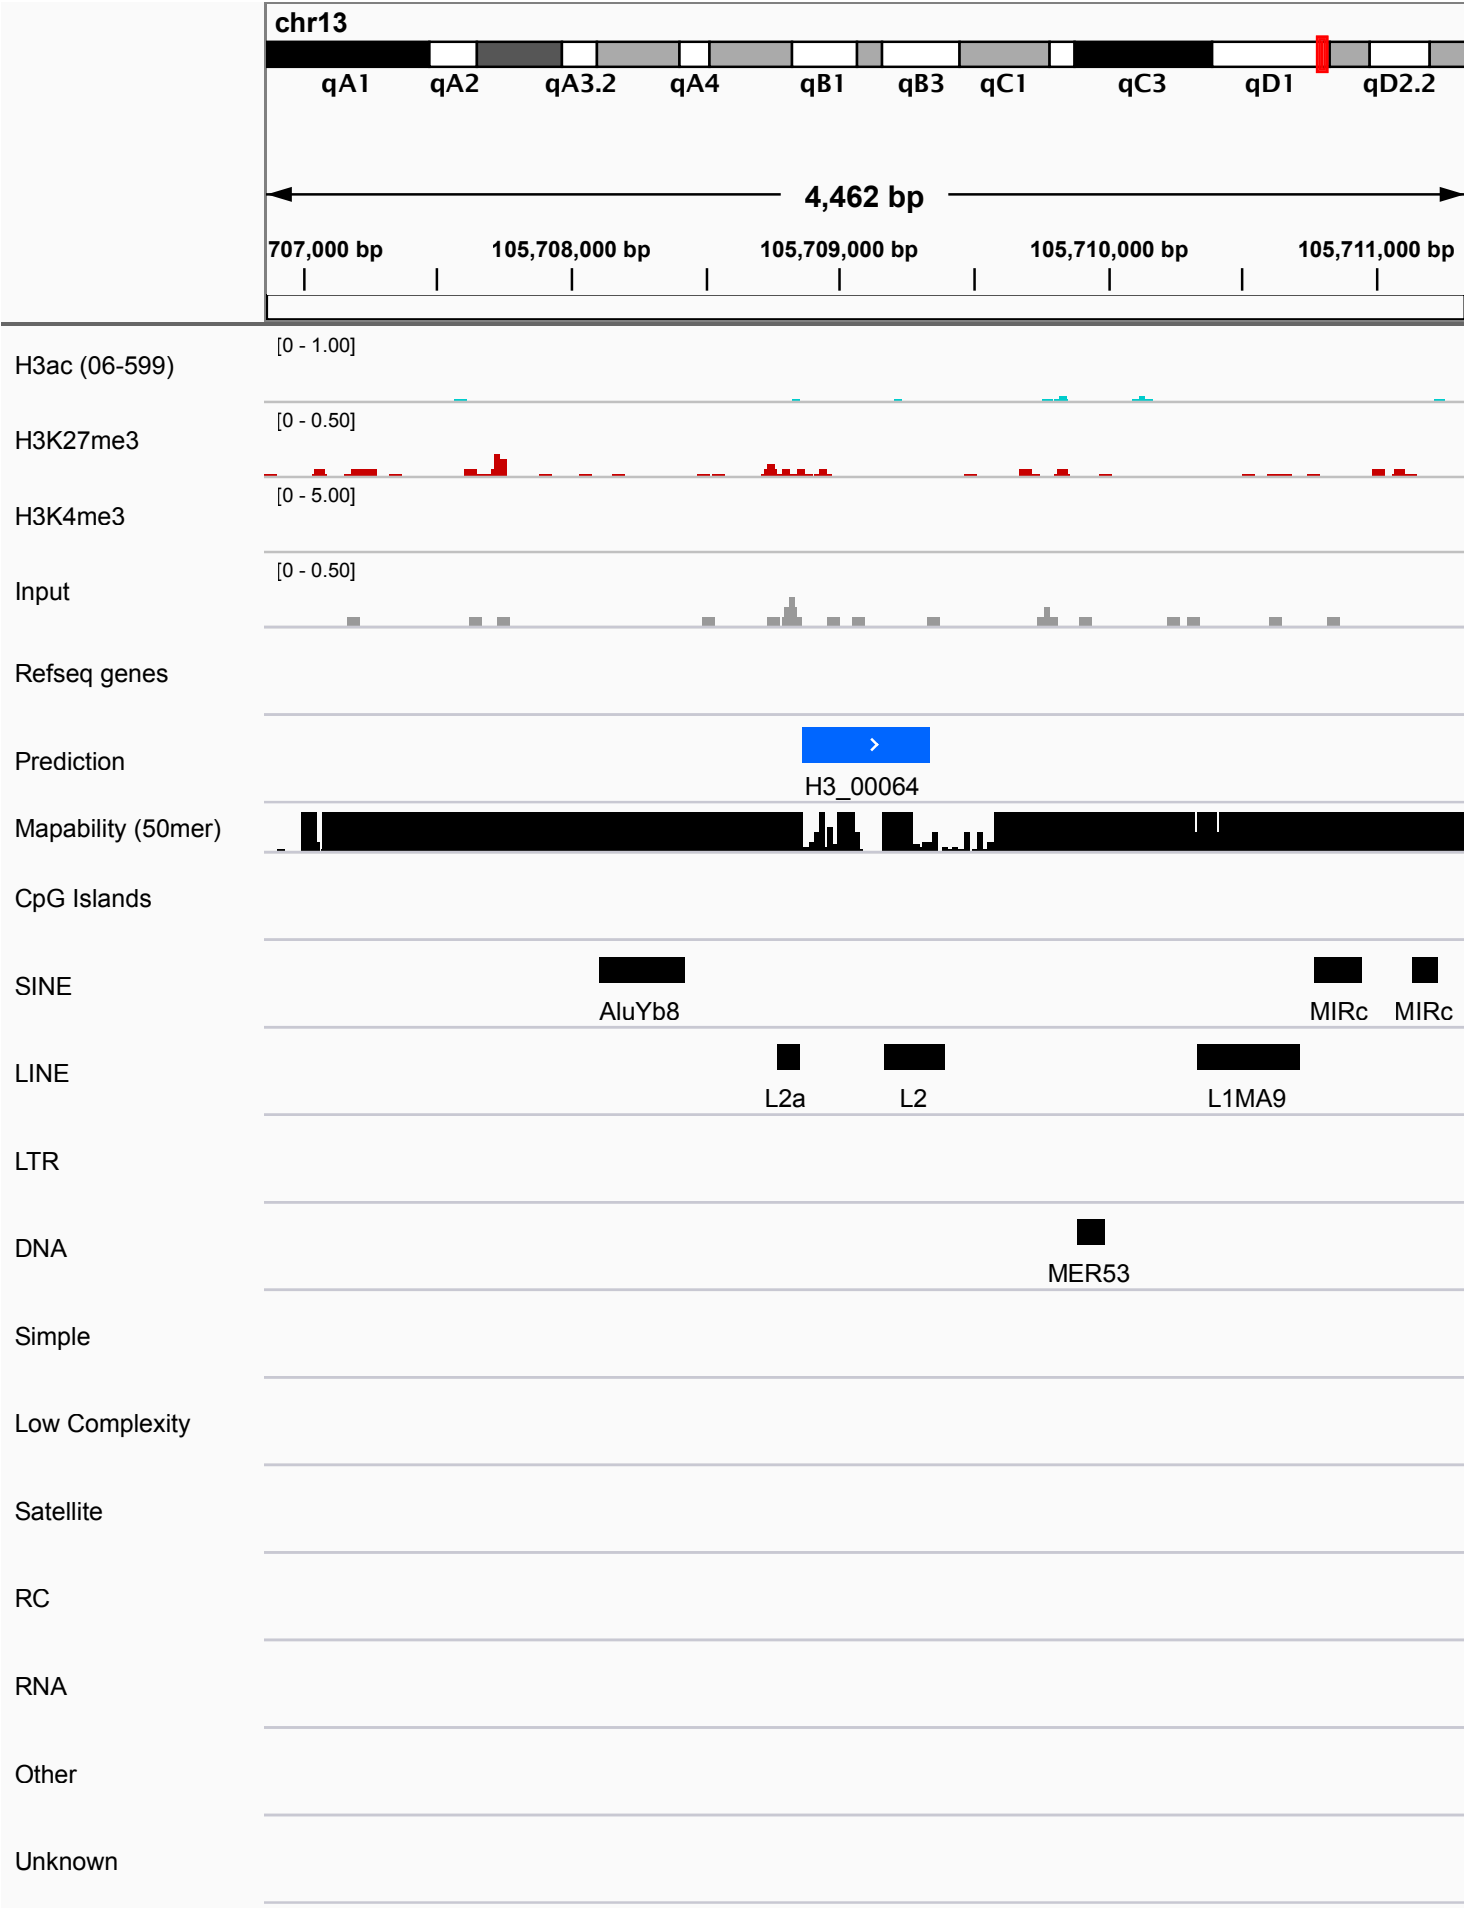

Fig. S5L (H3mm7)

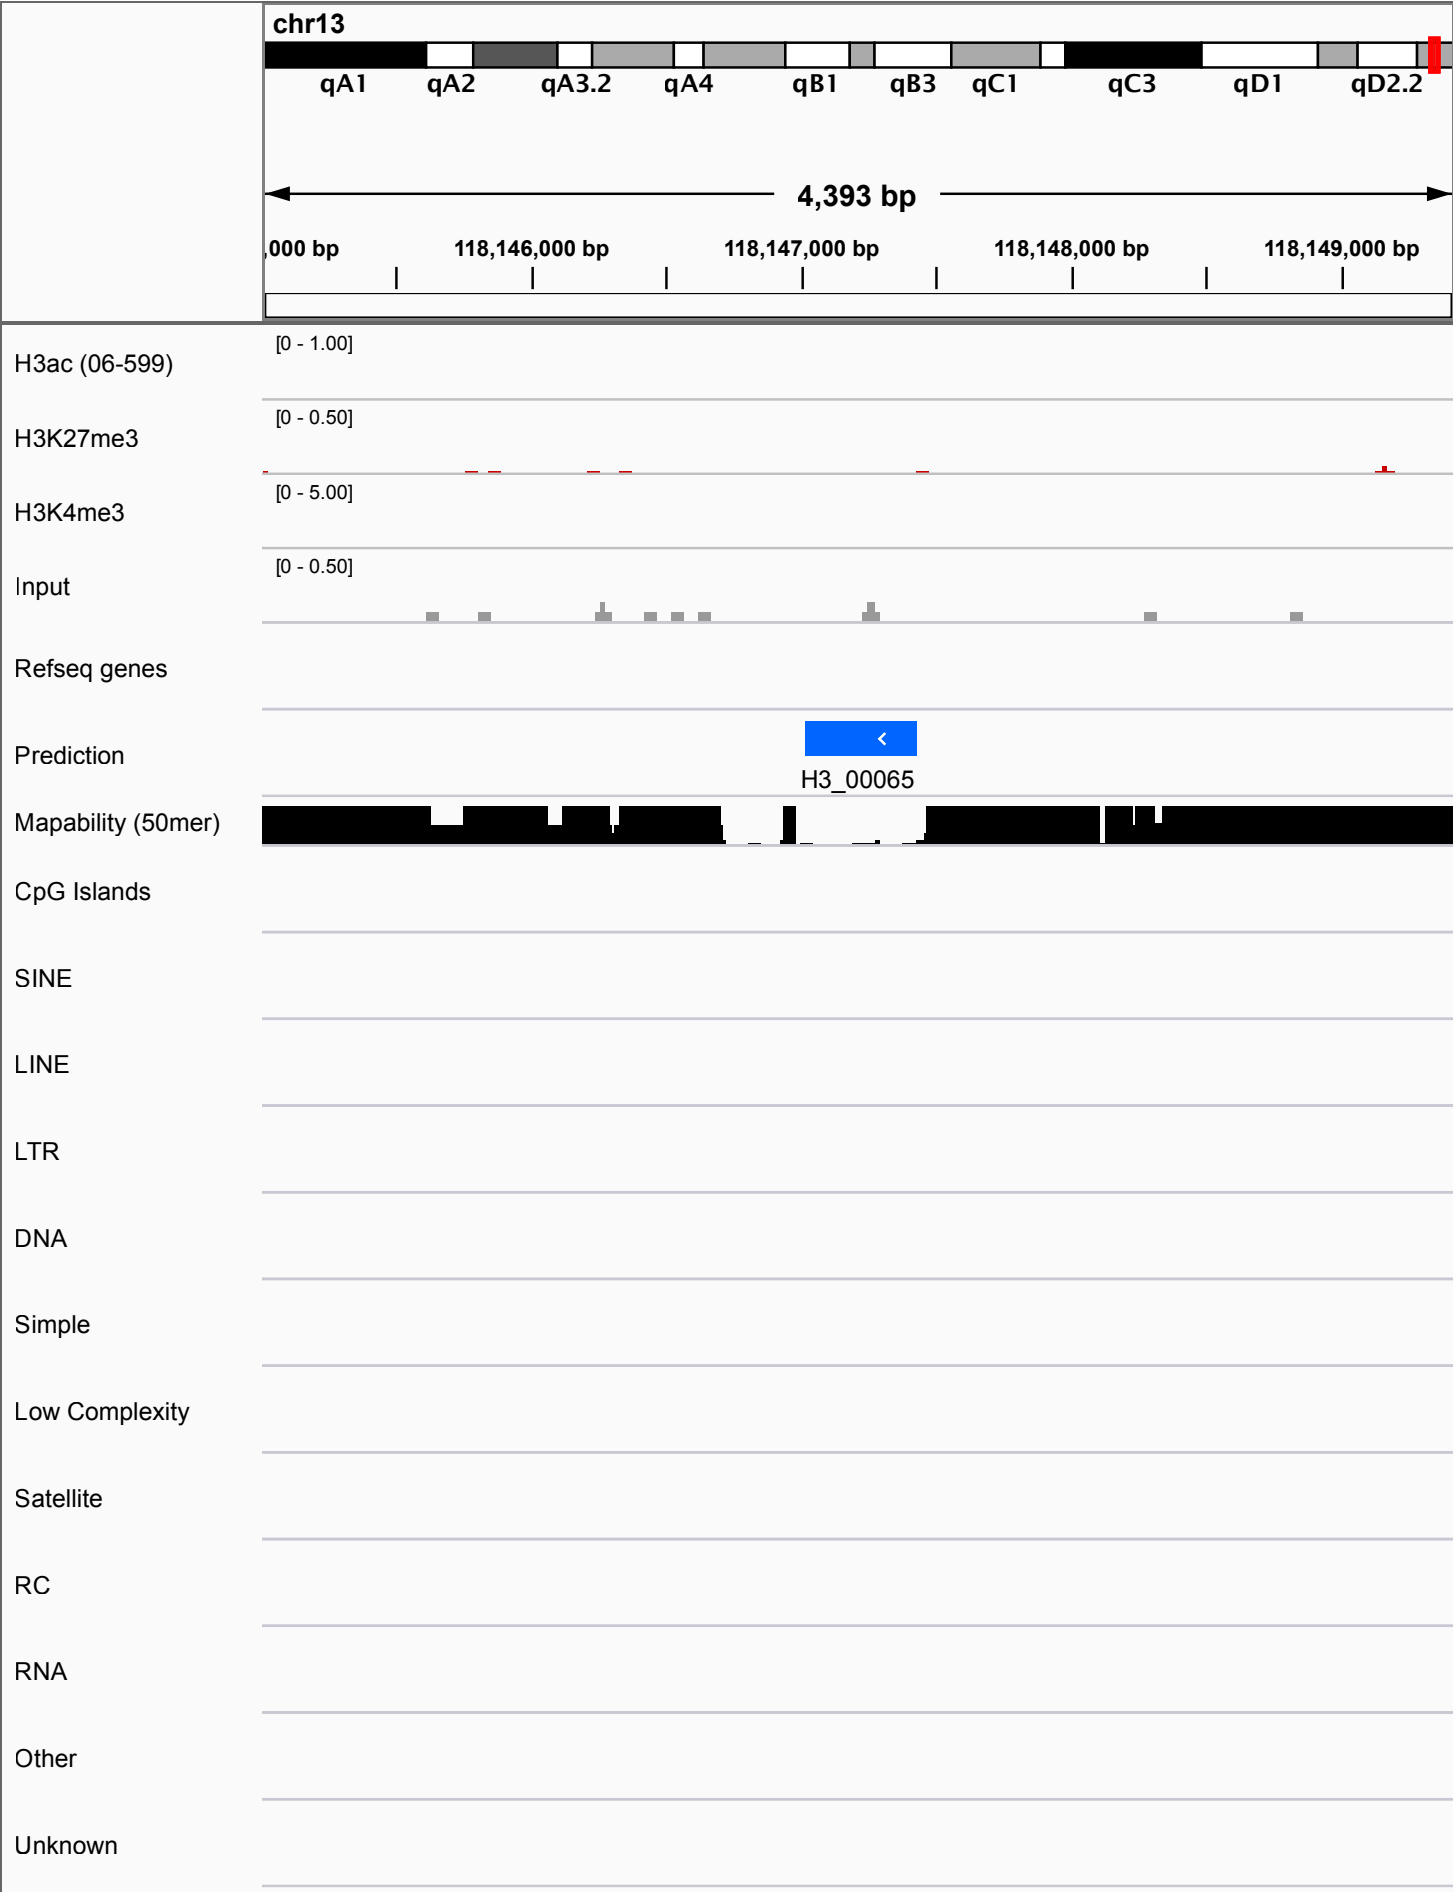

Fig. S5M (H3mm6)

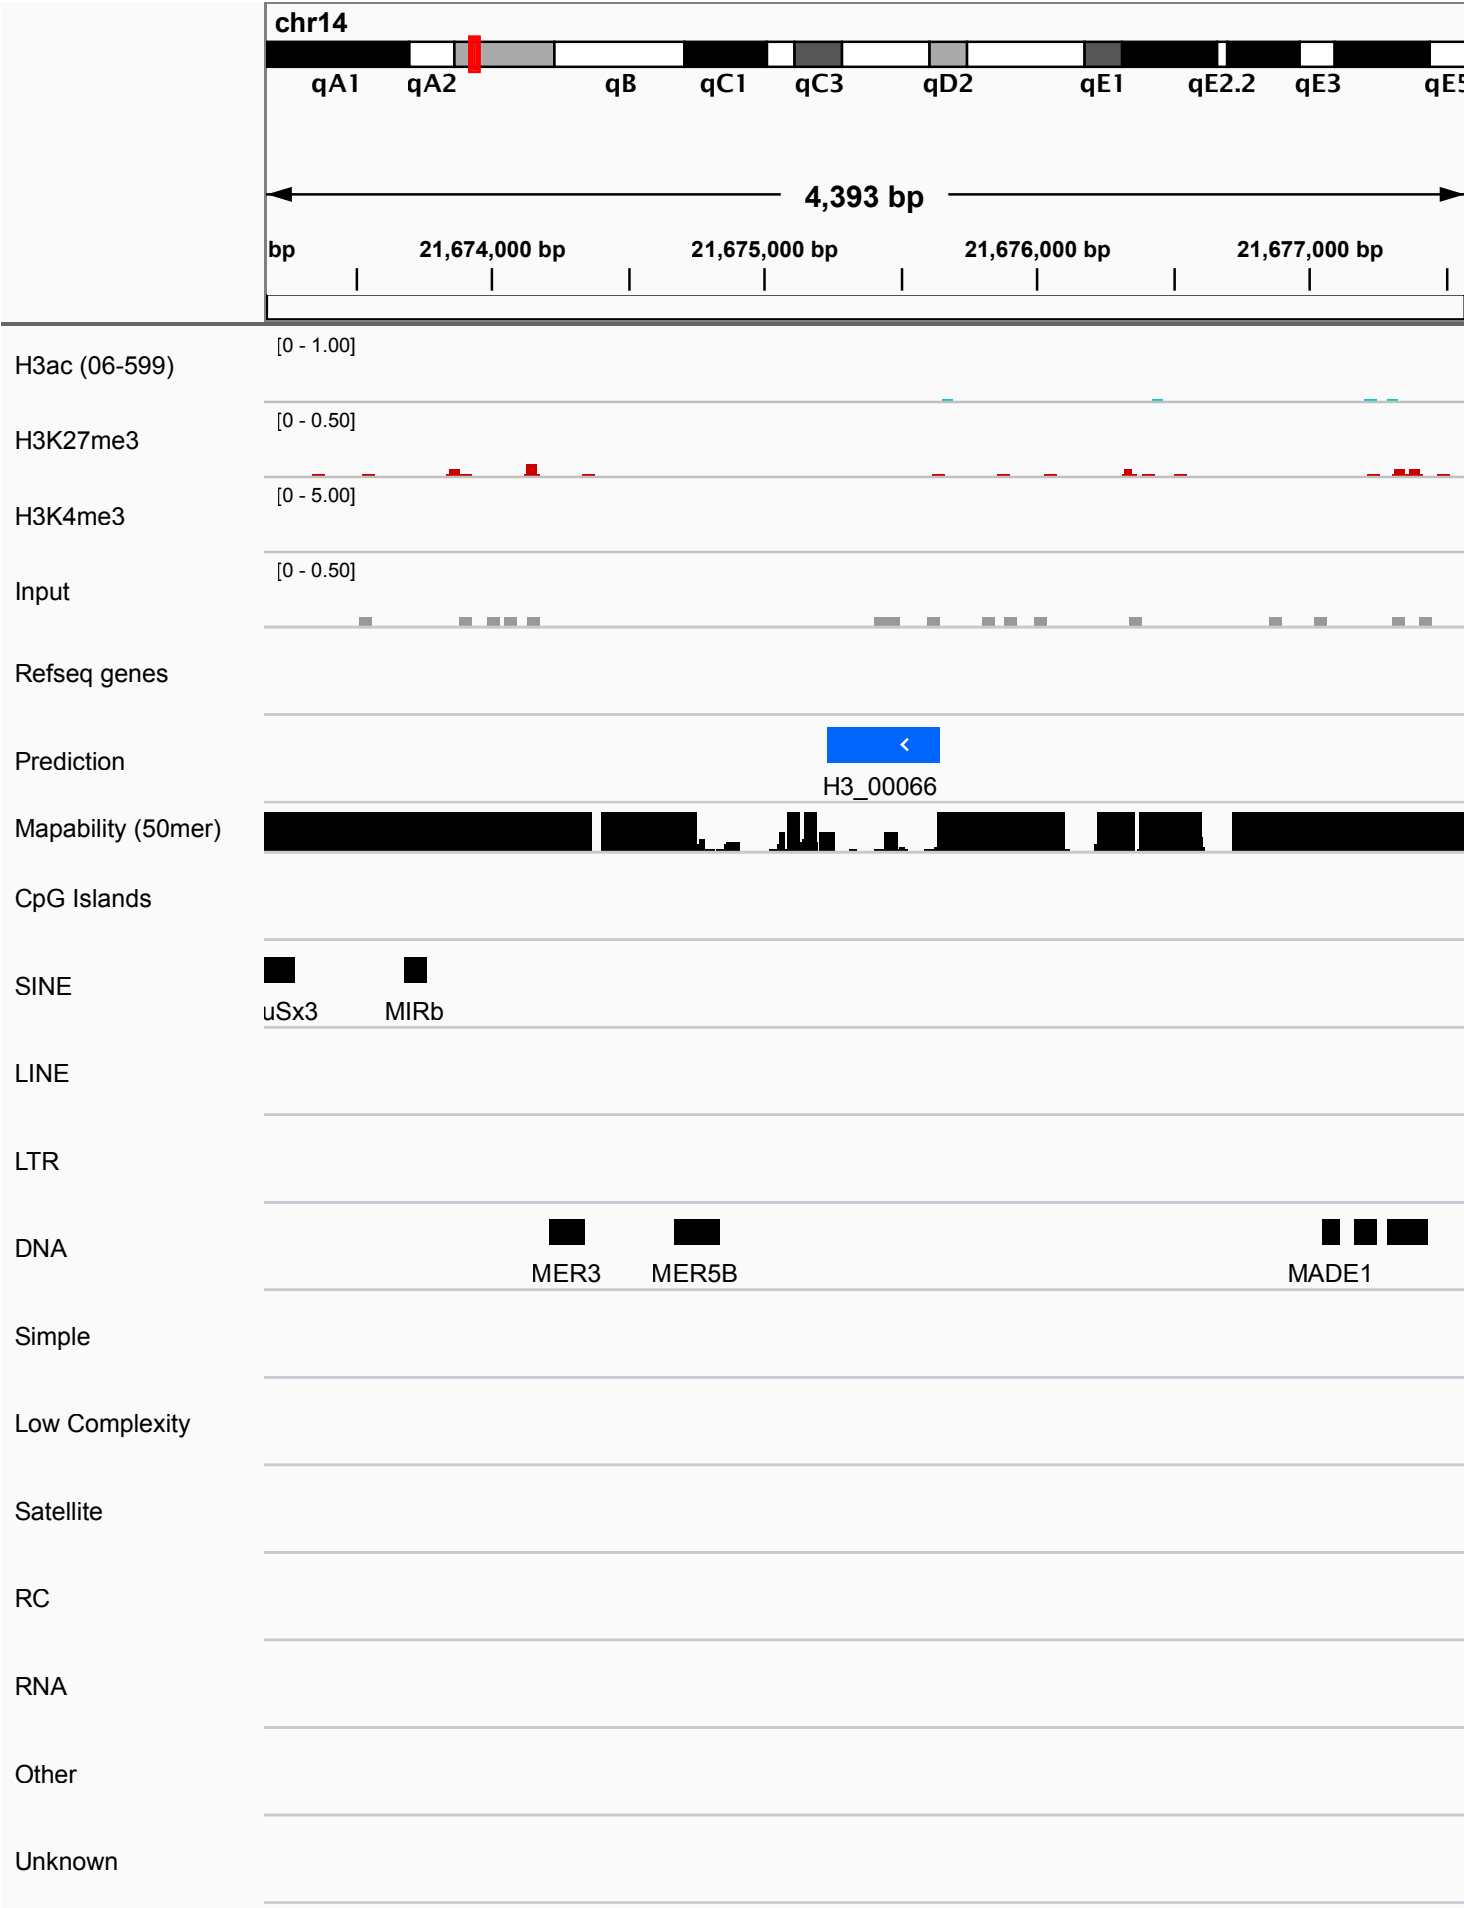

Fig. S5N (H3mm15)

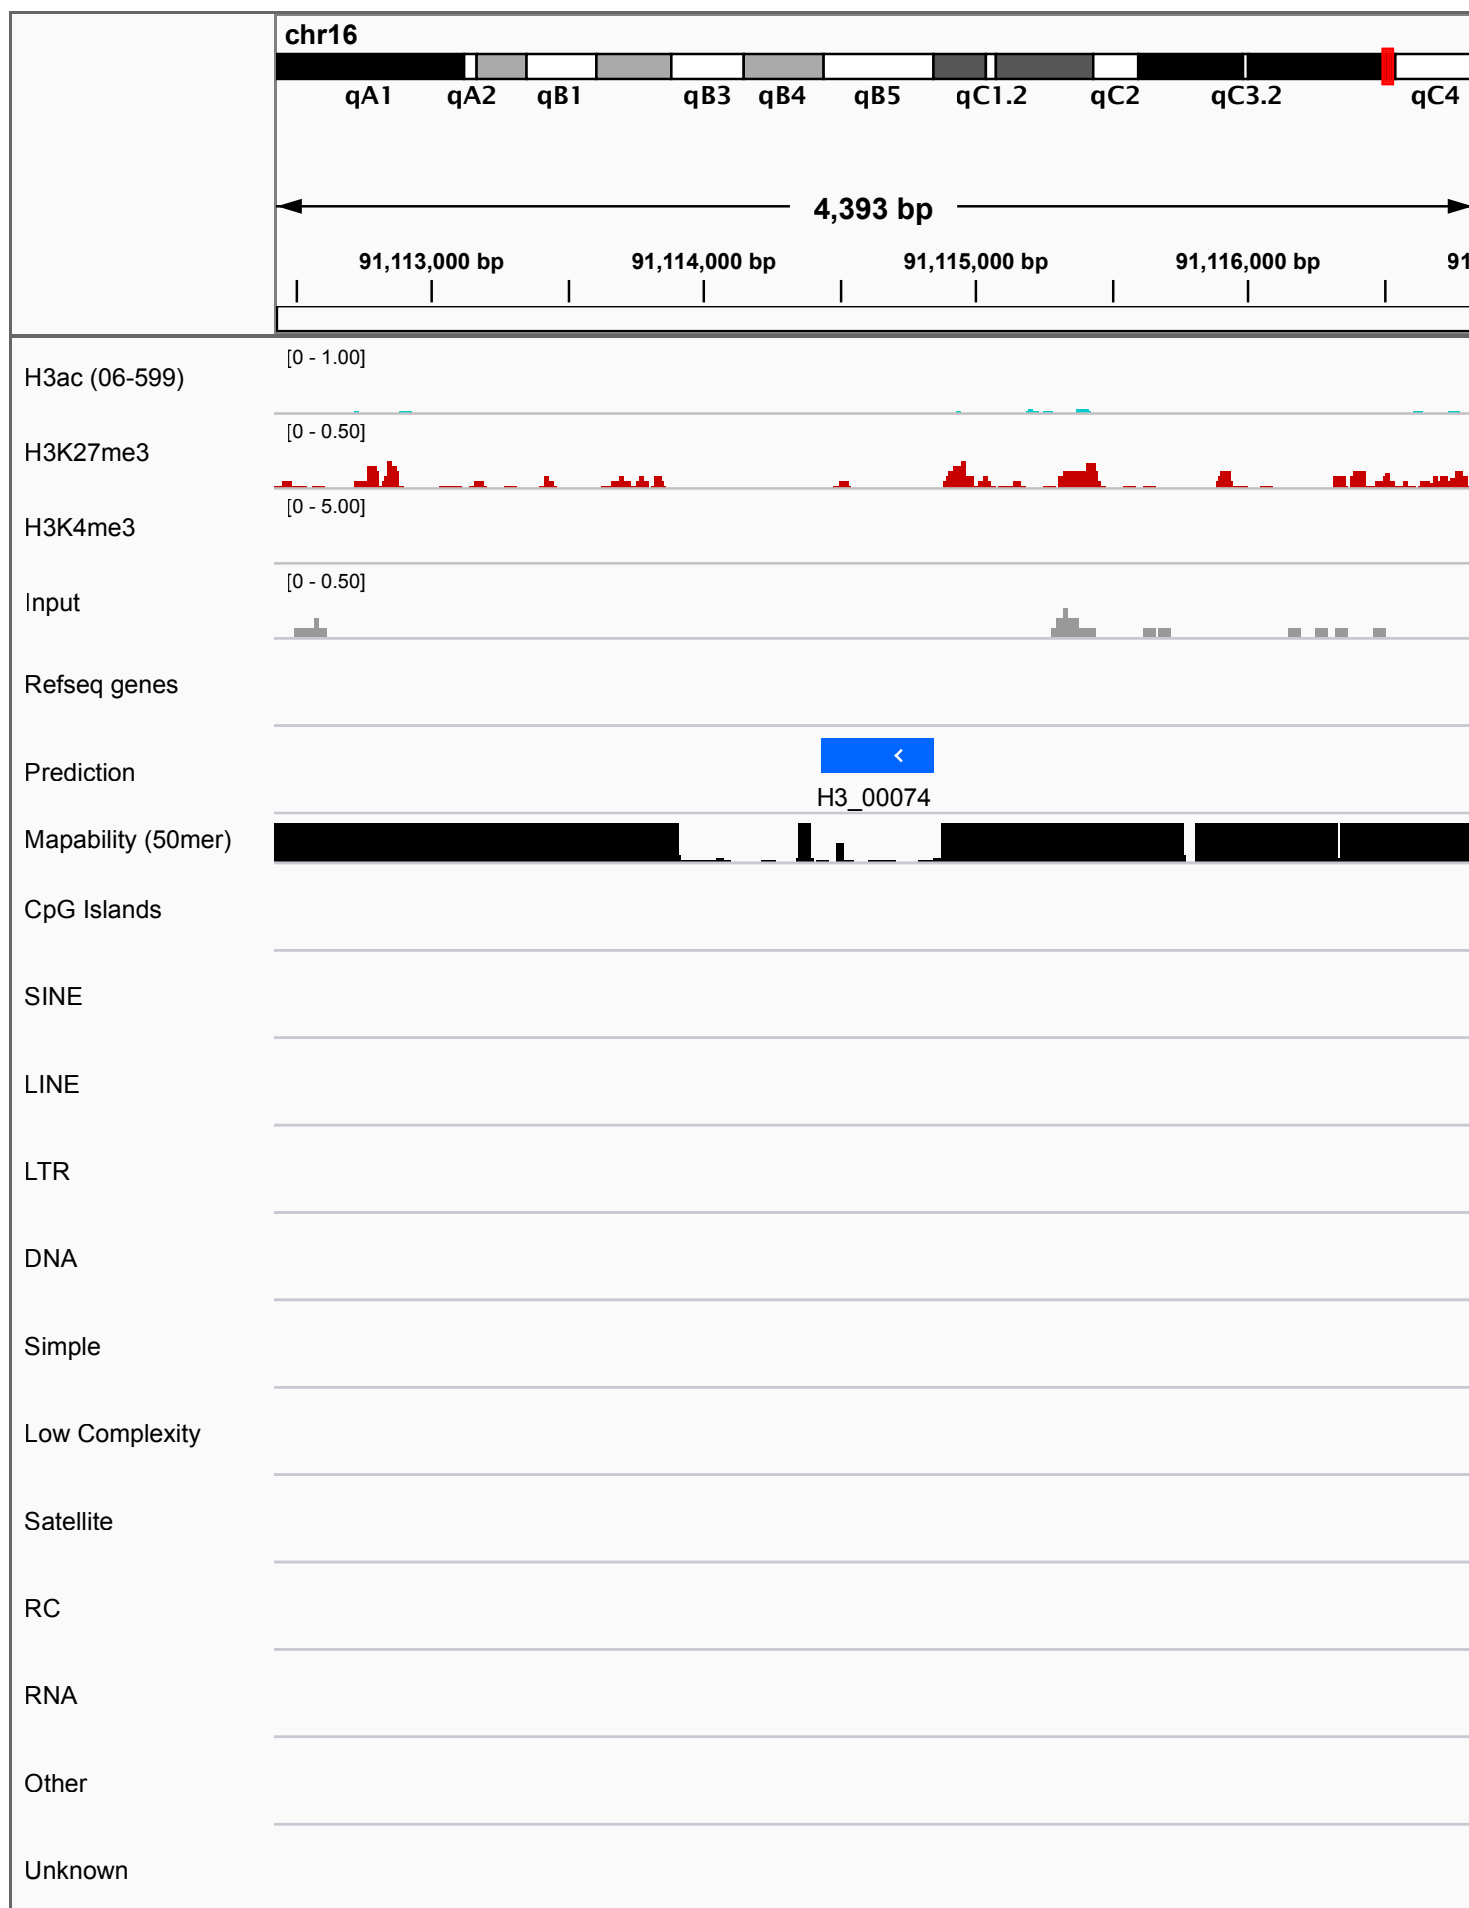

Fig. S5O (H3mm9)

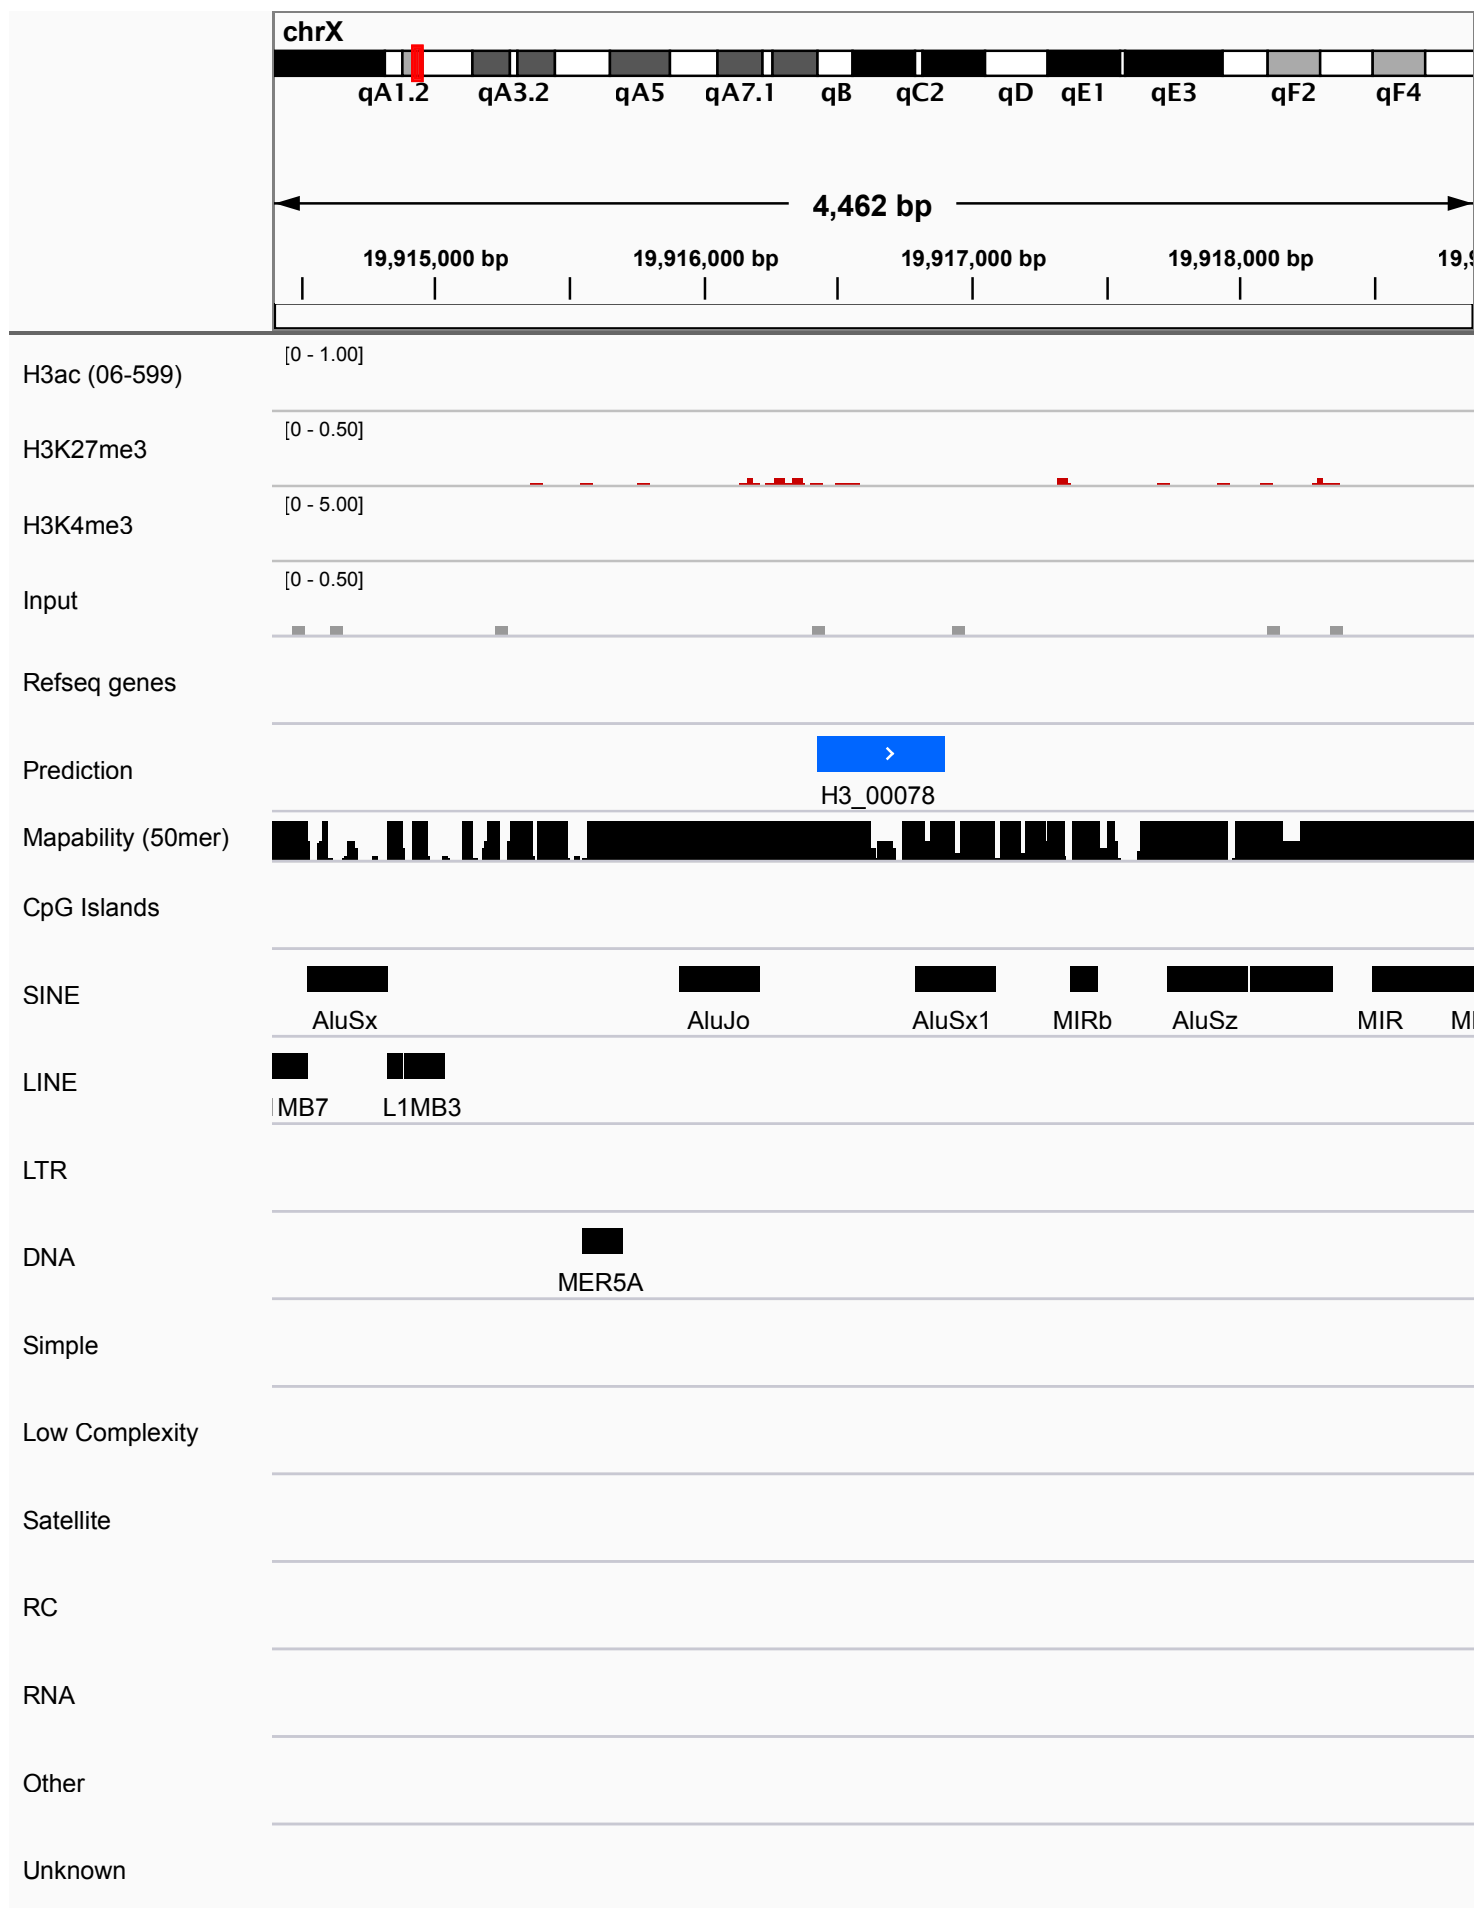

Fig. S5P (H3mm16)

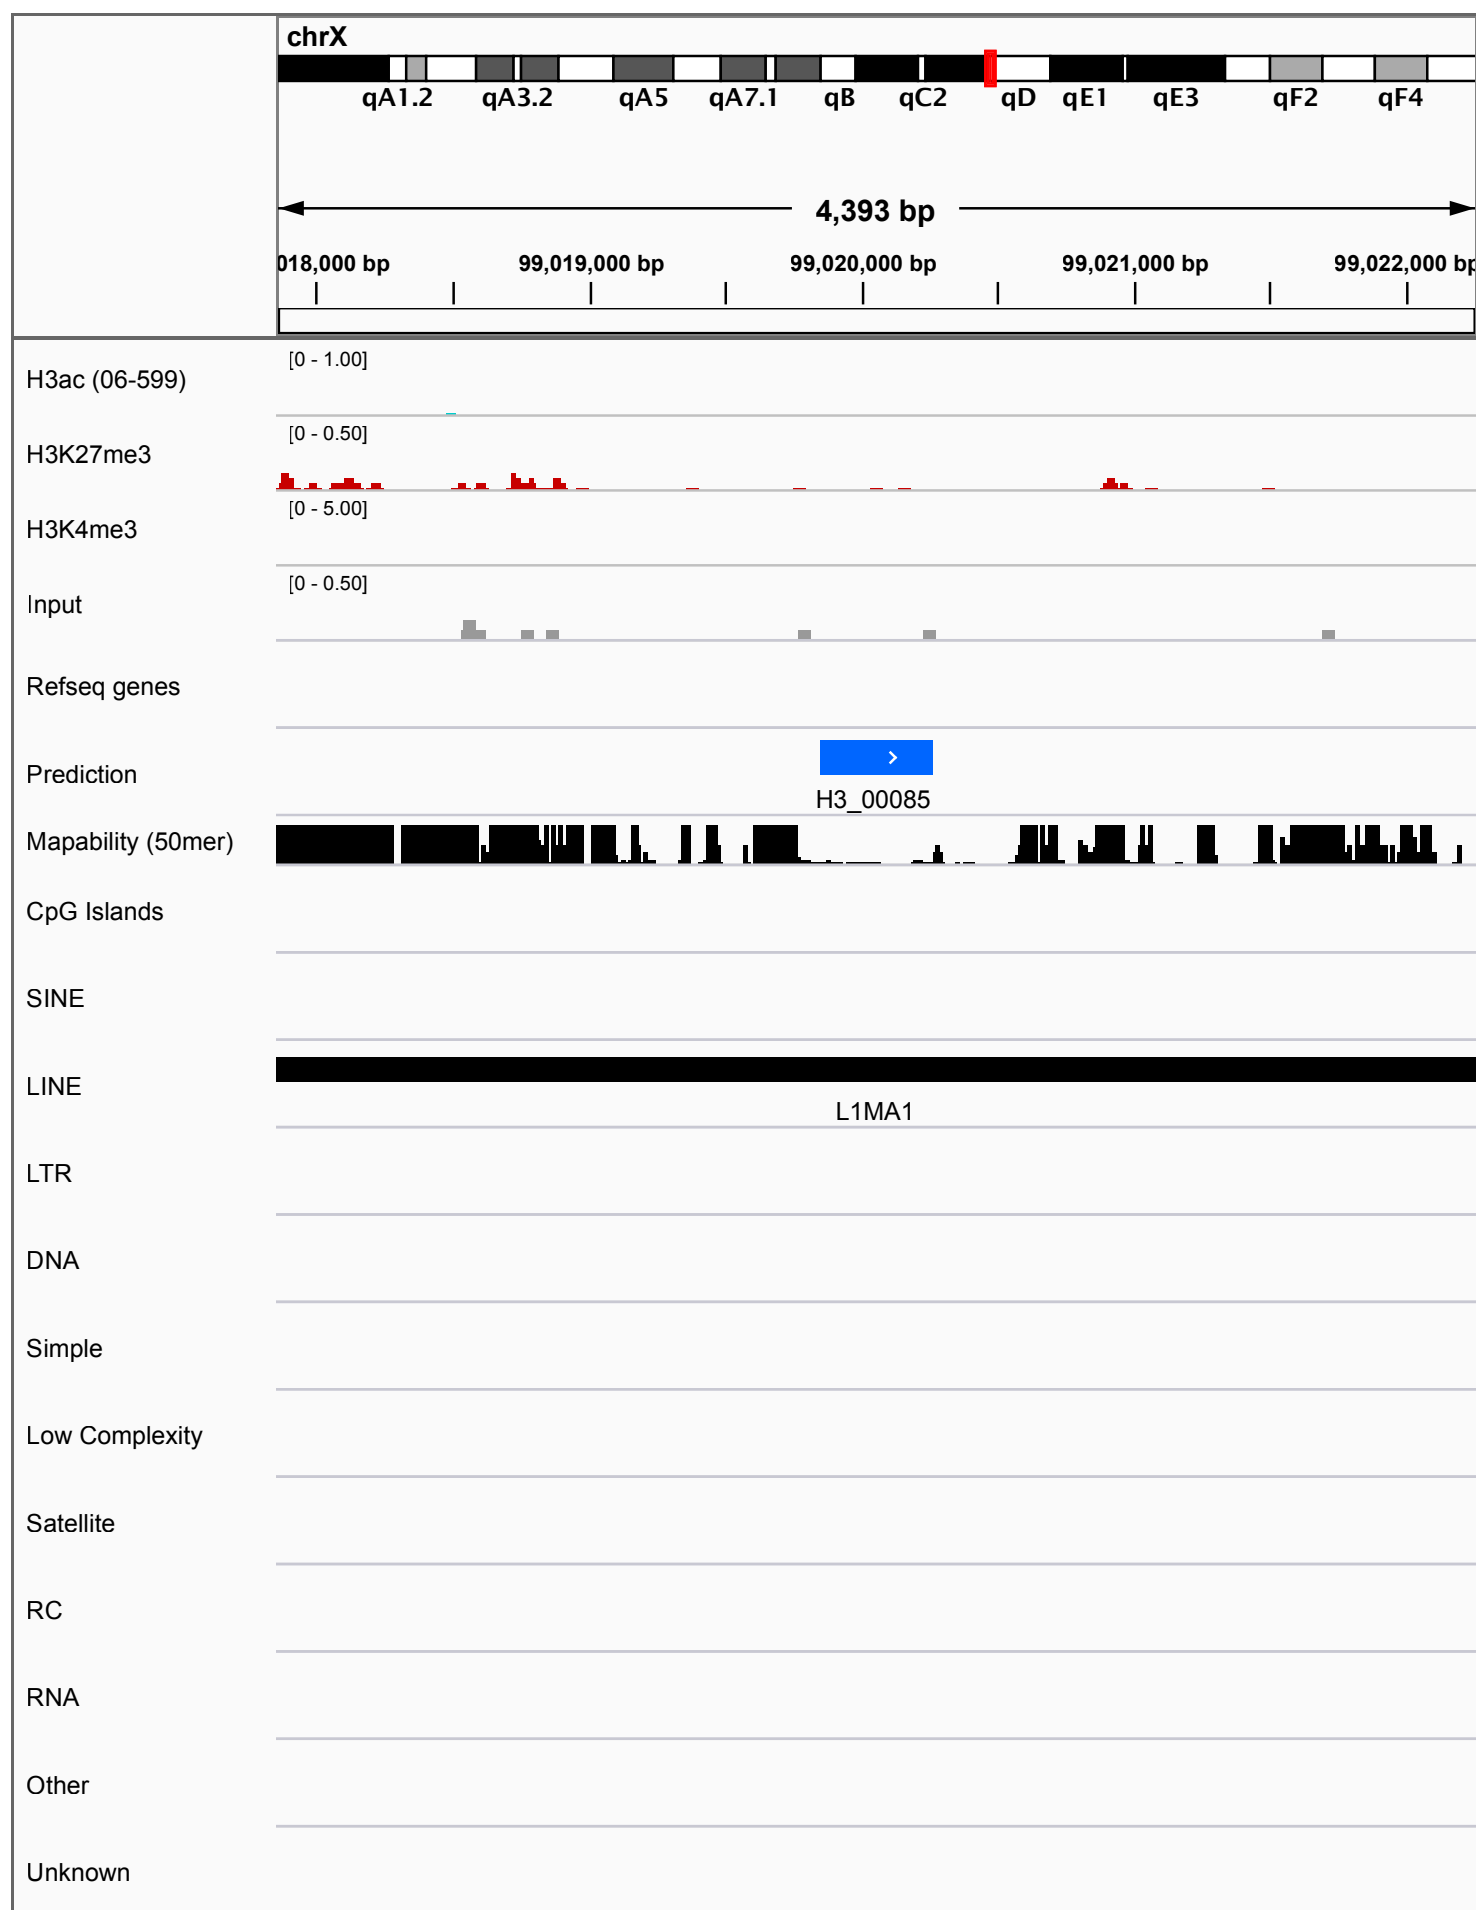

Figure S7

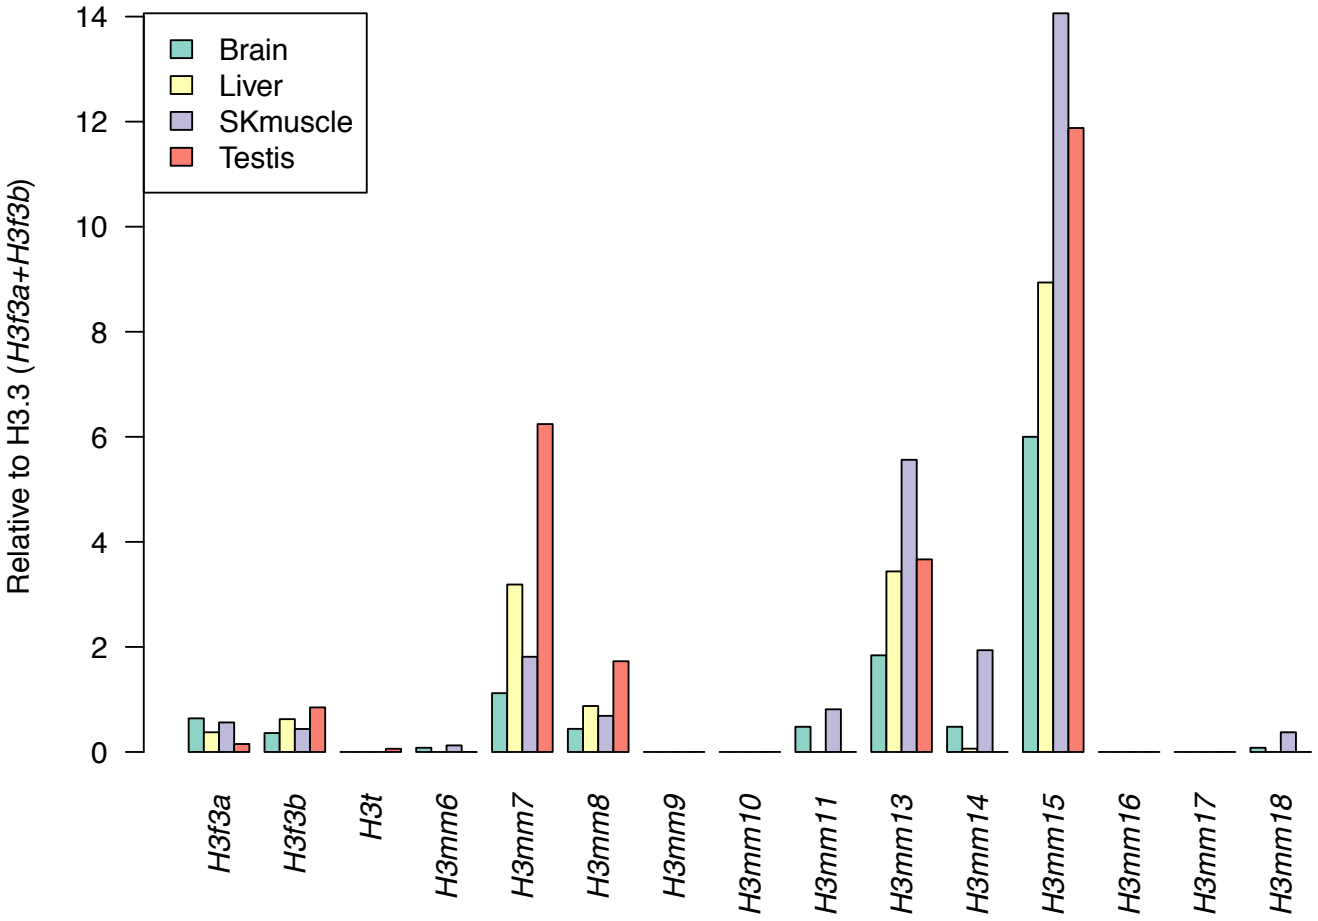

Figure S8

A

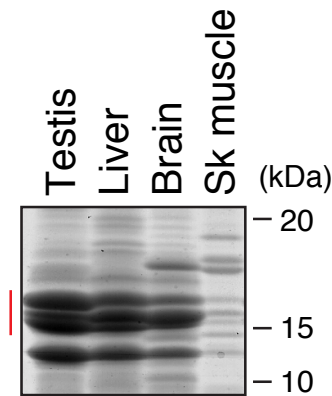

B

H3t: KQLATKVAR (18-26)

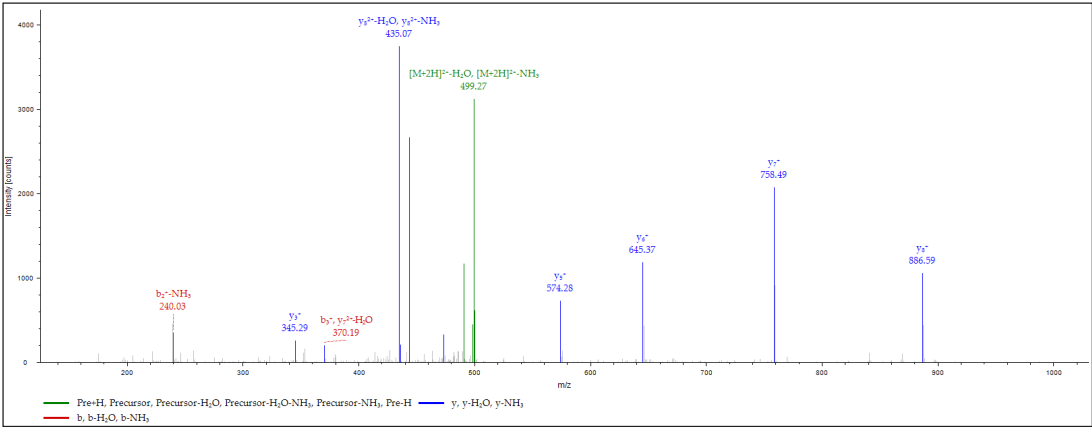

| b <sup>+</sup> | b <sup>2+</sup> | Seq. | y <sup>+</sup> | y <sup>2+</sup> |
|----------------|-----------------|------|----------------|-----------------|
| 129.10225      | 65.05476        | K    |                |                 |
| 257.16083      | 129.08405       | Q    | 886.54692      | 443.7771        |
| 370.2449       | 185.62609       | L    | 758.48834      | 379.74781       |
| 441.28202      | 221.14465       | A    | 645.40427      | 323.20577       |
| 542.3297       | 271.66849       | T    | 574.36715      | 287.68721       |
| 670.42467      | 335.71597       | K    | 473.31947      | 237.16337       |
| 769.49309      | 385.25018       | V    | 345.2245       | 173.11589       |
| 840.53021      | 420.76874       | A    | 246.15608      | 123.58168       |
|                |                 | R    | 175.11896      | 88.06312        |

C

H3t: YHPGTVALR (41-49)

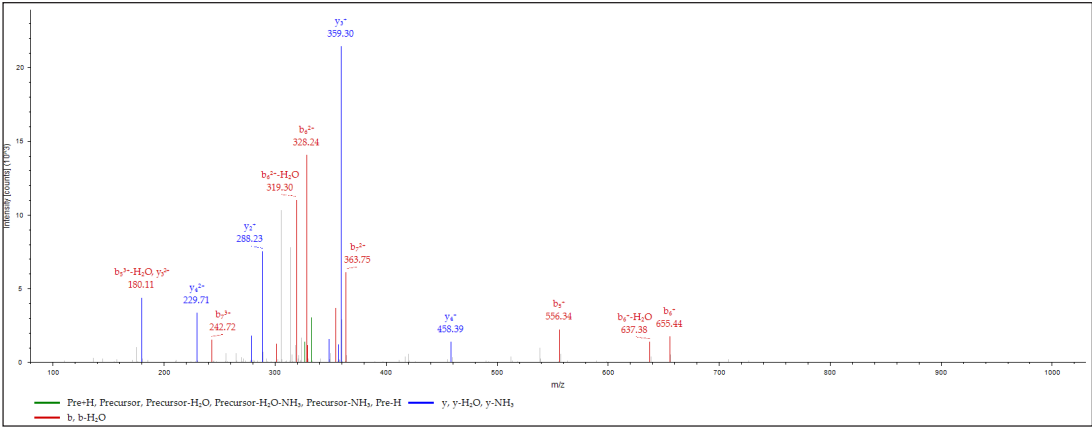

| b <sup>+</sup> | b <sup>2+</sup> | Seq. | y <sup>+</sup> | y <sup>2+</sup> |
|----------------|-----------------|------|----------------|-----------------|
| 164.0706       | 82.53894        | Y    |                |                 |
| 112951         | 151.06839       | H    | 850.4894       | 425.74834       |
| 398.18228      | 199.59478       | P    | 713.43049      | 357.21888       |
| 455.20375      | 228.10551       | G    | 616.37772      | 308.6925        |
| 625143         | 278.62935       | T    | 559.35625      | 280.18176       |
| 531985         | 328.16356       | V    | 458.30857      | 229.65792       |
| 726.35697      | 363.68212       | A    | 359.24015      | 180.12371       |
| 839.44104      | 420.22416       | L    | 288.20303      | 144.60515       |
|                |                 | R    | 175.11896      | 88.06312        |

D

H3mm7: KSAPSIIGGVK (27-36)

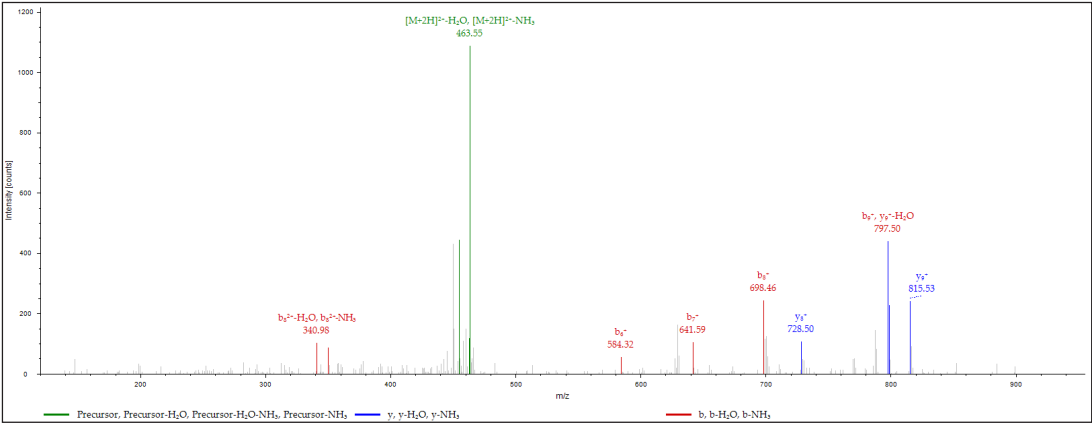

| b <sup>+</sup> | b <sup>2+</sup> | Seq. | y <sup>+</sup> | y <sup>2+</sup> |
|----------------|-----------------|------|----------------|-----------------|
| 129.10225      | 65.05476        | K    |                |                 |
| 216.13428      | 108.57078       | S    | 815.46219      | 408.23473       |
| 287.1714       | 144.08934       | A    | 728.43016      | 364.71872       |
| 384.22417      | 192.61572       | P    | 657.39304      | 329.20016       |
| 471.2562       | 236.13174       | S    | 560.34027      | 280.67377       |
| 434027         | 292.67377       | I    | 473.30824      | 237.15776       |
| 136174         | 321.18451       | G    | 360.22417      | 180.61572       |
| 838321         | 349.69524       | G    | 303.2027       | 152.10499       |
| 745163         | 399.22945       | V    | 246.18123      | 123.59425       |
|                |                 | K    | 147.11281      | 74.06004        |

Figure S9

H3.1

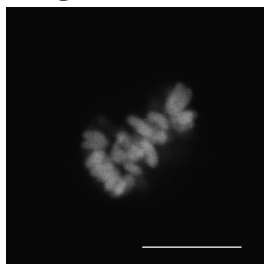

H3.2

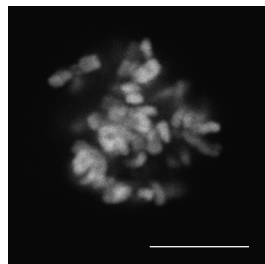

H3t

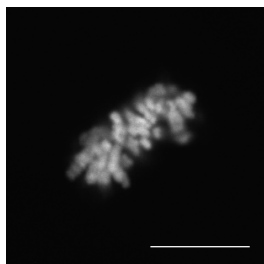

H3mm12

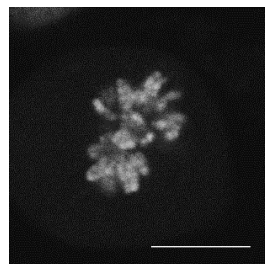

H3.3

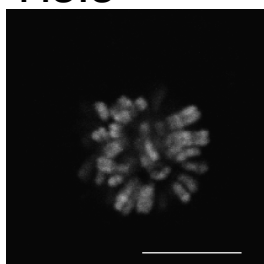

H3mm7

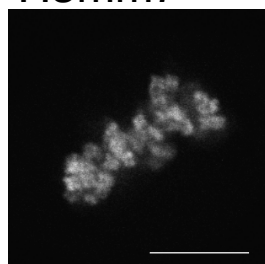

H3mm11

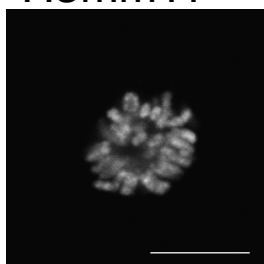

H3mm13

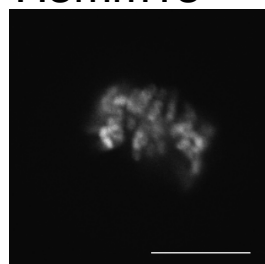

H3mm16

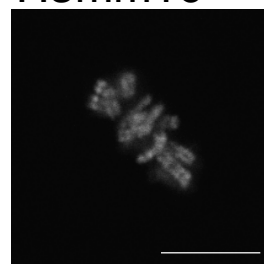

H3mm6

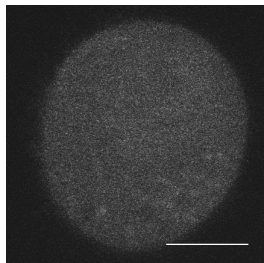

H3mm8

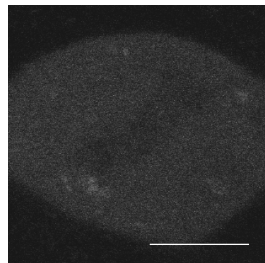

H3mm9

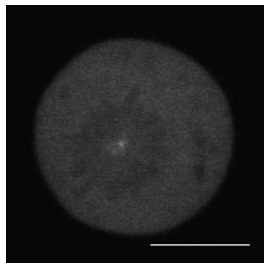

H3mm10

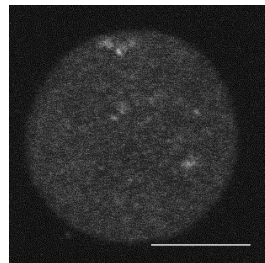

H3mm14

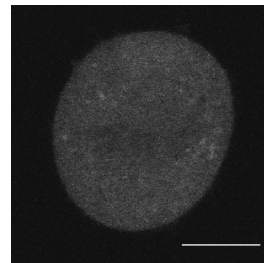

H3mm15

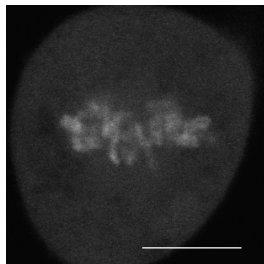

H3mm17

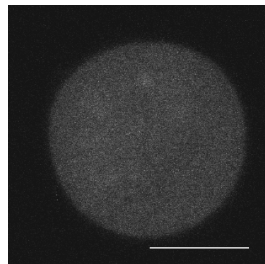

H3mm18

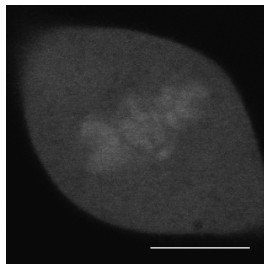

Figure S10

A

HAP purify

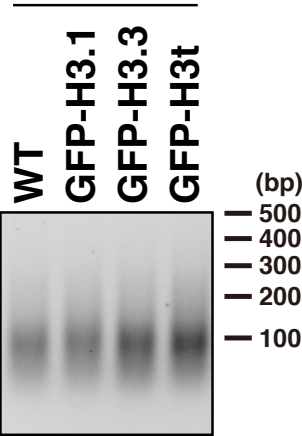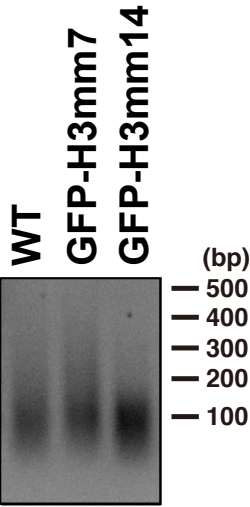

B

HAP-IP ( $\alpha$ -GFP)

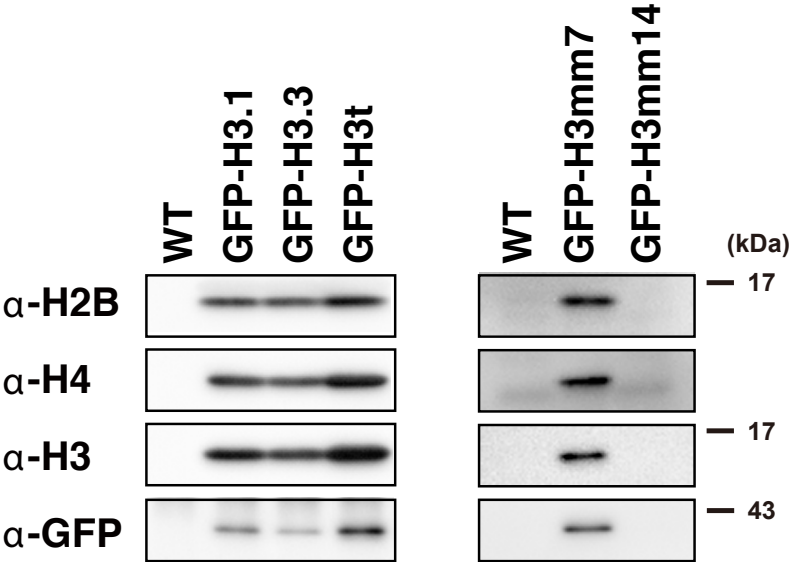

Input

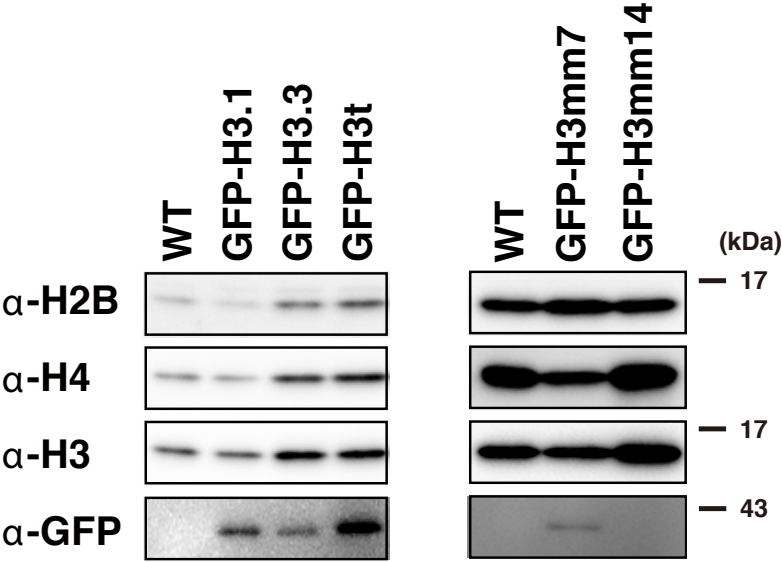

Figure S11

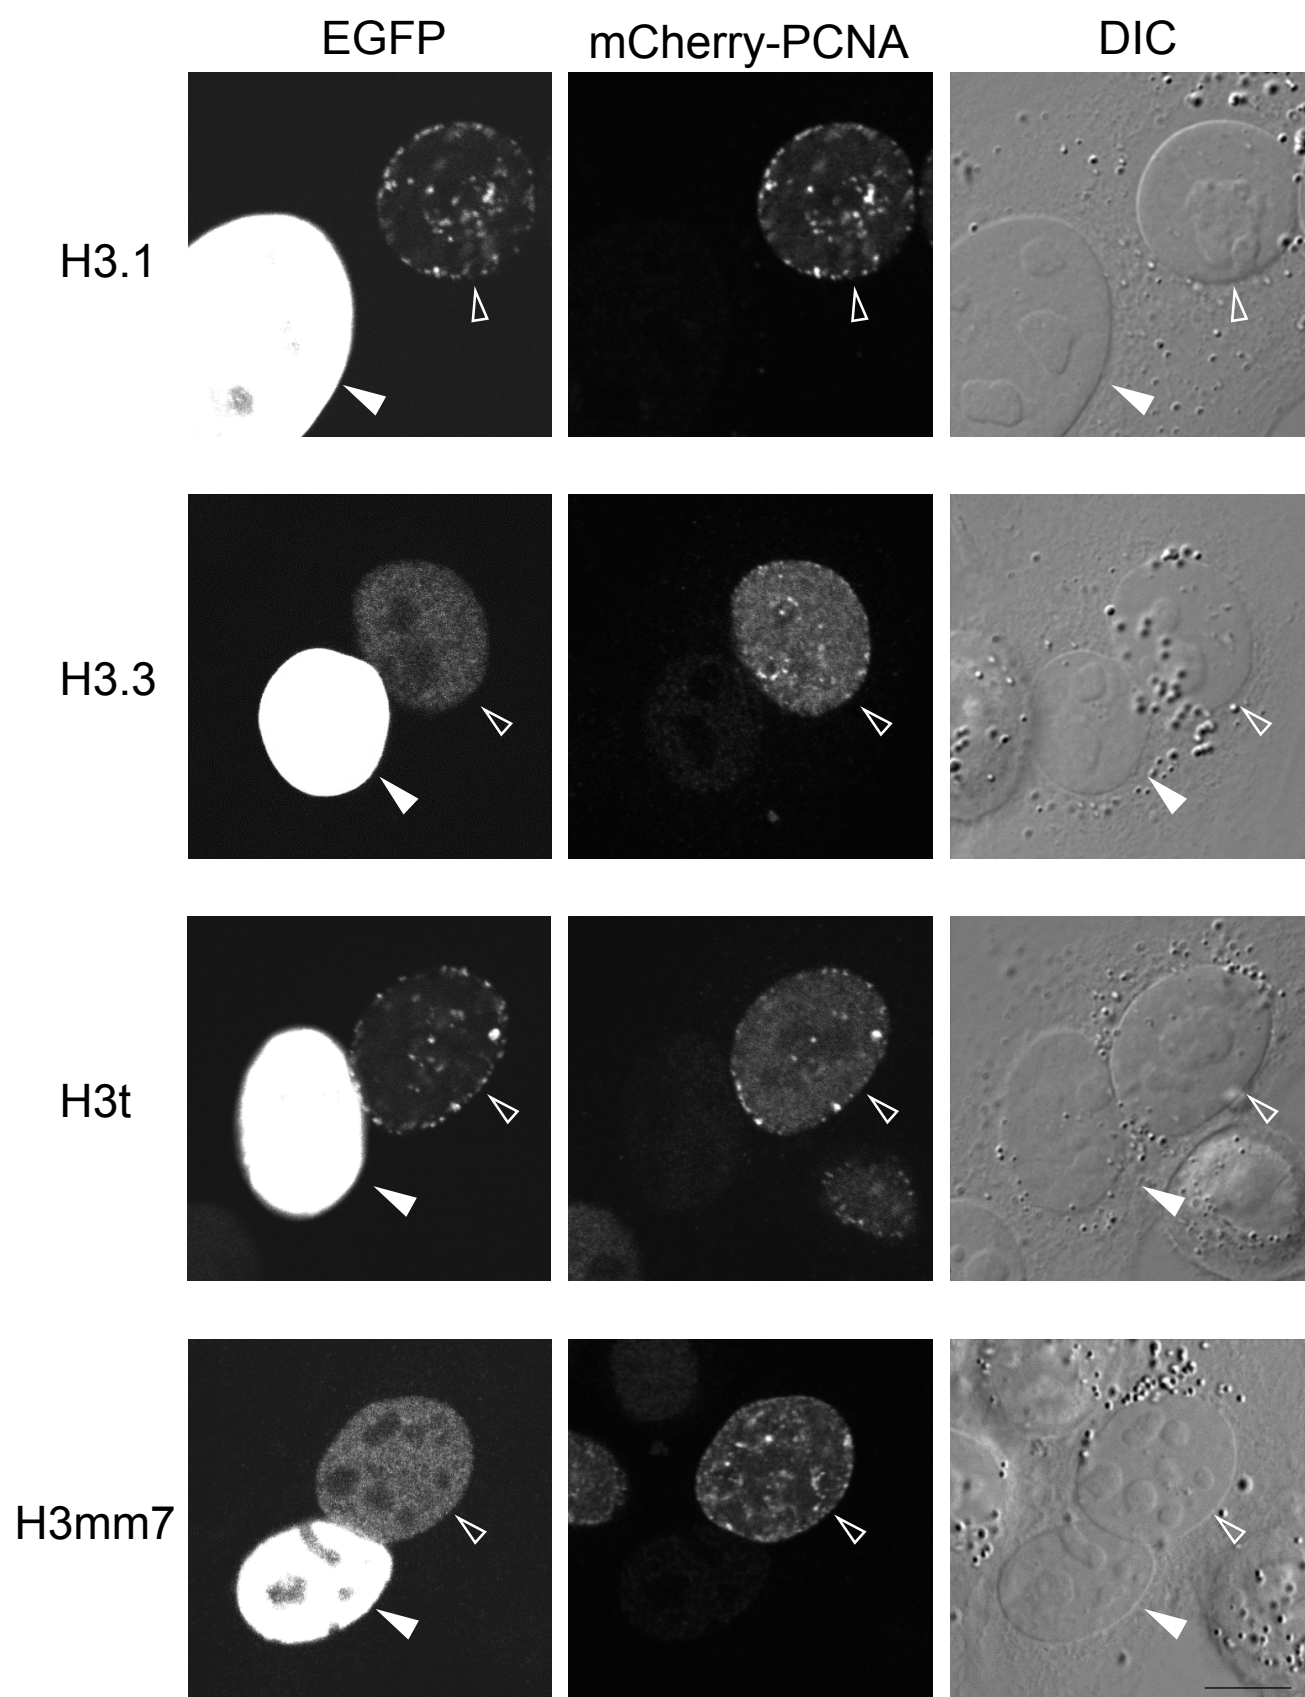

Figure S12

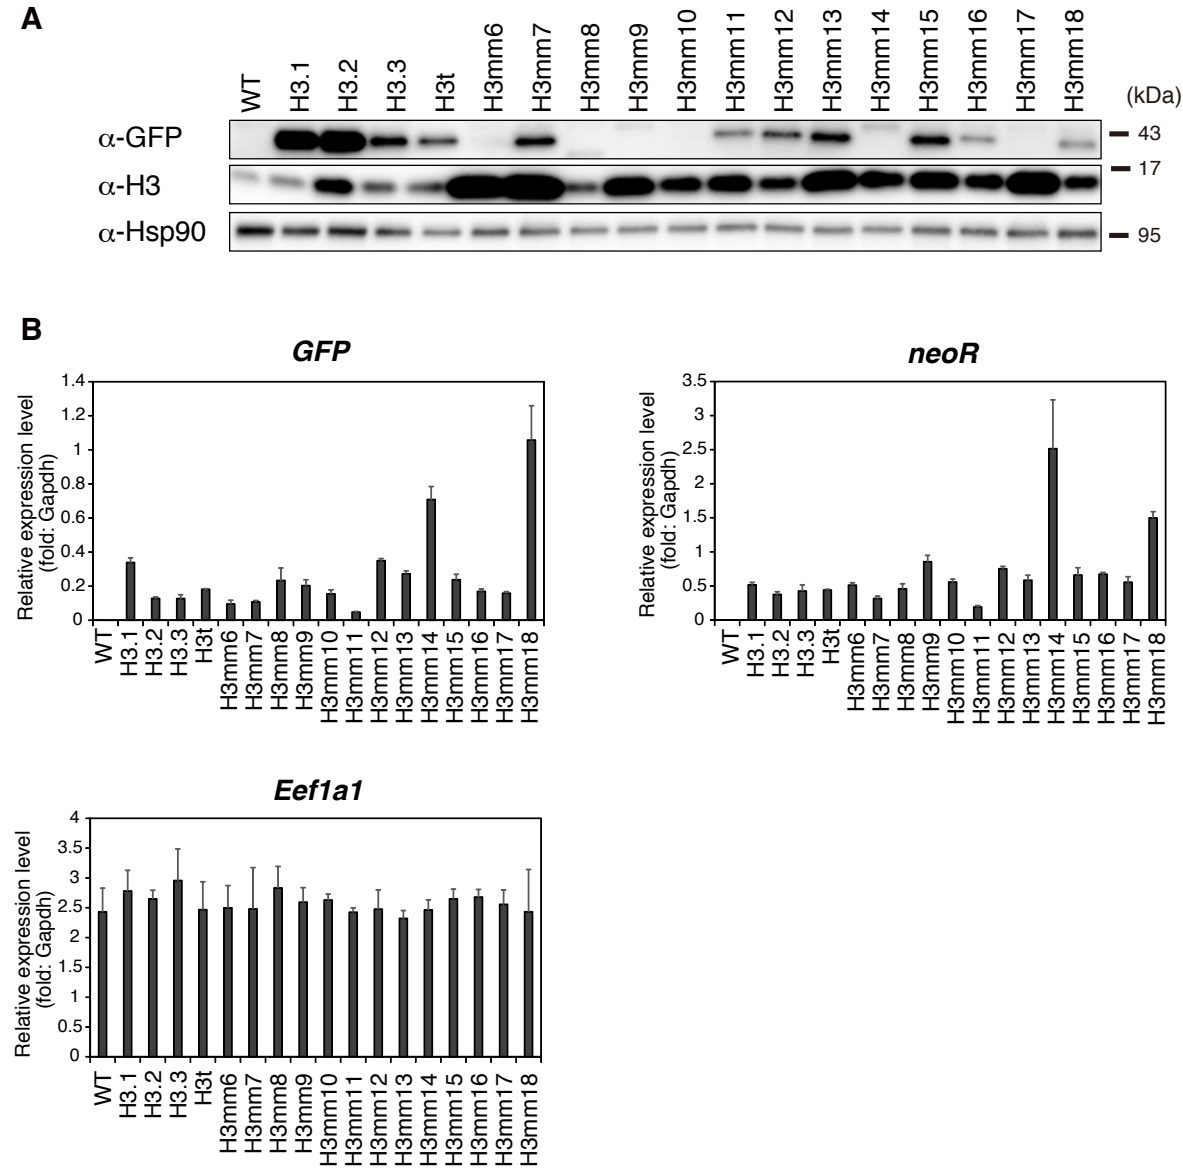

Figure S13

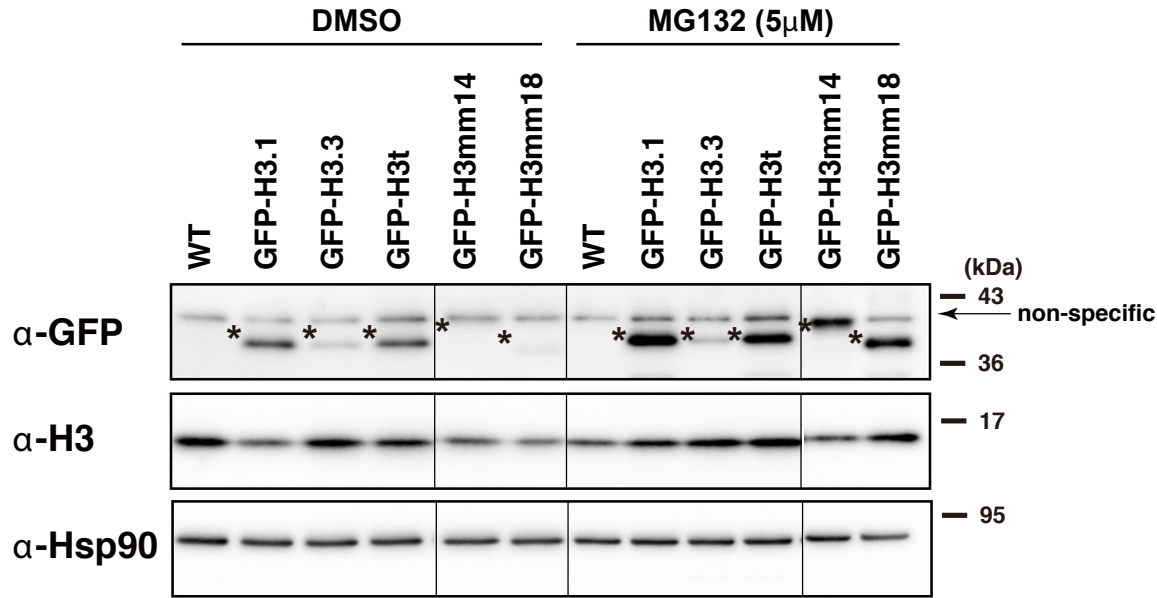

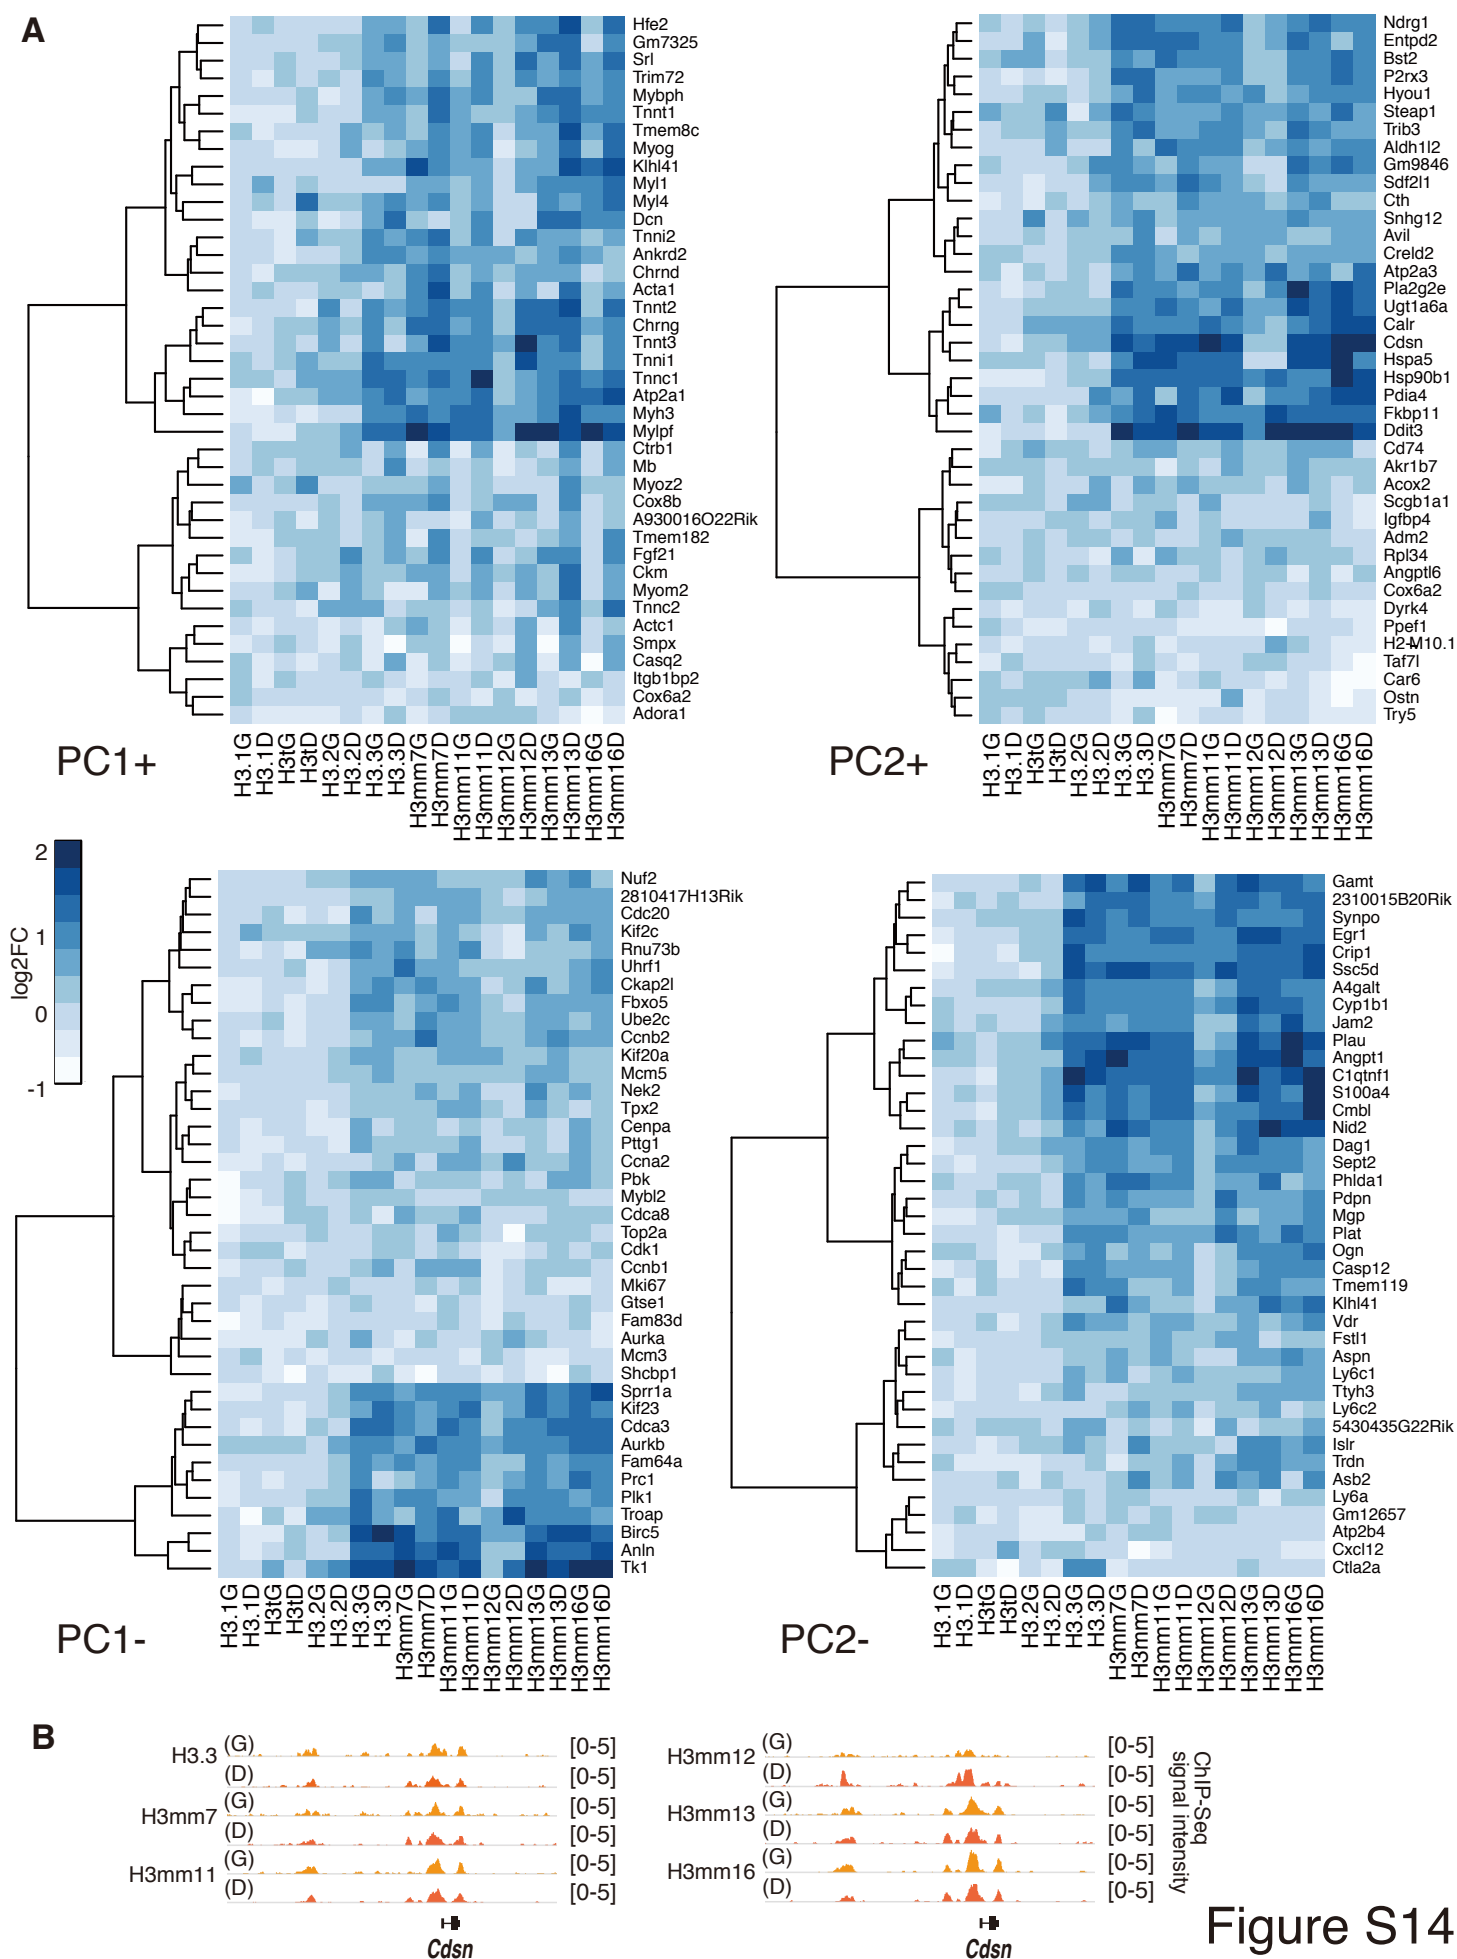

**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Information, contains Supplemental Methods, Figures S1–S14 and Tables S5–S7 in a single PDF file.

How the deposited data were processed for this re-analysis (not part of the article)

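3′-seq was made from mouse brain, liver, skeletal muscle and testis, with 2 libraries of each, and from growing and differentiated C2C12 cells, with 1 library of each. The authors mapped the reads to mm9 with STAR, kept reads with a single place, counted them in the 3′-UTR or in the 3000 bases after the coding sequence of a new H3 gene, and deposited RPM values, which are scaled to the uniquely mapped reads of the library. The uniquely mapped reads of each library, worked out from the step between RPM values, lay between 539990 in growing C2C12 cells and 14060394 in skeletal muscle of replicate 1. mRNA-Seq was made from C2C12 cells without a transgene (WT) and 9 GFP-H3 lines, with 1 growth and 1 differentiated library each. The authors mapped the reads of the GFP-H3 lines to mm9 with TopHat 2.0.8, and the deposited values are FPKM estimated by cuffdiff of Cufflinks 2.0.1 with its default parameters. The mapping of the WT reads is not named in the paper's text. Read numbers of the mRNA-Seq libraries are unknown, so no counting interval was given for FPKM.

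For 3′-seq, reads per gene were worked out from RPM, with exact two-sided Poisson 95% intervals where reads were counted and a limit of 3 reads, the one-sided 95% limit, where none was. Tissues were compared on log2(RPM + 0.1) by exact permutation of the tissue names within each replicate table (24 arrangements), with Benjamini-Hochberg adjustment over 14 genes. H3mm7, H3mm8, H3mm13 and H3mm15 were compared with the sum of H3f3a and H3f3b by an exact two-sided sign-flip test over 8 libraries, adjusted over 4 genes. Replicates of a tissue were compared by exact binomial tests. Loci were taken from the mm9 sequence and annotation, and sequence shared between places was measured with 31-base words over the whole genome.

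For mRNA-Seq, profiles were log10(FPKM + 1), without a filter on genes. Pearson's r was computed for the 36 pairs of GFP-H3 lines in each state. Principal components were computed on the 18 GFP-H3 libraries after scaling each library to mean 0 and SD 1 and centring genes, and WT was projected. The sign of a component is arbitrary and was set so that the genes the paper shows for PC1+ and PC2+ have the higher loadings. This also sets the side of lines in which these genes are high. Differences between growth and differentiated cells over lines were tested by exact two-sided sign-flip tests. Genes were tested with limma (trend and robust settings) on log2(FPKM + 1), with a mean of at least 1 FPKM, and called at a Benjamini-Hochberg adjusted p below 0.05 and a difference of at least 1 on the log2 scale. The contrasts were growth against differentiated cells (10 and 10 libraries) and 6 H3.3-type against 3 H3.1/H3.2-type lines, in each state and as an interaction. The interaction fit had no term for the line. Lists of muscle contraction and myogenesis, cell cycle, ER stress and extracellular matrix genes were compared with 10000 random lists of the same size and mean expression. Lists, groups and most alternatives were set before the data were examined. So were the tests, except those stated elsewhere to have been chosen after the result was seen, such as the binomial tests between replicates.

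Named genes are those the paper names, the H3 genes, the 5 genes with the largest loading in each direction of PC1 and PC2, the 5 with the largest change in each direction among genes called and changed the same way in 10 lines, and the 5 with the smallest adjusted p between types. Hist1h1c, Hist1h2bc, Hist1h2bp, Gapdh, Hspa5 and Ddit3 were chosen after their values were seen. Alternatives covered the pseudocount, filters on low values, normalization between libraries, centring and scaling of genes, the linear scale, Spearman's rho, the limma settings, the denominator of the 3′-seq ratios, and leaving out each line or replicate. On simulated values with 200 changed genes, limma recovered 99.0% with 0 false calls for 10 against 10 libraries and 94.5% with 2 false calls for 6 against 3. These values were drawn independently with the spread of growth libraries, and the planted changes were larger than the calling threshold. The rates therefore do not carry over to differentiated cells, to the interaction or to smaller changes. Planted components were recovered with r of 0.941 for PC1 and 0.886 for PC2. ChIP-seq, its input and amplicon sequencing were not analysed here. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1, and plotted with matplotlib 3.10.9.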

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

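Of the tests in this part, those of the D3 lines in growth, of the genes near 0 in WT by shared sequence and of counting error between replicates were chosen only after the result was seen.

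The sum of FPKM of the growing WT library was 409319, against 617396 to 680017 in the 9 growing GFP-H3 lines, which sets it far from the others. Of 21 groups of libraries examined in this way 2 had such a library, where 1.05 are expected by chance. The 130 genes near 0 in WT do not account for it as a whole, since without them the WT sum was 406999 and the lines lay between 493209 and 535361. These genes hold far more sequence found at several places of the genome than genes of like expression (median 71.6% against 2.12% of 31-base words, permutation p = 1e-05, the smallest that 100000 resamples can give). The cause may therefore be a different treatment of reads that fit several places in the WT libraries. The transgene and a difference in how the libraries were made or mapped remain open for the rest of the gap. No label gives a batch for these libraries.

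The differentiated H3.3 library had 16829 genes above 0 FPKM, against 14254 to 15477 in the other 9 differentiated libraries. A deeper library could list more low genes. At 1 FPKM or more it had 10891 genes, just above the other 9 (10594 to 10813) but not far from them for their spread, so depth and a wider expression in these cells cannot be told apart. The read numbers that would decide this are unknown.

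PC2 scores rose from growth to differentiation in H3.3, H3mm7 and H3mm11 cells, by at least 13.4, and fell in WT and the other 6 lines, with changes from -9.87 to -1.38. The groups were drawn by the paper from PC2 of these libraries, so the difference between them was not tested. On the main axis of the differentiated libraries alone, the growth libraries of the 3 lines scored 7.68 on average and those of the other 6 GFP-H3 lines 5.69 (p = 0.131, exact permutation test over 84 splits). A smaller difference already present in growth could not be excluded with 3 against 6 lines. Each line was a single culture in each state, so the GFP-H3 variant, the clone and the culture cannot be told apart.

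Hist1h2bc had 596 RPM in liver of replicate 1, the highest value of any listed histone gene there, and Hist1h2bp had 157 RPM in testis of replicate 1. The paper does not discuss these genes. Hist1h2bp had 35.5 RPM in testis of replicate 2 and no read in brain, liver or skeletal muscle. Hist1h2bc had 151 RPM in liver of replicate 2, and in skeletal muscle 71.6 and 364 RPM, so its order among tissues differs between replicates. Counting error does not account for such gaps between replicates, since 22 of 40 comparisons of H3 genes exceeded it. A single factor for all histone genes of a library does not do so as a whole either, since 12 of 40 still exceeded it after scaling to the other histone genes. For H3mm7, H3mm8, H3mm13 and H3mm15 the scaling lowered the number from 14 to 2 of 16, and for the other 10 H3 genes it raised the number from 8 to 10 of 24. The scaling rests mostly on Hist1h2bc, and in testis also on Hist1h2bp, and these genes do not move together. In testis Hist1h2bc had 35.3 and 63.4 RPM in replicates 1 and 2, whereas Hist1h2bp was higher in replicate 1. In skeletal muscle Hist1h1c had 20.6 and 12.7 RPM, against the direction of Hist1h2bc. Differences between animals were not tested.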

How the results depend on the processing

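Of the settings in this part, those without the genes near 0 in WT, without genes listed at 0 in some libraries, against the median of the other GFP-H3 lines and with the PC1 score as a covariate were chosen only after the result was seen.

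The lower correlation after differentiation kept its direction and its side of the threshold under all 16 alternatives (differences from -0.049 to -0.0045). The 1893 genes changed between growth and differentiation stayed within 1429 to 2348 under 19 alternatives, and the higher number of genes 2-fold from WT held under 7. Among all results that answer a comparison, 180 values under an alternative kept their direction and call, 28 moved, 6 lost and 3 gained the threshold, and 3 reversed. For single genes and libraries these numbers were 626, 37, 9, 4 and 2.

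H3mm8 against H3f3a plus H3f3b passed the threshold against H3f3a alone (1.78), H3f3b alone (1.92) and their mean (1.63), as a smaller denominator must raise it. With 1 replicate table the differences ran from 1.31 to 3.47 for H3mm7, 1.71 to 4.06 for H3mm13 and 3.23 to 5.68 for H3mm15. All lost the threshold, since 4 libraries cannot give an exact p under 0.125. H3mm8 ran from -0.26 without replicate 2 to 1.94 without replicate 1, and the cause was not tested.

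The share of PC1 moved to 57.9% with a pseudocount of 0.1 FPKM, 43.9% with 0.01 FPKM, 60.9% for genes above 0 in every library, 53.0% with WT included and 37.5% with genes scaled to SD 1. Leaving out a line gave 62.7% (without H3mm13) to 68.3% (without H3mm7). The cause was not tested. With genes not centred, PC1 held the mean profile by construction: its share was 96.6%, its change from growth to differentiation was -0.82, and 3 of 10 lines were on the side of PC2 the paper gives them. PC2 is then a different component, so this number does not bear on the split. The number was 4 with genes scaled to SD 1 and 5 with WT included, where PC2 may also be a different component. The cause was not tested.

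The extracellular matrix list moved to percentile 13.2 on PC2 with a pseudocount of 0.01 FPKM and on PC1 from percentile 4.39 to 0.665 with a mean of at least 1 FPKM, but to 11.7 and 12.7 with pseudocounts of 0.1 and 0.01 FPKM and 42.8 with genes scaled to SD 1. The 4 genes the paper shows for PC2+ and the 4 for PC2- moved on PC2 from percentiles 100 and 0 to 83.2 and 66.0 with genes scaled to SD 1. The muscle list reversed on PC2 to percentile 100 with genes scaled to SD 1. The cause was not tested for any of these.

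The 59 genes called between types in growth became 121 with a pseudocount of 0.1 FPKM, 140 with 0.01 FPKM and 1 with no filter on low values, and the cause was not tested. With the PC1 score as a covariate limma called 0 genes, with 449 at an unadjusted p under 0.05. In growth PC1 itself differs between the types, so this setting removes part of the contrast. Leave-one-out values ran from 29 to 61, with 29 without H3mm13, 33 without H3t, 34 without H3.2 and 39 without H3mm16. In differentiated cells the count of 1 became 0 with no filter on low values (518 at an unadjusted p under 0.05) and 0 to 4 in leave-one-out, with 0 without H3.1 (1042 at an unadjusted p under 0.05), 2 without H3t and 4 without H3.2. The interaction count of 0 from limma became 1 with a mean of at least 5 FPKM, 5 with quantile normalization, and 0 (without H3.1) to 2 (without H3.2) in leave-one-out. The cause was not tested for these counts. The log2 change of Gm12657, which was not called, ran from -0.21 to 0.076 in leave-one-out and changed sign without H3mm11 (0.076) and without H3mm12 (0.014).

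Depth limits the 3′-seq values most in growing C2C12 cells, where no read allows up to 5.56 RPM. Summing genes of the same symbol was not run, because no symbol repeats.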

Differences from the paper's values

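The counts for H3.3, H3mm7 and H3mm11 against the other 6 GFP-H3 lines were chosen only after the result was seen. The alternatives named here were set before the data were examined.

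For the correlation between pairs of GFP-H3 lines in growth, the paper gives a lowest value of 0.88 and a highest of 0.99, and the values here were 0.981 and 0.997. No alternative brought the lowest value within the spread of the paper's. The highest was within the spread between pairs of the paper's value with a pseudocount of 0.01 FPKM (0.988), with genes of mean FPKM of at least 1 (0.994), with genes above 0 in every library (0.988), on the linear scale (0.996) and with WT (0.997). With WT the value itself was unchanged. The spread (SD) between pairs was 0.0037 in the setting reported and wider on the linear scale (0.018) and with WT (0.0165), which is why these values count as no longer different. The highest still differed with a pseudocount of 0.1 FPKM (0.995), with Spearman's rho (0.976) and with each line left out.

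In differentiated cells the paper gives a lowest value of 0.79 and a highest of 0.98, and the values here were 0.963 and 0.995. On the linear scale the lowest was 0.821, which no longer differed, and under every other alternative it differed. The highest was within the spread of the paper's value with a pseudocount of 0.01 FPKM (0.985), with genes of mean FPKM of at least 1 (0.987), with genes above 0 in every library (0.986), on the linear scale (0.987), with Spearman's rho (0.976) and with WT. With WT the value was again unchanged at 0.995, and only the spread between pairs was wider (0.0186 against 0.0076). It still differed with a pseudocount of 0.1 FPKM (0.993) and with each line left out, where the value nearest to the paper's was 0.991 (without H3mm16).

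For the fold of H3mm7, H3mm8, H3mm13 and H3mm15 over H3f3a and H3f3b in tissues, the paper gives 1.2 as the lowest, and the lowest ratio to the sum here was 0.44. It no longer differed for H3f3b alone (1.22), for the mean of both genes (0.88) and without replicate 1 (1.11), and still differed without replicate 2. For H3f3a alone it was 0.688, from 11 against 16 reads. The exact binomial 95% interval for such counts is 0.288 to 1.58, which includes the paper's 1.2. The paper gives 16 as the highest, and the highest here was 269. It no longer differed without replicate 2 (14.1), and still differed for H3f3a alone, H3f3b alone, the mean of both genes and without replicate 1.

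The paper states that the gene expression of H3.3, H3mm7 and H3mm11 cells favours differentiation. Here the muscle list was at 5.76 to 6.35 in these differentiated cells and at 5.88 to 8.22 in the other lines and WT, so it was not higher. The cell cycle list, at 1.63 to 2.96 against 1.69 to 3.82, overlapped as well. The ER stress list was higher in all 3, at 7.06 to 7.68 against 5.21 to 6.95, which goes with the paper's account of PC2.

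The paper describes the effect of variants in undifferentiated cells as small. Between H3.3-type and H3.1/H3.2-type lines, limma with Benjamini-Hochberg adjustment called 59 genes in growth and 1 in differentiated cells. The difference between the states was itself not called for any gene (1002 at an unadjusted p under 0.05), in a fit not paired by line. The correlations between lines and the number of genes 2-fold from WT go with the paper's account, with larger differences after differentiation in 9 of 9 lines. So does the paper's own grouping: H3.3, H3mm7 and H3mm11 against the other 6 GFP-H3 lines gave 628 called genes in differentiated cells, 1 in growth and 488 for the interaction. The paper drew this grouping from PC2 of these same libraries, so these counts are not an independent test.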

Other observations

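The tests of other splits, of PC1 scores and gene lists between the types, of correlations without PC1 or PC2, of Gm12657, of the H3f3a and H3f3b 3′-UTRs, of WT on PC2 and of single ER stress genes in H3.2 cells were chosen only after the result was seen.

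Chance can be excluded for the genes called between growth and differentiation: among 100 splits of the 20 libraries, 1 split, the real one, called as many, and the largest other called 1017. Libraries of a line resemble each other in both states, so splits that part every line, with the line as block, were also drawn. Among 100 of these the real one called 1910 genes and the largest other 1332. For the 59 genes between the types in growth chance is unlikely but not excluded. Of 84 splits of the lines only 1, the real one, called as many (largest other 32), and 84 splits cannot give a rarer outcome. At an unadjusted p under 0.05, 3 of 84 splits had at least the 1970 genes of the real one, and the largest had 3700. Chance cannot be excluded in differentiated cells, where 11 of 84 splits called at least 1 gene. For the interaction limma called 0 genes, which all 84 splits reach by construction, so this count says nothing about chance. At an unadjusted p under 0.05 the interaction had 1002 genes, and 3 of 84 splits had at least as many.

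The growth cultures of H3.3-type lines could have been further into differentiation. PC1 scores in growth were -20.3 ± 1.57 (SD, n = 6) in H3.3-type and -24.7 ± 1.22 (n = 3) in H3.1/H3.2-type lines, without overlap (p = 0.0119, the smallest of 84 splits, adjusted p = 0.0595 over 10 measures, exact permutation test). The muscle list was also higher (2.07 against 1.32, p = 0.0119, adjusted p = 0.0595, exact permutation test). Of the 54 genes higher in H3.3-type lines 35 rise and 19 fall on differentiation, which is 64.8% rising, against 52.5% of all genes. An effect of the variant type and a further advanced culture cannot be told apart, because PC1 differs between the types.

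Lines could correlate less after differentiation because they differentiated to different extents. With the PC1 part removed, 87.5% of the gap in r was left, which argues against PC1 as the whole cause. Without PC2 29.5% was left, and without both 15.9%, in 6 of 9 lines (p = 0.0625, exact permutation test).

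Gm12657, the gene of H3mm12, was above 4 FPKM in H3mm11, H3mm13 and H3mm16 cells. Reads of these transgenes may be counted on it, since their coding sequences share 57.2% to 62.2% of its 31-base words. H3mm7 shares 53.0%, yet its growing cells had 0.49 FPKM, less than the 0.908 FPKM of growing H3t cells, whose variant shares none. Growing H3.3 cells had 0.175 FPKM, although the coding sequence of H3f3a shares 70.6%, while that of H3f3b shares none. Which of them the H3.3 transgene follows was not examined, and the sequences of the transgenes were not used here, so this remains open.

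H3f3a and H3f3b were below H3mm15 by 3′-seq. Reads of both could be lost because they fit several places, but in the last 300 bases of the H3f3a 3′-UTR 99.3% of 31-base words occur once. How far from the end the reads lie is not known, and in the first 1000 bases of the 3′-UTR 50.4% occur once. As a whole the window of H3mm15 is less unique, with 62.9% against 78.2% for the H3f3a 3′-UTR, and has 51.5% in its first 1000 bases, which goes against the explanation. It remains open, because the place of the reads is unknown for both genes.

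WT in growth scored -7.53 on PC2, below the lowest GFP-H3 line (-4.04). The genes near 0 in WT could set it apart, but without them it still scored -5.78, below the lowest line at -4.06. No biological explanation was tested.

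H3.2 differentiated cells came next to H3.3, H3mm7 and H3mm11 cells in ER stress genes, with 1687 FPKM of Hspa5 and 582 FPKM of Ddit3. A few genes could carry this, but H3.2 was above each of the other 6 differentiated libraries in 26 of 32 genes (chance gives 1 in 7), and at least 23 genes had to be left out before it lost the fourth place. On PC2, H3.2 had the smallest fall of the other lines and WT.

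Mgp, which the paper measured by amplicon sequencing in cells not analysed here, had 13.1 to 183 FPKM in differentiated H3.3, H3mm7 and H3mm11 cells and 331 to 984 FPKM in the other lines and WT. In its amplicon data the paper saw no difference in Mgp between these groups, apart from lower values in H3mm7 cells. Mgp is among the 5 most negative PC2 loadings of these libraries, so its separation here is not independent of the grouping.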
